# Sexually dimorphic activation of innate antitumor immunity prevents adrenocortical carcinoma development

**DOI:** 10.1126/sciadv.add0422

**Published:** 2022-10-14

**Authors:** James J. Wilmouth, Julie Olabe, Diana Garcia-Garcia, Cécily Lucas, Rachel Guiton, Florence Roucher-Boulez, Damien Dufour, Christelle Damon-Soubeyrand, Isabelle Sahut-Barnola, Jean-Christophe Pointud, Yoan Renaud, Adrien Levasseur, Igor Tauveron, Anne-Marie Lefrançois-Martinez, Antoine Martinez, Pierre Val

## Abstract

Unlike most cancers, adrenocortical carcinomas (ACCs) are more frequent in women than in men, but the underlying mechanisms of this sexual dimorphism remain elusive. Here, we show that inactivation of *Znrf3* in the mouse adrenal cortex, recapitulating the most frequent alteration in ACC patients, is associated with sexually dimorphic tumor progression. Although female knockouts develop metastatic carcinomas at 18 months, adrenal hyperplasia regresses in male knockouts. This male-specific phenotype is associated with androgen-dependent induction of senescence, recruitment, and differentiation of highly phagocytic macrophages that clear out senescent cells. In contrast, in females, macrophage recruitment is delayed and dampened, which allows for aggressive tumor progression. Consistently, analysis of TCGA-ACC data shows that phagocytic macrophages are more prominent in men and are associated with better prognosis. Together, these data show that phagocytic macrophages are key players in the sexual dimorphism of ACC that could be previously unidentified allies in the fight against this devastating cancer.

## INTRODUCTION

Apart from reproductive tissues, cancer incidence and mortality are higher in males than in females (*1*, *2*). Together with thyroid cancer (*3*), adrenocortical carcinoma (ACC), which arises from steroidogenic cells of the adrenal cortex, is one of the rare exceptions to this rule. ACC female-to-male ratios range from 1.5 to 2.5:1, and women are generally diagnosed at a younger age (fig. S1A) (*4*–*7*). Although the higher rate of steady-state proliferation and more efficient adrenal cortex renewal in females (*6*, *8*, *9*) may play a role in sexually dimorphic tumorigenesis, the mechanisms underlying female prevalence of ACC remain elusive.

ACC is an aggressive cancer, with about 35% of patients presenting with metastatic disease at diagnosis. Overall, 5-year survival rates range between 16 and 47% and decrease to around 10% for metastatic patients (*10*). In line with the steroidogenic activity of the adrenal cortex, ACC is associated with hormonal hypersecretion in more than 50% of patients (*11*). The vast majority of secreting ACC produce excess glucocorticoids, but some tumors also produce sex steroids or, in some rare instances, aldosterone (*12*).

Radical surgical resection of ACC is the most effective therapeutic strategy for localized tumors, but the risk of recurrence remains high (*12*). In patients with advanced inoperable or metastatic ACC, the adrenolytic compound mitotane, a derivate of the insecticide DDT (dichloro-diphenyl-trichloroethane), remains the standard of care, used as a single agent or in combination with an etoposide-doxorubicin-platin polychemotherapy, depending on prognostic factors (*13*–*16*). Although these treatments can improve recurrence-free survival, their benefit on overall survival is still debated (*12*, *13*, *17*–*19*). Several phase 1/2 clinical trials of immune checkpoint inhibitors targeting PD-1 and PD-L1 have also been conducted in ACC patients (*20*–*23*). Unfortunately, these were associated with low response rates and have failed to improve patient outcome substantially. One potential reason for these modest results is the low level of lymphocyte infiltration in ACC (*24*), which appears to be associated with local production of glucocorticoids (*25*).

Understanding the molecular underpinnings of ACC pathogenesis is thus of utmost importance to develop novel therapeutic approaches. Large-scale pan-genomic studies have identified homozygous deletion of *ZNRF3* as the most frequent genetic alteration in ACC (*26*, *27*). This gene encodes a membrane E3 ubiquitin ligase that inhibits WNT signaling by inducing ubiquitination and degradation of Frizzled receptors (*28*, *29*). We previously showed that conditional ablation of *Znrf3* within steroidogenic cells of the adrenal cortex resulted in moderate WNT pathway activation and adrenal zona fasciculata hyperplasia up to 6 weeks, suggesting that ZNRF3 was a potential tumor suppressor in the adrenal cortex (*30*). However, we did not evaluate later stages of tumor progression.

Here, we show that tumor progression following ablation of *Znrf3* within steroidogenic cells of the adrenal cortex is sexually dimorphic. Whereas most female mice develop full-fledged metastatic carcinomas over an 18-month time course, adrenal hyperplasia gradually regresses in male knockout (KO) mice. We show that male-specific regression of hyperplasia is associated with induction of senescence, recruitment of macrophages, and differentiation of active phagocytes that clear out senescent steroidogenic cells. Although some degree of macrophage recruitment is observed in female mice, it is delayed and dampened compared to males, which allows for tumor progression. This phenomenon is dependent on androgens and can be triggered by testosterone treatment in females. Although macrophages are present within adrenal tumors at 18 months, active phagocytes, characterized by expression of the TYRO-3, AXL and MER family (TAM) receptor MERTK, are mostly found in males but not in females. Consistent with our observations in mice, analysis of RNA sequencing data from The Cancer Genome Atlas (TCGA) cohort of ACC shows that phagocytic macrophages are more prominent in men than in women and are associated with better prognosis. Together, these data establish that phagocytic macrophages prevent aggressive ACC development in male mice and suggest that they may play a key role in the unusual sexual dimorphism of ACC in patients.

## RESULTS

### Tumor progression in *Znrf3 cKO* adrenals is sexually dimorphic

We previously showed that adrenal targeted ablation of *Znrf3* resulted in strong zona fasciculata hyperplasia at 6 weeks of age, but we did not evaluate the phenotype at later stages (*30*). To gain further insight into the potential tumor suppressor function of ZNRF3 in the adrenal cortex, we conducted a kinetic analysis from 4 to 78 weeks (Fig. 1). In female *Znrf3 cKO* mice (ZKO) (fig. S1B), adrenal weight increased progressively from 4 to 6 weeks and remained higher from 9 to 52 weeks. At 78 weeks, a majority of female *Znrf3 cKO* adrenals showed a more than sevenfold increase in weight compared to controls (ZKO median, 35.3 mg versus 4.6 mg for control; Fig. 1A). This suggested malignant transformation of adrenals over time. Consistent with this idea, introduction of the mTmG reporter in the breeding scheme (fig. S1B) allowed identification of multiple micro- and macrometastases in the local lymph nodes, peritoneal cavity, liver, and lungs of 75% of female ZKO at 78 weeks (Fig. 1B and fig. S1C). Histological analysis of adrenals that were associated with metastatic development (Fig. 1C) showed complete disorganization of the cortex that was mostly composed of densely packed small basophilic cells. This was associated with a significant increase in Ki67 labeling index (Fig. 1, C and D), although proliferation was rather heterogeneous throughout the tumor with areas showing up to 25% Ki67 labeling (fig. S1D). In contrast, in the few mutant mice where no metastases were found at 78 weeks (indolent ZKO), adrenals were largely hyperplastic, but cells retained a relatively normal morphology and Ki67 labeling was similar to control (Fig. 1C). Together, these data suggested that ZNRF3 behaved as a classical tumor suppressor in female mice, its ablation resulting in a high frequency of aggressive ACC formation at 78 weeks. In sharp contrast, although male *Znrf3 cKO* adrenals were also larger at 4 and 6 weeks, adrenal weight steadily declined thereafter, almost returning to normal at 78 weeks (Fig. 1E). This was associated with lack of metastatic progression (Fig. 1F), benign histology, and low Ki67 labeling index (Fig. 1, G and H), although some patches of higher proliferation could be detected in some adrenals (fig. S1D). This suggested that overall tumor development was rapidly blunted in males, although the initial hyperplastic phase was equivalent to females.

**Fig. 1.**
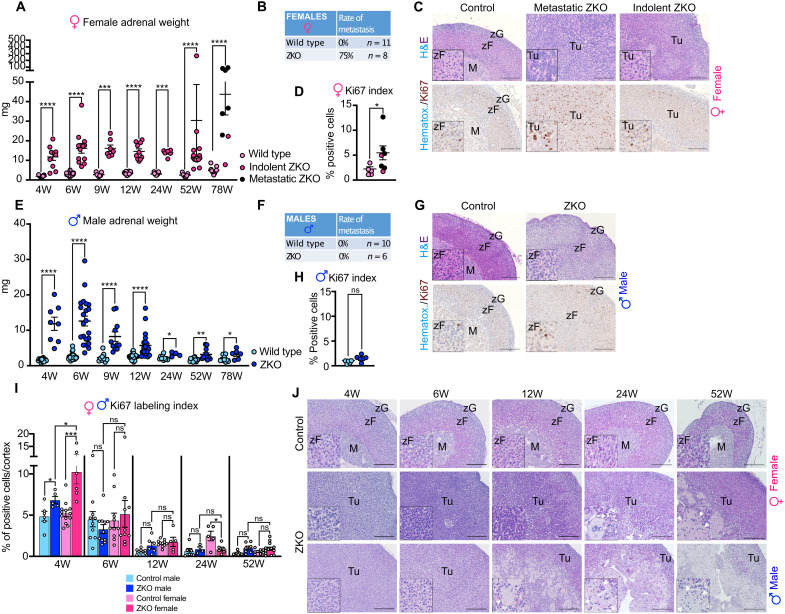
Sexually dimorphic tumor progression in *Znrf3 cKO* adrenals. (**A**) Female adrenal weights measured from 4 to 78 weeks in wild-type and *Znrf3 cKO* (ZKO) adrenals. (**B**) Rate of metastasis in 78-week-old *Znrf3 cKO* females. (**C**) Histology (top) and immunohistochemical (IHC) analysis of Ki67 expression (bottom) in 78-week-old female controls, *Znrf3 cKO* adrenals associated with metastasis formation, or indolent *Znrf3 cKO* adrenals. (**D**) Quantification of the Ki67 proliferation index as the ratio of positive cells over total nuclei in the cortex of 78-week-old control and *Znrf3 cKO* females. (**E**) Male adrenal weights measured from 4 to 78 weeks in wild-type and *Znrf3 cKO* (ZKO) adrenals. (**F**) Rate of metastasis in 78-week-old *Znrf3 cKO* males. (**G**) Histology (top) and IHC analysis of Ki67 expression (bottom) in 78-week-old male controls and *Znrf3 cKO* adrenals. (**H**) Quantification of the Ki67 proliferation index as the ratio of positive cells over total nuclei in the cortex of 78-week-old control and *Znrf3 cKO* males. (**I**) Kinetic analysis of the Ki67 proliferation index from 4 to 52 weeks in male and female control and *Znrf3 cKO* adrenals. (**J**) Kinetic analysis of the histological phenotype from 4 to 52 weeks in male and female control and *Znrf3 cKO* adrenals. Arrowheads in insets show multinucleated giant cells (MGCs) that accumulate in the inner cortex of mutant male mice and, to a lesser extent, mutant female mice. M, medulla; zF, zona fasciculata; zG, zona glomerulosa; Tu, tumor. Scale bars, 200 μm. Graphs represent means ± SEM. Statistical analyses were conducted by Mann-Whitney tests in (A), (D), (E), and (H) and by two-way ANOVA in (I). ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To further gain insight into this sexually dimorphic phenotype, we evaluated proliferation from 4 to 52 weeks. Analysis of Ki67 labeling index showed that following an early significant increase, both males and females had a rapid arrest in proliferation from 6 weeks onward (Fig. 1I and fig. S1E). The steady decline in adrenal weight, despite comparable proliferation in male KO adrenals and controls after 4 weeks, suggested that an active mechanism counteracted tumor progression in males. Unexpectedly though, there was no increase in apoptosis, measured by cleaved caspase-3 staining, in either female or male adrenals at 6 and 12 weeks (fig. S1F). To try to further understand the sexually dimorphic phenotype, we conducted a careful kinetic evaluation of adrenal histology. This showed a similar hyperplastic phenotype in males and females at 4 and 6 weeks (Fig. 1J). Hyperplasia progressed in females with accumulation of small basophilic cells that composed most of the gland by 52 weeks (Fig. 1J). Notably, starting at 12 weeks, we observed progressive thinning of the cortex (eosinophilic cells) and concomitant appearance and expansion of multinucleated giant cells (MGCs; containing up to 12 nuclei per cell) that progressively took over a large proportion of the male *Znrf3 cKO* gland (up to 40%) (Fig. 1J). In females, some MGCs were also observed. However, they were first visible at 24 weeks and only represented a small proportion of the gland, even at 52 weeks (Fig. 1J). MGCs were reminiscent of fused macrophages that are observed in granulomatous inflammatory diseases, which suggested a potential involvement of innate immune cells in preventing tumor progression in male *Znrf3 cKO* adrenals.

### Regression in male *Znrf3 cKO* adrenals is correlated with macrophage infiltration and fusion

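Messenger RNA was sequenced from adrenals of control mice and of Znrf3 cKO mice, in which an Sf1-driven Cre recombinase removes exons encoding the RING domain of the ubiquitin ligase ZNRF3 in steroidogenic cells. Males contributed 4 control and 4 Znrf3 cKO libraries at each of 4, 6 and 78 weeks, and 5 control and 4 Znrf3 cKO libraries at 12 weeks. The authors prepared stranded poly(A) libraries, trimmed reads with cutadapt 3.2, aligned them with HISAT2 2.2.1 to the mm10 genome, counted reads per gene and deposited RPKM values (reads per kilobase of transcript per M reads). The low values rise in steps of 1 read: of the values under 1000 reads, 98.02 to 98.76% per library lay within 0.02 of a whole read, which gave 11.1 to 57.2 M reads per library (median 38.4). In controls the reads ran from 28.6 to 40.0 M (median 35.8) at 4 weeks, 29.3 to 42.2 (33.6) at 6 weeks, 18.4 to 38.4 (35.4) at 12 weeks and 39.6 to 46.6 (42.1) at 78 weeks. In Znrf3 cKO they ran from 37.3 to 45.0 M (41.2), 11.1 to 37.6 (33.9), 35.6 to 39.1 (36.9) and 34.6 to 43.3 (40.8) at the same ages. In a transcript of 1 kb, 1 read was worth 0.093 RPKM at the lowest depth and 0.018 at the highest. In the 8 groupings by sex and age with controls and Znrf3 cKO, libraries carry their own median-of-ratios scaling, matched to a coefficient of variation of at most 0.0066%, against 3.80% when the 69 libraries were scaled together. Females at 78 weeks, whose Znrf3 cKO columns repeat those of males, gave 1.81%, so the scaling of their controls was not recovered. Genes with a mean of at least 0.5 RPKM in 1 or more of the compared groups were tested with limma on log2(RPKM + 1), with the Benjamini-Hochberg adjustment and a threshold of 0.05. Adding 1 understates the changes of genes with low values. Settings, gene lists and tests were fixed before the data were examined, apart from those named as chosen later. No source used here says that each library came from a separate mouse, so p-values measure the spread between these libraries, which may be technical.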

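Znrf3 lies on chromosome 11 of mm10 from 5276324 to 5444847 (GENCODE M21). In males its level (mean ± SD) was 9.92 ± 1.04 RPKM in Znrf3 cKO and 4.37 ± 0.528 in control adrenals at 4 weeks, 7.84 ± 1.01 and 4.28 ± 0.734 at 6 weeks, 9.47 ± 1.24 and 4.83 ± 1.3 at 12 weeks, and 7.74 ± 3.70 and 4.07 ± 1.73 at 78 weeks (n = 4 libraries per group, 5 in 12-week controls). Every Znrf3 cKO library at 4, 6 and 12 weeks exceeded every control of its age (adjusted p = 0.00107, 0.00402 and 0.0171 from limma). At 78 weeks the libraries overlapped, from 2.6 to 11.4 RPKM in Znrf3 cKO and from 1.70 to 5.76 in controls (adjusted p = 0.869). The 12-week call was lost without Znrf3 cKO library PRVL32 (adjusted p = 0.0667), with no filter on low values (0.0502) and with values rescaled to a common sum (0.0575), a setting chosen after seeing the data. Each value pools reads from all exons of the gene, so it can neither show the deletion nor check the genotype labels. The sex labels could be checked. Xist, the RNA that coats the inactive X chromosome, lay between 0.00523 and 0.0657 RPKM in the 33 male libraries and between 36.4 and 116 in the 36 female libraries. The Y-linked Ddx3y lay between 9.17 and 34.4 in males and at most at 0.0801 in females. The 4 libraries listed as female Znrf3 cKO at 78 weeks hold the same value as the 4 male Znrf3 cKO libraries of that age at 100% of the 31651 to 32676 genes above 0. They were left out, and no female comparison is given at 78 weeks.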

To further gain insight into the underpinnings of the regression phenomenon, we analyzed global gene expression by bulk RNA sequencing of control and *Znrf3 cKO* male adrenals at 4, 6, and 12 weeks. Gene set enrichment analysis (GSEA) of the RNA sequencing data using the C5 Gene Ontology (GO) database showed that at 12 weeks, the 34 most significantly enriched gene sets were all related with immune response and inflammation (Fig. 2A). Most of these gene sets were either not [false discovery rate (FDR) > 0.05] or negatively enriched at 4 weeks and showed an intermediate enrichment score at 6 weeks. This suggested that ablation of *Znrf3* resulted in the progressive establishment of a proinflammatory environment. 

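At 4 weeks, many of the largest falls in male Znrf3 cKO adrenals were in genes of chromaffin cells, the catecholamine-producing cells of the medulla. Pnmt, the enzyme that makes adrenaline, was 7.04 ± 1.93 RPKM in Znrf3 cKO and 137 ± 50.2 in controls, and Chga, a chromogranin of secretory granules, 67.5 ± 27.2 and 656 ± 45.9 (mean ± SD, n = 4 each). Of 13 chromaffin cell genes measured, 11 fell at 4 weeks, 12 at 6 weeks and 2 at 12 weeks (12, 12 and 7 adjusted over the list alone), and none fell at 12 weeks without PRVL24, PRVL25, PRVL31 or PRVL32. Among the genes that rose were Nr6a1, an orphan nuclear receptor, at 4 weeks (9.75 ± 1.69 against 1.11 ± 0.325) and Cidea, a lipid droplet protein (30.2 ± 24.3 against 2.20 ± 1.50), and Crym, a thyroid hormone-binding protein (20.1 ± 4.71 against 3.95 ± 1.01), at 6 weeks (n = 4 each). Cidea is also a gene of fat cells, and at 6 weeks the adipocyte score of Znrf3 cKO was 1.25 above controls (exact permutation p = 0.057, adjusted p = 0.103). The log2 fold change was positive in 7 of 7 adipocyte genes, of which 0 passed (3 adjusted over the list alone). At 4 and 12 weeks the adipocyte score was 1.455 and 1.806 below controls. At 12 weeks genes of macrophages and lysosomes led the rises. Gpnmb, a glycoprotein of lipid-laden macrophages, was 261 ± 168 RPKM in Znrf3 cKO (n = 4) and 0.858 ± 0.776 in controls (n = 5). Atp6v0d2, a proton pump subunit of osteoclasts and fused macrophages, was 66.4 ± 35.9 and 0.579 ± 0.681, and the lysosomal protease Ctss 734 ± 377 and 95 ± 9.59. Among the genes that fell were Sbsn (12.5 ± 8.60 against 60.1 ± 21) and the alcohol dehydrogenase Adh1 (65.4 ± 13.5 against 254 ± 143), whose call was lost without PRVL24, PRVL31 or PRVL32 (adjusted p = 0.0569, 0.08 and 0.0977) and with no filter (0.0775). In limma, 430 genes were higher and 1050 lower among 19106 at 4 weeks, 539 and 1378 among 19174 at 6 weeks, and 807 and 211 among 19229 at 12 weeks. The knockout effect itself differed between 12 and 4 weeks at 972 genes, with a more positive effect at 12 weeks for 700 of them. With libraries rescaled to a common sum, the 6-week split was 325 higher and 1587 lower. Leaving out 1 library moved the 12-week count of 1018 changed genes to between 374 (without PRVL32) and 2359 (without PRVL28). It moved the 4-week count of 1480 to 702 (without PRVL14), the 6-week count of 1917 to 1259 (without PRVL6) and the 972 to between 590 (without PRVL32) and 1745 (without PRVL28). From enrichment of ontology gene sets in these libraries, which was not analysed here, the paper proposes that loss of Znrf3 progressively set up a proinflammatory environment.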

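In 12-week male Znrf3 cKO adrenals, transcripts of several interleukins and chemokines were above control levels. Il1a, which encodes the alarmin IL-1α, was 2.57 ± 1.43 RPKM against 0.159 ± 0.0656, a 16.1-fold ratio of means, and Il1rn, the IL-1 receptor antagonist, 6.38 ± 3.38 against 0.141 ± 0.0921 (mean ± SD, n = 4 Znrf3 cKO and 5 controls). Cxcl16, a chemokine that attracts T cells, was 23.0 ± 6.00 against 9.29 ± 0.875, and Tnfsf12, which encodes TWEAK, 16.3 ± 3.93 against 5.87 ± 0.394 (adjusted p from limma between 0.00146 and 0.00419 for these genes). Of 91 measured members of the cytokine list of Table S5, 16 rose and 1 fell at 12 weeks (23 and 2 adjusted over the list alone). The one that fell was Scg2, which encodes secretogranin II of chromaffin granules (276 ± 116 against 742 ± 199 RPKM), a call lost without PRVL24 or PRVL32 (adjusted p = 0.0518 and 0.0768) and with no filter on low values (0.0629). At 6 weeks 3 of 83 members rose and 8 fell (4 and 12 adjusted over the list alone), Scg2 again among the latter (98.4 ± 32.6 against 767 ± 246, n = 4 each). At 4 weeks 10 of 80 members fell and 1 rose (11 and 2 adjusted over the list alone). Those that fell included Scg2 and the chemokines Cxcl12 (3.26 ± 0.691 against 8.46 ± 1.42) and Cxcl14 (1.8 ± 0.441 against 6.76 ± 1.63). The one that rose was the stem cell factor gene Kitl (17.9 ± 1.29 against 10.8 ± 1.45). In the same libraries the capsule and fibroblast score was 0.994 below controls and the adipocyte score 1.455 below. Less capsule or fat in these samples was thus not excluded for the falls. The difference of the knockout effect between 12 and 4 weeks passed for 18 of 92 members, each with a more positive effect at 12 weeks, and between 6 and 4 weeks for 0 of 85. Ranked among all genes with fgsea, the list had a normalized enrichment score of -1.55 at 4 weeks (adjusted p = 0.045), -0.95 at 6 weeks (0.61) and 2.09 at 12 weeks (0.00037). The calls at 4 and 12 weeks were lost with an estimated correlation between genes (adjusted p = 0.24 and 0.21). Both held with camera at a preset correlation of 0.01 (adjusted p = 0.036 and 0.001). The call at 4 weeks was also lost without PRVL12, PRVL14 or PRVL15 (adjusted p = 0.22, 0.08 and 0.073). Without PRVL32, 7 members rose at 12 weeks. At 6 weeks 1 rose without PRVL5 or PRVL6 and 5 rose without PRVL2, and 5 fell without PRVL4 or PRVL5. At 4 weeks 5 fell without PRVL13, PRVL14 or PRVL16. Of the 113 genes of the list, 22 also belong to the macrophage lists of Table S5.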

Consistent with this idea, a large number of proinflammatory cytokines and chemokines genes were progressively up-regulated at 6 and 12 weeks (Fig. 2B and fig. S2A). Establishment of an inflammatory environment was further evaluated by immunohistochemistry (IHC) for the pan-leukocyte marker CD45. In control male adrenals, a few CD45^+^ cells were found scattered throughout the cortex. Four-week-old male *Znrf3 cKO* adrenals were similar to controls, although more mononucleated leukocytes were present in the inner cortex. At 12 weeks, the number of CD45-positive cells markedly increased in KO adrenals (Fig. 2C and fig. S2B). These comprised both mononuclear cells (stars) and the MGCs (arrowheads) that accumulated in the inner cortex (Fig. 2C). To further identify the immune cell types that composed the infiltrate, we deconvoluted RNA sequencing data with CIBERSORTx (*31*) using immune cell signatures from ImmuCC (Fig. 2D) (*32*) and mMCP (fig. S2C) (*33*). Both approaches showed a significant increase in macrophage populations, which represented 63% of all immune populations at 12 weeks. This was further confirmed by GSEA, showing a highly significant positive enrichment of multiple macrophage signatures at 12 weeks (Fig. 2E) and by reverse transcription quantitative polymerase chain reaction (RT-qPCR) showing a progressive accumulation of the macrophage marker transcripts *Cd68*, *Adgre1*, and *Cd11b* (fig. S2D). Together, these data strongly suggested that regression of adrenal cortex hyperplasia in *Znrf3 cKO* males was associated with establishment of a proinflammatory environment and abundant recruitment of macrophages.

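Cd68, which encodes a scavenger receptor of macrophage lysosomes, was 206 ± 97.5 RPKM in 12-week male Znrf3 cKO adrenals (n = 4) and 15.2 ± 3.08 in controls (n = 5), a log2 fold change of 3.52 (standard error 0.345, adjusted p = 0.000995 from limma). At 6 weeks its means were 36.1 ± 35.2 and 11.1 ± 1.49 (adjusted p = 0.174) and at 4 weeks 19.5 ± 3.37 and 14.2 ± 3.29 (0.181; n = 4 each). Adgre1, which encodes F4/80, was 8.92 ± 2.31 against 6.79 ± 1.15 at 12 weeks (log2 fold change 0.34, adjusted p = 0.259), with log2 fold changes of 0.40 at 4 weeks (0.249) and 0.40 at 6 weeks (0.114). Itgam, which encodes CD11b, was 1.27 ± 0.741 against 0.476 ± 0.129 at 12 weeks (0.148), and passed only when the Znrf3 cKO library PRVL33 was left out (adjusted p = 0.015). Of 99 measured members of the macrophage list derived from mouse adrenal single cells, 55 rose at 12 weeks and 0 fell (73 and 1 adjusted over the list alone). Of the lists taken from ImmuCC and LM22, 23 of 43 and 21 of 60 members rose and 0 fell (27 and 26 adjusted over each list alone), and of 10 genes of macrophage fusion 4 rose (7 adjusted over the list alone). At 6 weeks 3 of 96 members of the adrenal list rose (0 adjusted over the list alone), and at 4 weeks 0 rose and 6 fell. In the set test at 4 weeks the adrenal and LM22 lists did not pass (-1.22 and -1.07, adjusted p = 0.27 and 0.5), while the ImmuCC list (1.62, adjusted p = 0.045) and its M0 list (1.8, 0.02) were higher, calls lost with an estimated correlation between genes (0.79 and 0.63). In the set test at 12 weeks the normalized enrichment scores were 3.13, 2.71 and 2.44 for the adrenal, ImmuCC and LM22 lists (adjusted p = 0.00037 each). None of these 3 calls held with an estimated correlation between genes (0.348, 0.464 and 0.239, adjusted p = 0.19 each). With camera and a preset correlation of 0.01, below these estimates, the 3 calls held (adjusted p = 1.3e-34, 1.9e-17 and 5e-10). At 6 weeks the adrenal list scored 2.93 (adjusted p = 0.0061, and 0.47 with an estimated correlation). Without PRVL32, 13 members of the LM22 list rose at 12 weeks. With 1 library left out between 1 (without PRVL5, PRVL6 or PRVL3) and 11 (without PRVL2) members of the adrenal list rose at 6 weeks, 5 without PRVL1 and 6 without PRVL8. From these signatures and its cell counts, the paper proposes that regression went with abundant recruitment of macrophages.

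**Figure D1:**
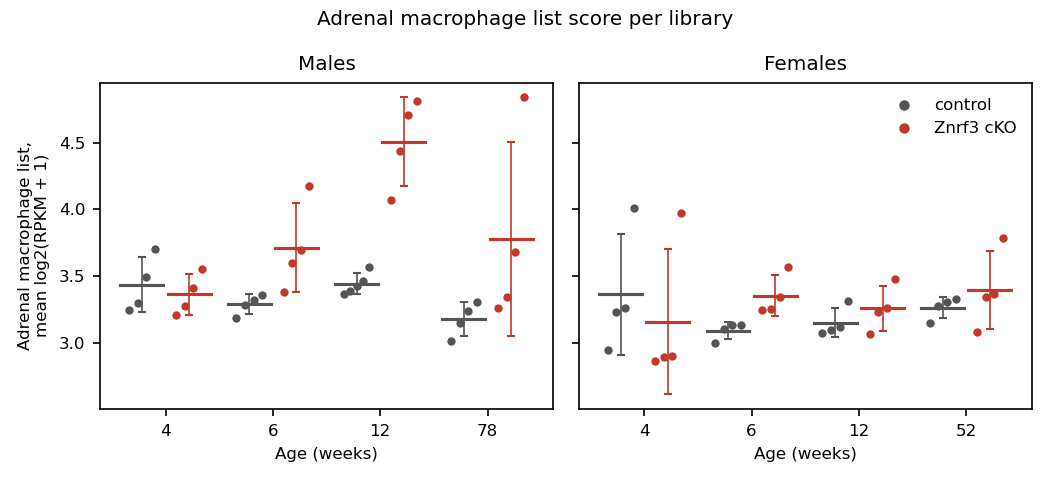
Mean log2(RPKM + 1) of the adrenal macrophage list in each library (vertical axis) by genotype, age in weeks and sex (horizontal axis). Points are libraries, lines are means and bars are SD; at 12 weeks the 4 male Znrf3 cKO libraries lie above the 5 male controls.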

**Fig. 2.**
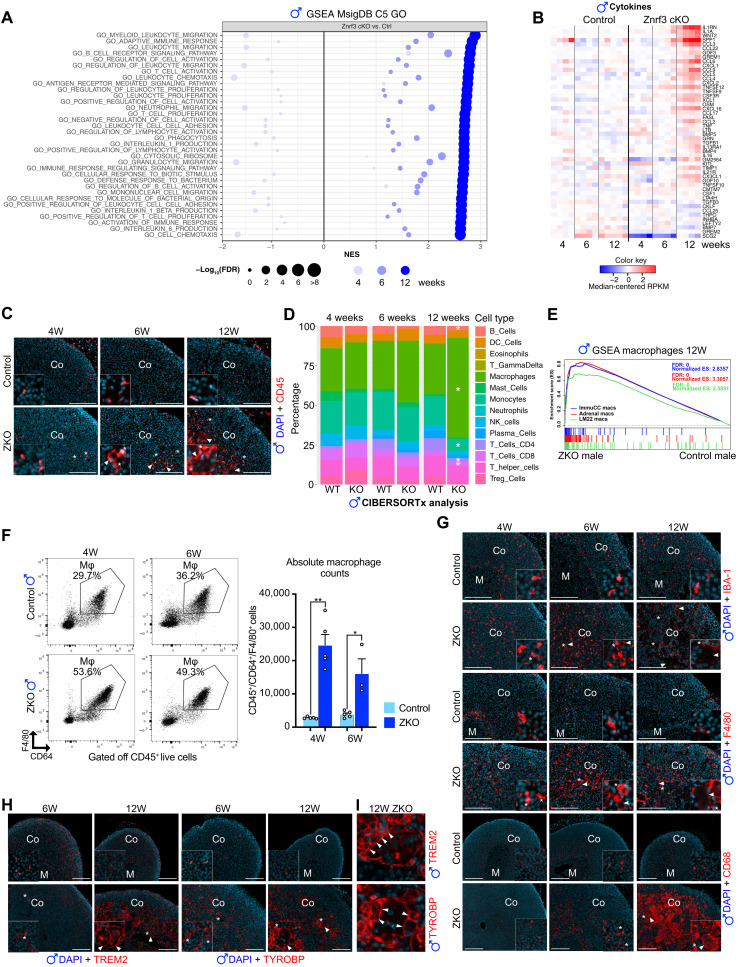
Regression in male *Znrf3 cKO* adrenals is correlated with macrophage infiltration and fusion. (**A**) GSEA of gene expression data from 4-, 6-, and 12-week-old control and *Znrf3 cKO* male adrenals. Plot represents the 35 gene sets from the C5 Gene Ontology database, with the highest enrichment score in *Znrf3 cKO* adrenals at 12 weeks. NES, normalized enrichment score. (**B**) Expression of cytokine/chemokine-coding genes in control and *Znrf3 cKO* adrenals at 4, 6, and 12 weeks. (**C**) IHC analysis of CD45 expression in adrenals from control and *Znrf3 cKO* (ZKO) mice at 4, 6, and 12 weeks. Stars show mononucleated leukocytes. (**D**) Stacked bar plots representing immune cell populations deconvoluted using CIBERSORTx and the LM22 expression matrix, from gene expression data in control and *Znrf3 cKO* male adrenals at 4, 6, and 12 weeks. WT, wild type. (**E**) GSEA of macrophage signatures derived from ImmuCC, LM22, and scRNA-seq of mouse adrenals (adrenal macs) (*51*) in 12-week-old male *Znrf3 cKO* adrenals. (**F**) Left: Dot plots of flow cytometry analysis of macrophage infiltration (defined as CD45^+^/CD64^+^/F4/80^+^ live cells) in 4- and 6-week-old control (top) and *Znrf3 cKO* (bottom) adrenals. Right: Quantification of absolute numbers of macrophages by flow cytometry. (**G**) IHC analysis of pan-macrophage markers IBA-1, F4/80, and CD68 in 4-, 6-, and 12-week-old control and *Znrf3 cKO* adrenals. (**H**) IHC for macrophage fusion–associated markers TREM2 and TYROBP in 6- and 12-week-old control and *Znrf3 cKO* adrenals. (**I**) High-magnification images of TREM2 and TYROBP staining showing fusion of mononucleated with multinucleated macrophages in *Znrf3 cKO* adrenals at 12 weeks. In (C) and (G) to (I), arrowheads show MGCs and stars show mononucleated macrophages. Co, cortex. Scale bars, 200 μm. Graphs represent means ± SEM. Statistical analyses in (F) were conducted by Mann-Whitney tests. *P < 0.05; **P < 0.01. DAPI, 4′,6-diamidino-2-phenylindole.

To further confirm the nature of infiltrating cells, adrenals from control and *Znrf3 cKO* males were dissociated and analyzed by flow cytometry (Fig. 2F and fig. S2E). This showed that absolute numbers of CD45^+^/CD64^+^/F4/80^+^ macrophages were markedly increased in *Znrf3 cKO* adrenals at 4 and 6 weeks (Fig. 2F). Increased infiltration of macrophages in *Znrf3 cKO* male adrenals was further confirmed when macrophages were evaluated as a percentage of CD45^+^ cells (fig. S2F). Flow cytometry analyses further showed that at 4 weeks, almost 80% of CD45^+^/CD64^+^ macrophages coexpressed the M1 markers CD38 and major histocompatibility complex II (MHC-II), together with the M2 marker CD206, in both wild-type and *Znrf3 cKO* adrenals (fig. S3A). Although there was a very mild but significant increase in both MHC-II^+^/CD206^+^ and CD38^+^/CD206^+^ double-positive macrophages in 6-week *Znrf3 cKO* adrenals, there was no significant difference in either M1 or M2 macrophage proportions, following ablation of *Znrf3* at the two analyzed stages (fig. S3A). 

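At 6 weeks, Msr1, a scavenger receptor gene used as an M2 marker, was 1.9 ± 0.548 RPKM in male Znrf3 cKO and 0.990 ± 0.156 in control adrenals (log2 fold change 0.53, adjusted p = 0.0393 from limma). Pparg, a nuclear receptor of fat cells and M2 macrophages, was 5.55 ± 3.50 and 1.10 ± 0.540 (1.49, adjusted p = 0.0406; mean ± SD, n = 4 each). Fat carried along with the gland was not excluded for Pparg, as the adipocyte score was 1.25 above controls (exact permutation p = 0.057, adjusted p = 0.103). Mrc1, which encodes CD206, had log2 fold changes of 0.19 at 4 weeks (adjusted p = 0.319) and 0.41 at 6 weeks (0.183). Of the 22 macrophage, M1 and M2 genes that the study measured by RT-qPCR, 4 of 21 measured here rose at 6 weeks and 0 of 19 at 4 weeks (6 and 0 adjusted over the list alone). That list was chosen for the same adrenals and is not independent evidence of a direction. Of the ImmuCC M1 list, 2 of 21 members rose at 6 weeks, Cysltr2 (1.72 ± 0.418 against 0.499 ± 0.319) and Msr1, which that list holds as an M1 gene, and of the M2 list 1 of 10 rose, the plasminogen activator Plau (9.56 ± 2.30 against 3.64 ± 0.760). At 4 weeks 0 of 25 members of the M1 list rose and 2 of 9 of the M2 list, Plau (8.92 ± 2.13 against 5.38 ± 0.354) and the proton pump gene Atp6v0d2 (0.567 ± 0.171 against 0.0583 ± 0.0261). The 4-week call of Plau was lost without any 1 of 7 libraries (PRVL10 to PRVL16, adjusted p = 0.0723 to 0.0951), with no filter on low values (0.0727) and after rescaling (0.0638), and that of Atp6v0d2 with all groups in one fit (0.6). The normalized enrichment scores were 0.84 for the M1 list and 1.46 for the M2 list at 4 weeks (adjusted p = 0.23 for the latter), and 1.91 and 1.83 at 6 weeks (adjusted p = 0.0082 each, and 0.47 each with an estimated correlation between genes). The M2 score passed at 4 weeks without PRVL17 (1.71, adjusted p = 0.044) and missed at 6 weeks without PRVL8 (1.6, 0.071). At 6 weeks Znrf3 cKO library PRVL1 stood apart, with Lgals3 at 199 RPKM against 12.3 to 43.8 in the other 3, Cd68 at 87.9 against 12.0 to 27.8, and a chromaffin cell score of 2.93 against 3.66 to 3.71. The call of Msr1 was lost without PRVL1 (adjusted p = 0.0508) and without PRVL3, PRVL4, PRVL5, PRVL6 or PRVL9 (up to 0.114). That of Pparg was lost without any 1 of PRVL1, PRVL2, PRVL3, PRVL5, PRVL6, PRVL8 and PRVL9 (0.0519 to 0.104). With no filter on low values both were lost (0.094 and 0.095). At 6 weeks 1 of the RT-qPCR genes rose without PRVL3, PRVL5 or PRVL6, and 2 without PRVL1, PRVL4, PRVL8 or PRVL9. Of the M1 list 1 rose without PRVL1, PRVL3, PRVL4, PRVL5, PRVL6 or PRVL9, and 3 without PRVL2. Of the M2 list 2 rose without PRVL2 or with a pseudocount of 0.1.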

RT-qPCR (fig. S3B) and RNA sequencing analyses (fig. S3, C and D) further confirmed deregulation of both M1 and M2 markers in *Znrf3 cKO* adrenals, indicating that infiltrating macrophages had mixed M1 and M2 characteristics at 4 and 6 weeks.

Unfortunately, most of the CD45^+^ MGCs that accumulated from 12 weeks onward had a cell diameter larger than 40 μm, which precluded their characterization by flow cytometry (fig. S4A). To further characterize immune infiltration during the regression period, we thus resorted to IHC analysis. Staining with pan-macrophage markers IBA-1 and F4/80 confirmed progressive infiltration from 4 to 12 weeks (Fig. 2G and fig. S4B). Although mononuclear cells appeared equivalently labeled by both IBA-1 and F4/80, IBA-1 staining of MGCs was weak compared to F4/80 (Fig. 2G). However, MGCs displayed high levels of cytoplasmic CD68 staining, suggesting that they were derived from the fusion of mononuclear macrophages (Fig. 2G and fig. S4B). Macrophage fusion has been shown to rely on TREM2, an activating receptor of the immunoglobulin superfamily, and on TYROBP/DAP12, its transmembrane signaling adaptor (*34*, *35*). Expression of *Trem2* and *Tyrobp/Dap12* was strongly increased in RT-qPCR at 12 weeks (fig. S4C), and IHC analyses showed a strong up-regulation of both TREM2 and TYROBP protein accumulation in MGCs (Fig. 2H and fig. S4D). High-magnification images further showed TREM2/TYROBP-positive mononuclear macrophages actively fusing with MGCs (Fig. 2I, arrowheads). Together, this suggested that *Znrf3* ablation in adrenocortical cells resulted in macrophage infiltration and fusion to form MGCs in male adrenals.

### Infiltrating macrophages actively phagocytose steroidogenic cells

Macrophages have been suggested to play a role in the early response to oncogenic insult by clearing out preneoplastic cells (*36*, *37*). GSEA of RNA sequencing data showed a progressive significant enrichment of gene sets associated with phagocytosis and clearance of apoptotic cells in male *Znrf3 cKO* adrenals, suggesting a potential role of phagocytosis in regression of hyperplasia (Fig. 3A). 

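Some genes of engulfment rose in male Znrf3 cKO adrenals at 12 weeks. Of 22 measured genes of the phagocytosis signalling list of Table S5, 11 rose and 0 fell (16 adjusted over the list alone), among them Trem2, Mertk and Tyrobp. Of 103 measured genes of the phagocytosis engulfment list 19 rose, including the Fc receptor gene Fcgr3 (58.5 ± 25.4 RPKM in 4 Znrf3 cKO libraries against 14.6 ± 3.11 in 5 controls) and Itgb2, the common integrin chain of leukocytes (38.8 ± 20.5 against 6.32 ± 0.769). Of 41 genes of apoptotic cell clearance 10 rose (29 of the former list and 13 of the latter adjusted over each list alone). At 6 weeks 3 of 21 genes of phagocytosis signalling rose (7 adjusted over the list alone). Between 12 and 4 weeks the knockout effect differed at 8 of 23 genes of that list, more positive at 12 weeks for 7. Of 12 phagocytosis lists tested with fgsea, 0 passed at 4 weeks, 7 were higher at 6 weeks and 11 at 12 weeks, with a score of 2.28 for phagocytosis signalling at 12 weeks (adjusted p = 0.00037). The 11 include the list of don't-eat-me signals, which hold engulfment back (1.56, adjusted p = 0.033). PHAGOLYSOSOME_ASSEMBLY did not pass at 12 weeks (1.43, adjusted p = 0.085). With an estimated correlation between genes, only the engulfment list at 6 weeks still passed (adjusted p = 0.04). The 11 calls at 12 weeks were lost (adjusted p = 0.19 to 0.53). With camera at a preset correlation of 0.01, the 12-week calls of the eat-me list (adjusted p = 0.21) and ENGULFMENT_APOPTOTIC_CELL (0.43) were lost. The others held (at most 0.01). Of the 108 genes of the engulfment list and the 70 of the recognition list, 51 in each are immunoglobulin or T cell receptor genes, and 10 of the 23 genes of phagocytosis signalling also belong to the macrophage lists. Without PRVL32, 6 genes of phagocytosis signalling rose at 12 weeks, and without PRVL1 or PRVL2 5 rose at 6 weeks. From the progressive enrichment of these lists, the paper proposes a role of phagocytosis in the regression.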

Phagocytosis involves chemotaxis of macrophages toward target cells that express “find-me” signals and recognition of target cells through “eat-me” signals that can be received directly by phagocytic receptors or indirectly after opsonization. 

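Cx3cl1, which encodes the chemokine fractalkine on chromosome 8, was 31.7 ± 4.69 RPKM in 12-week male Znrf3 cKO adrenals and 22.6 ± 2.03 in controls (log2 fold change 0.46, adjusted p = 0.0455 from limma; mean ± SD, n = 4 and 5). P2ry6, a receptor for UDP, was 5.35 ± 1.22 against 3.26 ± 0.413 (0.56, adjusted p = 0.0448). Gpr132, a receptor for lysophospholipids, was 0.962 ± 0.169 against 0.551 ± 0.166 (0.34, adjusted p = 0.0998) and P2ry2, a receptor for ATP and UTP, 1.06 ± 0.439 against 0.414 ± 0.152 (0.52, adjusted p = 0.0779). Cx3cl1 and P2ry6 are the 2 of 8 measured find-me genes of Table S5 that rose at 12 weeks (4 adjusted over the list alone). Their calls were lost without any 1 of PRVL23, PRVL24, PRVL25, PRVL29, PRVL30, PRVL31 and PRVL32 (adjusted p = 0.0815 to 0.156 for Cx3cl1 and 0.0744 to 0.159 for P2ry6), with no filter on low values (0.0831 and 0.103) and with values rescaled to a common sum (0.0571 and 0.0595). P2ry2 passed without PRVL33 (adjusted p = 0.014).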

Detailed analysis of RNA sequencing data showed significant up-regulation of genes coding the potential find-me chemokine CX3CL1 (*38*) and of the GPR132/G2A and P2RY2/P2RY6 metabotropic receptors that recognize lysophosphatidylcholine (GPR132) (*39*) and nucleotides (P2RY2/P2RY6) (*40*) released by target cells (Fig. 3B). 

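The chromosome 4 genes C1qa, C1qb and C1qc, which encode the subunits of the complement recognition molecule C1q, were 196 ± 24.6, 245 ± 54.2 and 94.3 ± 14.2 RPKM in 12-week male Znrf3 cKO adrenals (n = 4) and 80.9 ± 12.0, 74.2 ± 9.83 and 33.2 ± 6.83 in controls (n = 5). Their log2 fold changes were 1.27, 1.69 and 1.49 (adjusted p = 0.00131, 0.000995 and 0.00135 from limma), and every Znrf3 cKO library lay above every control. Slamf7, a receptor of macrophages, natural killer cells and plasma cells, was 6.95 ± 3.36 against 1.15 ± 0.322 (log2 fold change 1.8, adjusted p = 0.004). At 6 weeks the log2 fold changes of the C1q genes were 0.54, 0.66 and 0.73 (adjusted p = 0.114, 0.107 and 0.121), and at 4 weeks that of C1qa was 0.06 (0.922). Without PRVL2, C1qa and C1qb passed at 6 weeks (0.048 and 0.0427). Of 17 measured genes of the eat-me list of Table S5, 4 rose and 1 fell at 12 weeks (4 and 2 adjusted over the list alone).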

Among potential eat-me signals, we found significant overexpression of C1Q complement components *C1qa*, *C1qb*, and *C1qc*, which have been shown to decorate the surface of apoptotic cells to target them for phagocytosis (*40*, *41*) (Fig. 3B), and of *Slamf7*, which is involved in phagocytosis of hematopoietic tumor cells (*42*). There was also up-regulation of the gene coding MFGE8, which opsonizes apoptotic cells and is recognized by the integrin receptors α_v_β_3_ and α_v_β_5_ at the membrane of macrophages (Fig. 3, B and C) (*43*, *44*). 

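Mfge8 was 88.3 ± 55.3 RPKM in male Znrf3 cKO adrenals at 12 weeks (n = 4) and 31.7 ± 4.92 in controls (n = 5), a log2 fold change of 1.25 that did not pass (adjusted p = 0.0696 from limma). It passed without Znrf3 cKO library PRVL33 (1.59, adjusted p = 0.0111) and with all groups in one fit (0.000129). At 6 weeks Mfge8 was 41.0 ± 3.53 against 27.6 ± 1.27 (log2 fold change 0.55, adjusted p = 0.00179; n = 4 each), a call lost with all groups in one fit (0.169), and at 4 weeks its log2 fold change was 0.28 (0.12).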

TREM2 and TYROBP, which we found overexpressed at both the mRNA and protein level (Figs. 2H and 3B and fig. S4C), can also be involved in the phagocytic process through recognition of lipids and ApoE-opsonized cells (*43*, *45*, *46*). 

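Trem2, on chromosome 17, was 22.0 ± 8.60 RPKM in 12-week male Znrf3 cKO adrenals (n = 4) and 1.61 ± 0.581 in controls (n = 5), and Tyrobp, on chromosome 7, 309 ± 127 and 49.1 ± 7.36. The log2 fold changes were 3.07 (standard error 0.283, adjusted p = 0.000995 from limma) and 2.54 (adjusted p = 0.00135). Apoe, which encodes apolipoprotein E, was 1342 ± 348 against 390 ± 185 (1.87, adjusted p = 0.0126), a call lost without PRVL32 (0.0532). Of 12 markers of lipid-associated macrophages, cells that take up lipid through TREM2, 8 rose and 0 fell at 12 weeks (9 adjusted over the list alone), including Fabp5, a fatty acid-binding protein gene (90.6 ± 33.4 against 10.8 ± 7.06). Of 23 lysosomal genes 14 rose (19 adjusted over the list alone). At 6 weeks the log2 fold changes of Trem2 and Tyrobp were 1.13 (adjusted p = 0.234) and 0.91 (0.158), with Znrf3 cKO library PRVL1 at 14.5 and 164 RPKM against 1.07 to 2.58 and 41.0 to 64.0 in the other 3. At 4 weeks they were 0.26 (0.13) and 0.10 (0.851). Without PRVL32, 5 markers of lipid-associated macrophages and 7 lysosomal genes rose at 12 weeks (8 lysosomal genes without PRVL24).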

Among the three TAM receptor tyrosine kinases, which play a central role in phagocytosis (TYRO3, MERTK, and AXL) (*40*, *47*), *Mertk* was expressed at high levels and showed the most significant up-regulation in *Znrf3 cKO* adrenals (Fig. 3, B and C). 

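Mertk, on chromosome 2, was 15.5 ± 7.56 RPKM in 12-week male Znrf3 cKO adrenals (n = 4) and 5.34 ± 0.409 in controls (n = 5), a log2 fold change of 1.28 (standard error 0.242, adjusted p = 0.0151 from limma). Axl was 27.1 ± 7.05 against 18.6 ± 2.56 (log2 fold change 0.50, adjusted p = 0.108), and Tyro3 0.916 ± 0.154 against 1.18 ± 0.179 (-0.18, adjusted p = 0.298). Axl thus had the highest level of the 3 TAM receptor genes in both groups, and Mertk the largest log2 fold change. The call of Mertk was lost without PRVL32 (1.21, adjusted p = 0.0617). The log2 fold change of Mertk was -0.03 at 4 weeks (adjusted p = 0.959) and 0.39 at 6 weeks (0.22).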

Although there was no up-regulation of *Gas6* and *Pros1*, the natural TAM receptor ligands (*40*), there was a strong overexpression of *Lgals3* (27-fold), which encodes Galectin-3, a phosphatidylserine-independent MERTK-specific opsonin (*43*, *48*) (Fig. 3B). This was further confirmed by RT-qPCR (Fig. 3C), suggesting that engagement of MERTK by Galectin-3 may trigger phagocytosis of *Znrf3 cKO* hyperplastic steroidogenic cells.

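Lgals3, on chromosome 14, was 333 ± 152 RPKM in 12-week male Znrf3 cKO adrenals (n = 4) and 12.1 ± 2.12 in controls (n = 5). The ratio of means was 27.5, and the log2 fold change 4.51 (standard error 0.355, adjusted p = 0.000954 from limma). The Znrf3 cKO library PRVL33 held 115 RPKM and the other 3 between 344 and 444. At 6 weeks Lgals3 was 69.1 ± 87.5 against 5.25 ± 1.21 (2.71, adjusted p = 0.0426; n = 4 each), a call lost without any 1 of PRVL3, PRVL4, PRVL5, PRVL6, PRVL8 and PRVL9 (0.0538 to 0.104), with no filter on low values (0.0982) and with precision weights, chosen after seeing the data (0.0776). At 4 weeks it was 11.3 ± 5.03 against 7.48 ± 4.50 (0.63, adjusted p = 0.425). Gas6 was 67.5 ± 18.0 against 57.1 ± 9.89 at 12 weeks (log2 fold change 0.22, adjusted p = 0.52) and Pros1 39.9 ± 6.25 against 32.7 ± 1.1 (0.27, adjusted p = 0.166). From the rise of Lgals3 without that of the other ligands, the paper proposes that Galectin-3 engages MERTK to trigger phagocytosis.

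**Figure D2:**
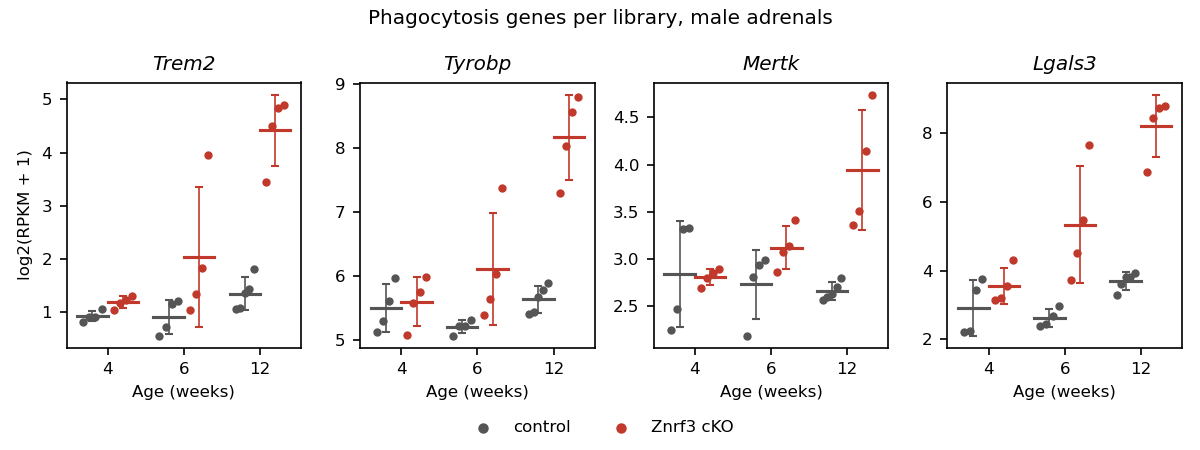
Trem2, Tyrobp, Mertk and Lgals3 in log2(RPKM + 1) (vertical axes) in control and Znrf3 cKO male adrenals at 4, 6 and 12 weeks (horizontal axes). Points are libraries, lines and bars are means ± SD; the 1 high Znrf3 cKO library at 6 weeks is PRVL1, with Lgals3 at 199 RPKM.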

**Fig. 3.**
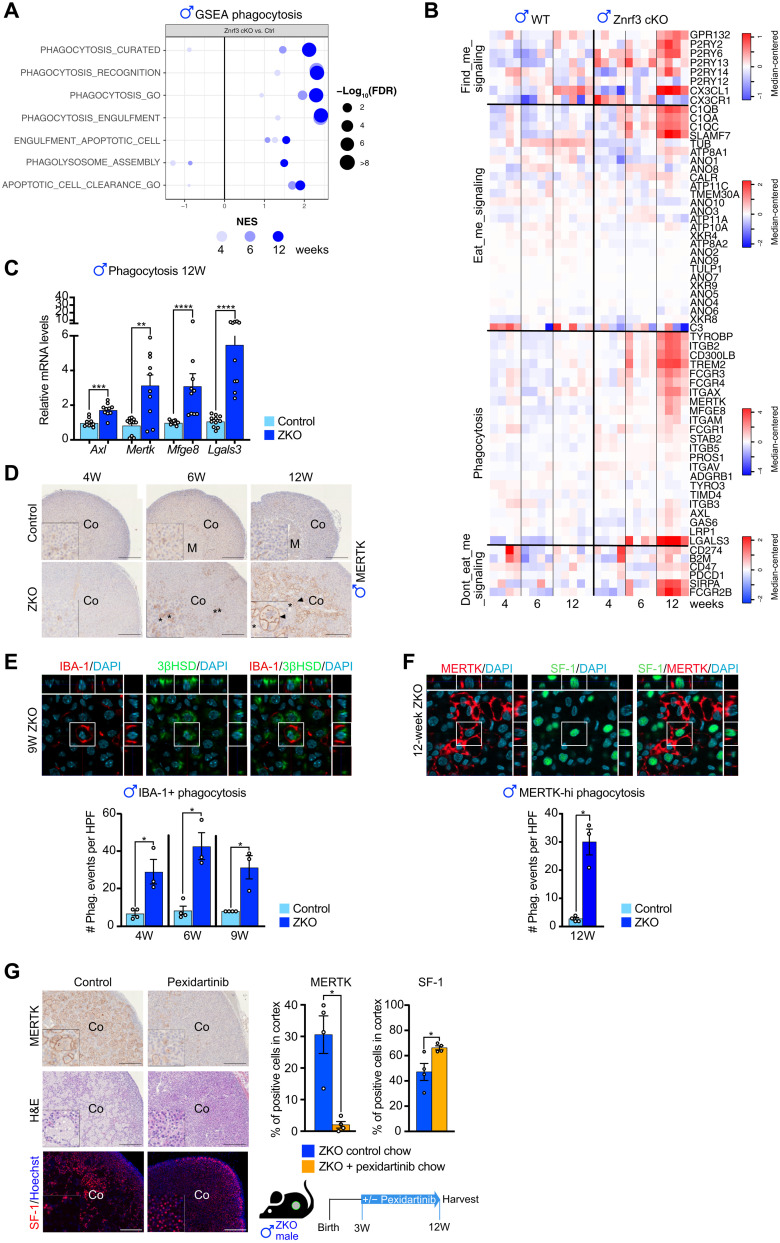
Infiltrating macrophages actively phagocytose steroidogenic cells. (**A**) GSEA of gene expression data from 4-, 6-, and 12-week-old control and *Znrf3 cKO* male adrenals. The plot represents enrichment of phagocytosis/efferocytosis gene sets in *Znrf3 cKO* male adrenals. (**B**) Expression of key regulators of the phagocytic pathway in control and *Znrf3 cKO* male adrenals at 4, 6, and 12 weeks. (**C**) RT-qPCR analysis of the expression of phagocytosis-associated genes in control and *Znrf3 cKO* male adrenals at 12 weeks. (**D**) IHC for the phagocytosis receptor MERTK in control and *Znrf3 cKO* male adrenals at 4, 6, and 12 weeks. Arrowheads show multinucleated macrophages, and stars show mononucleated macrophages. (**E** and **F**) Evaluation of phagocytosis by IHC for 3βHSD (steroidogenic cells) and IBA-1 (E) or SF-1 (steroidogenic cells) and MERTK (F). Images were acquired by confocal microscopy, and phagocytic events were counted when steroidogenic markers were found within the boundaries of macrophage markers along the z-stack. Panels show representative zoomed-in images (×120) in 9-week-old (IBA-1) and 12-week-old (MERTK) *Znrf3 cKO* adrenals. White boxes show phagocytic events on the two-dimensional projection of z-stack and within the orthogonal projections (side images). Bottom graphs represent quantification of phagocytic events on 10 high-power fields (HPFs; ×40) per individual mouse from 4 to 9 weeks (IBA-1^+^ phagocytosis) and at 12 weeks (MERTK^high^ phagocytosis). (**G**) IHC (MERTK and SF-1) and histological (H&E) analysis of *Znrf3 cKO* male mice that received control or pexidartinib-enriched chow from 3 to 12 weeks (left). Percentages of MERTK-positive and SF-1–positive cells, relative to total cortical cell numbers (DAPI^+^), are displayed on the graphs (right). Scale bar, 200 μm. Graphs represent means ± SEM. Statistical analyses in (C) and (E) to (G) were conducted by Mann-Whitney tests. *P < 0.05; **P< 0.01; ***P < 0.001; ****P < 0.0001.

To further gain insight into a potential phagocytic process in *Znrf3 cKO* adrenals, we analyzed expression of the TAM receptor MERTK by IHC. Although some positive cells were found in wild-type adrenals, they were rather scarce and expressed low levels of MERTK (Fig. 3D). In contrast, increased numbers of mononuclear MERTK^high^ cells were found in *Znrf3 cKO* adrenals as early as 6 weeks (Fig. 3D). Most of these cells also stained for IBA-1, confirming their macrophage identity (fig. S4E). At 6 and 12 weeks, the number of mononuclear MERTK-high cells markedly increased in *Znrf3 cKO* (Fig. 3D and fig. S4E). Multinucleated fused macrophages expressed very high levels of MERTK (Fig. 3D), which was associated with reduced IBA-1 expression (fig. S4E). MERTK^high^ and, in particular, fused macrophages were also positive for TREM2 (fig. S4F). However, TREM2 was expressed in a larger number of macrophages, including mononucleated MERTK^−^ macrophages (fig. S4F). Together, this suggested that macrophage infiltration in *Znrf3 cKO* male adrenals was associated with differentiation into active phagocytes.

To test this hypothesis, we evaluated phagocytosis by confocal microscopy. For this, we colocalized expression of 3βHSD and SF-1, two markers of steroidogenic cells with IBA-1 (from 4 to 9 weeks) and MERTK (at 12 weeks). We then counted 3βHSD and SF-1–positive cells that were found within the boundaries of IBA-1^+^ or MERTK^high^ macrophages throughout the confocal z-stack (Fig. 3E). A few IBA-1^+^ macrophages contained 3βHSD-positive cells in control adrenals at 4, 6, and 9 weeks, indicating that phagocytosis of steroidogenic cells was taking place at homeostasis in the adrenal (Fig. 3E). The number of phagocytic IBA-1^+^ cells was markedly increased in *Znrf3 cKO* adrenals at these three time points (Fig. 3E), indicating that mononuclear IBA-1^+^ macrophages were actively involved in phagocytosis of *Znrf3 cKO* steroidogenic cells. Increased phagocytosis was also observed for MERTK^high^ macrophages at 12 weeks (Fig. 3F). Together, these data show that both IBA-1^+^ and MERTK^high^ macrophages are involved in a marked increase in phagocytosis of mutant steroidogenic cells in male *Znrf3 cKO* adrenals.

To further confirm the key role of macrophages in regression of adrenal hyperplasia, we depleted macrophages using a diet enriched with pexidartinib (290 mg/kg), a pharmacological inhibitor of CSF1R. This tyrosine kinase receptor plays a central role for survival of macrophages within their tissue niches through stimulation by CSF1 and/or interleukin-34 (IL-34). Consistent with the key function of CSF1R, flow cytometry analyses showed that 1 week of pexidartinib chow was sufficient to deplete almost all CD45^+^/CD64^+^/F4/80^+^ macrophages within the adrenal cortex of control male mice (fig. S4G). We then evaluated the impact of macrophage depletion in male *Znrf3 cKO* mice by feeding them with standard chow or pexidartinib chow from 3 to 12 weeks (Fig. 3G). This resulted in a very strong decrease in the number of IBA-1^+^, F4/80^+^, CD68^+^ (fig. S4, H and I), and MERTK^high^ macrophages (Fig. 3G) in IHC analyses, which was confirmed by RT-qPCR for *Adgre1*, *Cd68*, and *Cd11b* (fig. S4J). Consistent with these findings, although adrenal weight remained equivalent to control *Znrf3 cKO* males (fig. S4K), hematoxylin and eosin (H&E) staining showed a remarkable decrease in the number of fused macrophages and concomitant expansion of presumptive eosinophilic steroidogenic cells, following pexidartinib treatment (Fig. 3G). This was further confirmed by a significant increase in SF-1–positive cells in the cortices of pexidartinib-treated mice (Fig. 3G) and an inverse correlation between MERTK^high^ and SF-1–positive cells (fig. S4L). Together, these data show that *Znrf3* ablation induces sustained recruitment of IBA-1^+^ and MERTK^high^ macrophages, which results in phagocytic clearance of preneoplastic steroidogenic cells and regression of adrenal hyperplasia in male mice.

### Recruitment of phagocytic macrophages is delayed in females

In contrast with males, female *Znrf3 cKO* adrenals progress from hyperplasia at 4 weeks to development of full-fledged metastatic carcinomas at 78 weeks (Fig. 1). Analysis of the overall mononuclear macrophage population by IHC for IBA-1 showed increased recruitment of IBA-1+ macrophages in *Znrf3 cKO* females from 4 to 52 weeks (Fig. 4A). However, counting of IBA-1+ cells suggested that macrophage recruitment was milder than in males from 4 to 12 weeks (Fig. 4, A nd B). This was confirmed by GSEA (Fig. 4C), showing a robust enrichment in macrophage signatures in male KOs compared with female KOs at 12 weeks and RT-qPCR analyses of *Cd68*, *Adgre1*, and *Cd11b* (fig. S5A). 

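At 12 weeks, macrophage genes stood higher in male than in female Znrf3 cKO adrenals. Cd68 was 206 ± 97.5 RPKM in males and 13.7 ± 3.60 in females (log2 difference 3.68, adjusted p = 9.84e-05 from limma). Adgre1 was 8.92 ± 2.31 and 4.16 ± 1.26 (0.95, adjusted p = 0.00523), and Csf1r, the receptor that macrophages need to survive, 18.4 ± 6.17 and 8.50 ± 2.01 (1.00, adjusted p = 0.00788; n = 4 each). The log2 difference of Itgam was 0.51 (adjusted p = 0.0901), and passed without PRVL33 (0.00455). Of 99 measured adrenal macrophage genes 82 were higher and 1 lower in male Znrf3 cKO, and of the ImmuCC and LM22 lists 32 of 43 and 45 of 60 were higher and 2 and 4 lower. In controls 47 of 94 adrenal macrophage genes were higher in males and 2 lower, and the enrichment score of that list was 2.28 (adjusted p = 0.0066, and 0.84 with an estimated correlation between genes). The ImmuCC and LM22 lists did not pass between controls (1.01 and 1.53, adjusted p = 0.58 and 0.088). Cd68 had a log2 difference of 0.53 between controls (adjusted p = 0.0191), a call lost without PRVL66 or PRVL68 (0.0591 and 0.0546), and with both sexes scaled together (0.0526) or rescaled to a common sum (0.11), settings chosen after seeing the data. Csf1r too was higher in male than in female controls, a call lost with that rescaling (log2 difference 0.31, adjusted p = 0.0608). Adgre1 did not pass between male Znrf3 cKO and controls, as given above. The differences of Csf1r and Adgre1 between the sexes thus need not come from the knockout. The effect of the knockout differed between the sexes at 12 weeks for 47 of the 99 genes, each with the more positive effect in males (61 and 1 opposite adjusted over the list alone), with Cd68 at a difference of 3.15 (standard error 0.43, adjusted p = 0.000776). Within females, Cd68 had log2 fold changes of 0.29 at 4 weeks (adjusted p = 0.605), 0.83 at 6 weeks (0.00252) and 0.37 at 12 weeks (0.141), and that at 6 weeks did not pass with all groups in one fit (0.176). In females 17 of 93 adrenal macrophage genes rose and 1 fell at 6 weeks, and 5 rose and 5 fell at 12 weeks (20 and 2, and 1 and 1, adjusted over the list alone). Of 6 macrophage lists in females, fgsea gave 4 higher at 6 weeks, with 2.58 for the adrenal and 2.37 for the ImmuCC list (adjusted p = 0.0043 and 0.0038, and 0.77 and 0.57 with an estimated correlation between genes). The other lists were the M0 and M1 lists of ImmuCC. By the paper's methods these are parts of the ImmuCC list, so the 4 are not separate results. At 12 weeks 0 passed, at 52 weeks 1 was higher (ImmuCC, 1.76, adjusted p = 0.032, and 0.78) and at 4 weeks 1 was lower (adrenal, -1.55, adjusted p = 0.041, and 0.82). The enrichment scores for male against female Znrf3 cKO were 2.70, 2.14 and 2.16 for the adrenal, ImmuCC and LM22 lists (adjusted p = 0.00081, 0.001 and 0.00081). None of these held with an estimated correlation between genes (adjusted p = 0.48 each). With camera at a preset correlation of 0.01 the 3 lists passed (adjusted p = 7.2e-12, 5.5e-05 and 1.5e-05). Without PRVL58 or PRVL60, 7 genes rose in females at 6 weeks, and at 12 weeks 1 (without PRVL66, PRVL68 or PRVL71) to 11 (without PRVL72) rose and 2 (without PRVL67 or PRVL69) to 7 fell. The authors' scaling was made within each sex and age, and 13 chromaffin cell genes were also all higher in male than in female Znrf3 cKO. No source used here gives sequencing batches, so a batch that goes with sex was not excluded.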

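Females contributed 4 control and 4 Znrf3 cKO libraries at 4, 6, 12 and 52 weeks, and 4 controls at 78 weeks. Control libraries held 36.0 to 57.2 M reads at 4 weeks (median 38.4), 30.1 to 55.4 (37.4) at 6 weeks, 44.4 to 47.4 (47.3) at 12 weeks, 30.7 to 45.9 (38.4) at 52 weeks and 34.1 to 49.7 (41.9) at 78 weeks. Znrf3 cKO libraries held 34.3 to 46.5 (41.8), 36.1 to 46.9 (40.8), 23.6 to 50.9 (46.8) and 30.0 to 50.8 (37.3) at 4 to 52 weeks. Znrf3 was 8.58 ± 0.606 RPKM in Znrf3 cKO and 4.48 ± 0.548 in controls at 4 weeks, 9.81 ± 0.932 and 4.63 ± 0.505 at 6 weeks, 8.62 ± 0.443 and 4.71 ± 1.25 at 12 weeks, and 11.2 ± 1.20 and 3.44 ± 0.142 at 52 weeks (mean ± SD, n = 4 each). The adjusted p from limma were 0.00133, 0.00169, 0.00589 and 3.84e-05, and at 12 weeks 0.0777 with values rescaled to a common sum. At 4 weeks the largest fall was that of Akr1c18, an enzyme of the transient X-zone that degrades progesterone (23.0 ± 12.4 against 3301 ± 1412 RPKM, adjusted p = 0.000139). Genes that rose included Adh7, an alcohol dehydrogenase (96.0 ± 14.4 against 19.7 ± 3.99). At 12 weeks Scube1 (10.3 ± 3.66 against 1.44 ± 0.364) and the cytochrome P450 gene Cyp2f2 (801 ± 251 against 209 ± 125) rose. All 12 or 13 measured chromaffin cell genes fell at 4, 12 and 52 weeks, and 12 of 13 at 6 weeks, Pnmt by 3.94, 4.36, 3.15 and 3.97 in log2 at 4, 6, 12 and 52 weeks. In limma, 2809 genes were higher and 1878 lower among 19667 at 4 weeks, 430 and 1151 among 19539 at 6 weeks, 2964 and 2060 among 19035 at 12 weeks, and 1678 and 1784 among 19146 at 52 weeks. With libraries rescaled to a common sum these splits were 1727 and 2445, 213 and 1230, 153 and 1298, and 3704 and 1200. The median log2 fold change of all genes then moved from 0.02 to -0.17 at 12 weeks and from 0.01 to 0.11 at 52 weeks. At 12 weeks Znrf3 cKO library PRVL70 held 32.1% of its RPKM sum in genes under 300 bases. Rescaled values of females at 12 weeks, here and below, thus depend in part on short genes of that library. With all groups in one fit, 663 genes were higher and 690 lower at 12 weeks. Between male and female Znrf3 cKO at 12 weeks 6389 genes were higher and 3898 lower in males (5038 and 5345 with both sexes scaled together), and between controls 5100 and 3030 (3482 and 4252). Between the sexes the knockout effect differed at 544 genes at 4 weeks, 426 at 6 weeks and 1113 at 12 weeks (790 more positive in males and 323 less, and 660 and 60 after rescaling). Leaving out 1 library moved the 544 to between 0 (without PRVL15) and 2156 (without PRVL50), the 426 down to 207 (without PRVL64), the 1113 down to 662 (without PRVL32). It moved the numbers of changed genes from 4687 to 2770 at 4 weeks (without PRVL53), from 1581 to 694 at 6 weeks (without PRVL58) and from 3462 to between 1536 (without PRVL42) and 6839 (without PRVL47) at 52 weeks.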

CIBERSORTx analysis also failed to show macrophage enrichment, although there was up-regulation of monocytes at 12 weeks (fig. S5B). Consistent with observations in male adrenals, flow cytometry analyses showed that most macrophages that were present in both control and *Znrf3 cKO* females displayed mixed M1 and M2 features at 6 weeks (fig. S5C). Milder inflammatory response in female KOs was also confirmed by the absence of cytokine signature enrichment at 12 weeks, compared with male KOs (Fig. 4D). 

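In female Znrf3 cKO adrenals at 12 weeks, 2964 of 19035 tested genes rose and 2060 fell. Of 72 measured cytokine genes 11 rose and 8 fell, close to those shares. Those that rose included Mif, which encodes macrophage migration inhibitory factor (63.0 ± 8.55 RPKM against 34.7 ± 0.62 in controls, log2 fold change 0.83, adjusted p = 0.00196 from limma), and Tnfsf13b, the B cell survival factor BAFF (2.06 ± 0.328 against 0.928 ± 0.151; mean ± SD, n = 4 each). Those that fell included Spp1, which encodes osteopontin (2.71 ± 0.507 against 7.19 ± 1.98), and Scg2, a gene of chromaffin granules (55.9 ± 15.1 against 302 ± 69.5). Il1a stayed below the filter of 0.5 RPKM in females (0.146 ± 0.0625 in Znrf3 cKO and 0.155 ± 0.0791 in controls). The enrichment score of the list was -1.39 in females (adjusted p = 0.25, and 0.87 with an adjusted p of 0.99 when genes were ranked by the moderated statistic) and passed in males at the same age, as given above, and for male against female Znrf3 cKO it was 2.00 (adjusted p = 0.00081, and 0.48 with an estimated correlation between genes). The difference of the knockout effect between the sexes was itself tested. It had a score of 2.19 (adjusted p = 0.00029, and 0.10 with an estimated correlation), and 16 of 91 members differed with the more positive effect in males and 4 the other way. The mean of the list in log2(RPKM + 1) moved by 0.337 more in males than in females (exact permutation test, two-sided, p = 0.0031). With 1 library left out, the female list fell in 5 members (without PRVL71) to 11, and after rescaling to a common sum 2 members rose.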

By 24 and up to 52 weeks, the number of IBA-1+ cells significantly increased in female *Znrf3 cKO* adrenals, which was accompanied by a mild but significant increase in mRNA accumulation of *Adgre1* at 24 weeks and *Cd68* at 52 weeks (Fig. 4, A and B, and fig. S5A). However, this was still not associated with enrichment of cytokines (fig. S5D). Together, this showed that macrophage recruitment was delayed in female *Znrf3 cKO* adrenals and was not associated with robust inflammation. 

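At 52 weeks, Cd68 was 19.4 ± 4.73 RPKM in female Znrf3 cKO adrenals and 12.4 ± 1.32 in controls (log2 fold change 0.59, adjusted p = 0.0377 from limma), Adgre1 4.26 ± 2.75 and 1.56 ± 0.246 (0.91, adjusted p = 0.0602), and Lgals3 18.6 ± 5.42 and 8.57 ± 1.55 (1.01, adjusted p = 0.00876; mean ± SD, n = 4 each). Of 82 measured cytokine genes 1 rose and 11 fell (1 and 9 adjusted over the list alone). The gene that rose was Kitl, the growth factor of mast cells (12.7 ± 1.89 against 4.15 ± 0.674), and 7 of 8 mast cell genes rose with it, such as the protease gene Cma1 (40.8 ± 21.4 against 0.865 ± 0.512). Among those that fell were Il18 (1.46 ± 0.198 against 4.45 ± 0.735), the chemokine gene Ccl27a (7.53 ± 2.24 against 15.3 ± 0.832) and Scg2 of chromaffin granules (21 ± 8.86 against 422 ± 109). The enrichment score of the list was -1.70 (adjusted p = 0.019, and 0.74 with an estimated correlation between genes), and it did not pass without PRVL42 or PRVL46 (adjusted p = 0.05 and 0.082). Without PRVL47, 24 members fell and 5 rose and Adgre1 passed (adjusted p = 0.0148). Without any other 1 of PRVL42, PRVL43, PRVL45, PRVL46, PRVL48 and PRVL49 4 members fell. The call of Cd68 was lost without PRVL42, PRVL43, PRVL44, PRVL45, PRVL48 or PRVL49 (0.0561 to 0.0883), with no filter on low values (0.0753) and with all groups in one fit (0.325). From these measures and its counts of IBA-1+ cells, the paper concludes that macrophage recruitment was delayed in females and came without robust inflammation.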

In males, regression of hyperplasia is associated with fusion of mononuclear macrophages to form MGCs (Fig. 3). Whereas fused macrophages were already present in large numbers in 12 weeks *Znrf3 cKO* males, they did not appear before 24 weeks in females (Fig. 4E). Consistent with delayed fusion, fused macrophages harbored less nuclei (fig. S5E) and were smaller than in males at this stage (fig. S5F). In male *Znrf3 cKO* adrenals, acquisition of high phagocytic capacities is associated with infiltration of MERTK^high^ macrophages as early as 6 weeks (Figs. 3D and 4G). In contrast, these were scarce until 24 weeks in female *Znrf3 cKO* adrenals (Fig. 4, F and G). They mostly represented fused macrophages (Fig. 4F) and were only significantly increased in numbers at 52 weeks (Fig. 4G). This suggested that phagocytosis of hyperplastic mutant cells may be impaired in female KOs. Although there was trend for increased phagocytosis by IBA-1^+^ macrophages, it only reached significance at 9 weeks (Fig. 4H). Furthermore, the rate of phagocytosis was much lower than in males, barely reaching 10 events per high-power field in female KOs, compared with more than 40 in male KOs (Fig. 3E). The low phagocytic capacity in females was even more evident when analyzed within MERTK^high^ macrophages at 12 weeks (Fig. 4H). This was supported by the lack of enrichment of phagocytosis-related gene signatures at any time point (Fig. 4I), which was further confirmed by RT-qPCR at 12 weeks (Fig. 4J). Together, these data strongly suggest that delayed recruitment and impaired function of phagocytic macrophages allow progression of hyperplasia in *Znrf3 cKO* females.

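In females, genes of engulfment moved in both directions, as did genes at large. At 12 weeks 2964 of 19035 tested genes rose and 2060 fell. Of 20 measured genes of phagocytosis signalling 3 rose and 4 fell. The falls did not hold with all groups in one fit, and fewer genes rose and fell after rescaling to a common sum. Mertk was 4.03 ± 0.306 RPKM in Znrf3 cKO and 4.23 ± 0.677 in controls (log2 fold change -0.05, adjusted p = 0.725 from limma), Axl 10.1 ± 0.924 and 11.9 ± 0.658 (-0.23, adjusted p = 0.0436), and Tyro3 0.753 ± 0.0499 and 1.13 ± 0.0900 (-0.28, adjusted p = 0.0132). The TAM ligand genes Gas6 (247 ± 61.5 against 95.8 ± 27.9, adjusted p = 0.00606) and Pros1 (36.8 ± 1.67 against 30.5 ± 0.440, adjusted p = 0.00685) rose (mean ± SD, n = 4 each). After rescaling to a common sum, chosen after seeing the data, Pros1 moved to 0.01 (adjusted p = 0.962) and Tyro3 no longer passed (0.0573). Lgals3 had a log2 fold change of 0.61 (adjusted p = 0.0924), and passed without PRVL69 or PRVL72 (0.0446 and 0.0389). At 6 weeks 6 of 21 genes of phagocytosis signalling rose and 1 fell (8 and 1 adjusted over the list alone), with Trem2 at a log2 fold change of 0.58 (adjusted p = 0.032) and Tyrobp at 0.61 (0.0404), and Lgals3 rose from 4.05 ± 0.745 to 12.8 ± 2.52 (1.45, adjusted p = 0.00194). At 52 weeks 5 of 20 rose and 1 fell, with Mertk at 0.02 (0.938) and Trem2 at 0.35 (0.178). Of the 12 phagocytosis lists, 1 was lower at 4 weeks (eat-me signals, -1.78, adjusted p = 0.021, and 0.82 with an estimated correlation), 1 higher at 6 weeks (phagocytosis signalling, 1.92, adjusted p = 0.015, and 0.41 with an estimated correlation), and 0 passed at 12 and 52 weeks in fgsea. The knockout effect differed between males and females at 12 weeks for 10 of the 12 lists, each with the higher score in males (adjusted p with an estimated correlation between 0.08 and 0.32). It differed for Mertk by 1.33 (adjusted p = 0.0142) and for Trem2 by 2.79 (0.000467). The call of Axl was lost in 7 of the 8 fits with 1 library left out (0.0506 to 0.109; it held without PRVL71). That of Trem2 at 6 weeks was lost without PRVL58, PRVL59, PRVL60, PRVL61, PRVL63 or PRVL64 (0.0665 to 0.0919), and the eat-me call without PRVL50 (0.1). Tyrobp at 6 weeks was lost without PRVL58, PRVL59, PRVL60, PRVL61, PRVL64 or PRVL65 (0.0509 to 0.0998) and with no filter (0.0689). Phagocytosis signalling rose in 2 genes at 6 weeks without PRVL58, PRVL60, PRVL61 or PRVL64, in 2 at 52 weeks without PRVL42, PRVL44, PRVL46, PRVL48 or PRVL49, and in 5 at 12 weeks without PRVL69 or PRVL72. From its counts of macrophages and phagocytic events together with RT-qPCR and the lack of enriched phagocytosis signatures, the paper proposes that delayed recruitment and impaired function of phagocytes let hyperplasia progress in females.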

**Fig. 4.**
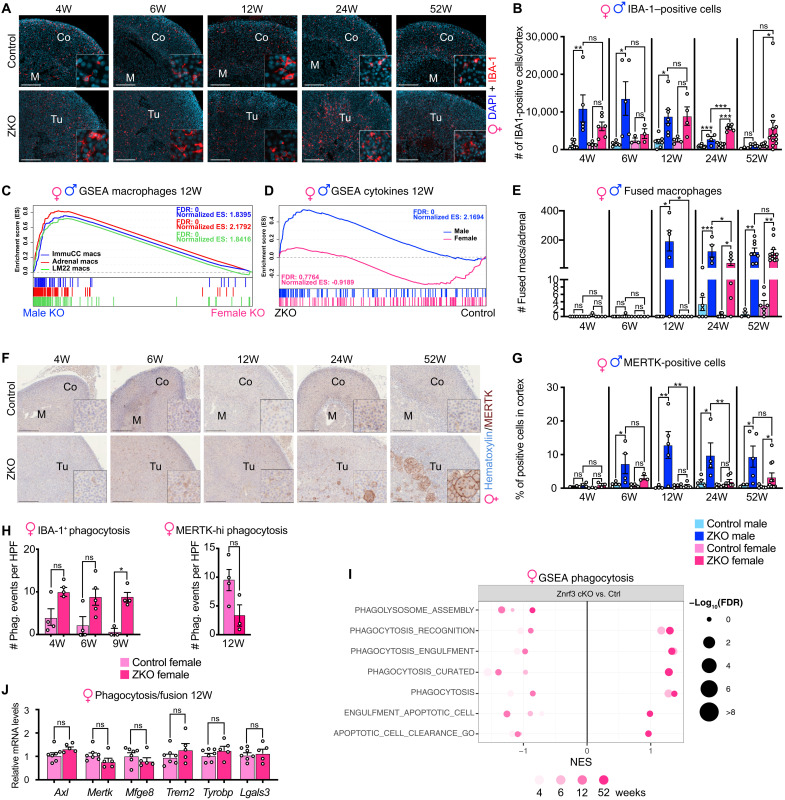
Recruitment of phagocytic macrophages is delayed in females. (**A**) IHC for IBA-1 in female control and *Znrf3 cKO* adrenals from 4 to 52 weeks. (**B**) Quantification of the IBA-1 index as the ratio of IBA-1^+^ cells over total nuclei in the cortex of control and *Znrf3 cKO* male (blue) and female (pink) mice. (**C**) GSEA of macrophage gene sets in male *Znrf3 cKO* compared with female *Znrf3 cKO* adrenals at 12 weeks. (**D**) GSEA of the cytokine gene set in *Znrf3 cKO* males and females compared with their respective control adrenals at 12 weeks. (**E**) Number of fused macrophages (at least two nuclei) in control and *Znrf3 cKO* male and female adrenals. (**F**) IHC for MERTK in control and *Znrf3 cKO* female adrenals. (**G**) Quantification of the MERTK^+^ index as the ratio of MERTK-positive cells over total nuclei in the cortex of control and *Znrf3 cKO* male (blue) and female (pink) mice. (**H**) Quantification of phagocytic events following IHC for IBA-1 and 3βHSD (IBA-1^+^ phagocytosis) or MERTK and SF-1 (MERTK^high^ phagocytosis) in control and *Znrf3 cKO* females. Quantification was performed on 10 HPFs (×40) per individual mouse. (**I**) GSEA of phagocytosis/efferocytosis gene sets in *Znrf3 cKO* female adrenals compared with controls. (**J**) RT-qPCR analysis of the expression of phagocytosis- and macrophage fusion–associated genes in control and *Znrf3 cKO* female adrenals at 12 weeks. Scale bars, 200 μm. Graphs represent means ± SEM. Statistical analyses were conducted by two-way ANOVA in (B), (E), and (G) and by Mann-Whitney tests in (H) and (J). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Androgens are sufficient to trigger early recruitment of phagocytic macrophages and regression of hyperplasia

Sexually dimorphic phenotypic differences in phagocytic macrophage recruitment and regression of hyperplasia occur between 6 and 12 weeks, which coincides with onset of puberty in mice. To evaluate a potential contribution of androgens to this phenomenon, *Znrf3 cKO* females were implanted with placebo or testosterone pellets from 4 to 12 weeks and their adrenals were then harvested (Fig. 5A). As expected, placebo-treated female adrenals were almost completely devoid of MERTK^high^ macrophages (Fig. 5, B and C). In sharp contrast, testosterone-treated females displayed abundant infiltration of both mononuclear and fused MERTK^high^ macrophages, which was almost equivalent to 12-week-old males (Fig. 5, B and C). Infiltration of macrophages was further confirmed by RT-qPCR, showing increased expression of *Cd68* and *Adgre1*, following androgen treatment (Fig. 5D). RT-qPCR analysis of phagocytosis-associated gene expression also showed increased accumulation of *Axl*, *Mertk*, *Mfge8*, *Trem2*, *Tyrobp*, and *Lgals3*, suggesting that testosterone treatment stimulated recruitment of phagocytic macrophages (Fig. 5E). Consistent with this hypothesis, testosterone treatment was associated with a marked decrease in *Znrf3 cKO* female adrenal weight, which returned to control levels (Fig. 5F). Together, these experiments show that androgens are sufficient to induce recruitment of phagocytic macrophages, which results in regression of hyperplasia.

**Fig. 5.**
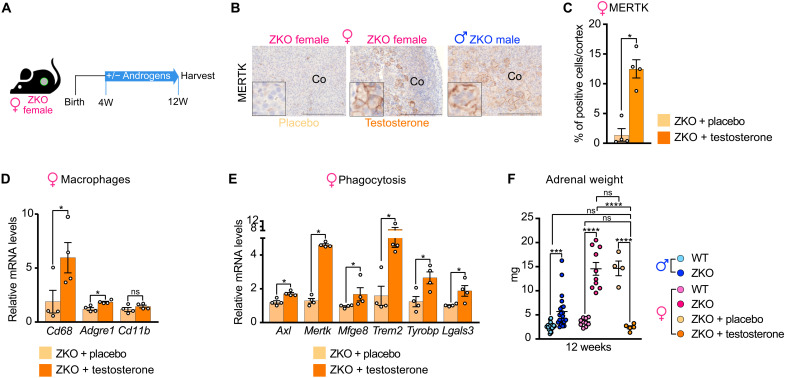
Androgens are sufficient to trigger early recruitment of phagocytic macrophages and regression of hyperplasia. (**A**) Cartoon of the experimental setup. (**B**) IHC for MERTK in 12-week-old placebo- and testosterone-treated *Znrf3 cKO* females. An untreated 12-week-old *Znrf3 cKO* male was included as a reference. (**C**) Quantification of the MERTK^+^ index as the ratio of MERTK^+^ cells over total nuclei in the cortex of placebo- and testosterone-treated females at 12 weeks. (**D**) RT-qPCR analysis of the expression of macrophage-related genes in placebo- and testosterone-treated *Znrf3 cKO* female adrenals at 12 weeks. (**E**) RT-qPCR analysis of the expression of phagocytosis- and macrophage fusion–associated genes in placebo- and testosterone-treated *Znrf3 cKO* female adrenals at 12 weeks. (**F**) Adrenal weights from placebo- and testosterone-treated 12-week-old *Znrf3 cKO* females. Twelve-week-old untreated control males/females and *Znrf3 cKO* males/females from Fig. 1 (A and E) were included as a reference. Scale bar, 200 μm. Graphs represent means ± SEM. Statistical analyses in (C) to (E) were conducted by Mann-Whitney tests. In (F), statistical analyses were conducted by two-way ANOVA, followed by a Kruskal-Wallis post hoc test. *P < 0.05; **P < 0.01; ***P< 0.001; ****P < 0.0001.

### Recruitment of phagocytic macrophages in male *Znrf3 cKO* mice is associated with sexually dimorphic induction of senescence

Recruitment of myeloid cells to preneoplastic lesions has been associated with induction of senescence (*36*, *37*). To evaluate a potential role of senescence in the sexually dimorphic recruitment of phagocytes in the adrenal cortex of *Znrf3 cKO* mice, we evaluated enrichment of senescence-associated signatures in males and females from 4 to 12 weeks. 

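In 12-week male Znrf3 cKO adrenals, 18 of 90 measured genes of the SenMayo senescence list rose and 0 fell (29 and 2 adjusted over the list alone). They included Plaur, the urokinase receptor gene (7.19 ± 2.87 RPKM against 1.89 ± 0.422), Tnfrsf1b, a receptor for TNF (20.2 ± 7.83 against 8.40 ± 1.61), and Il1a, described above (mean ± SD, n = 4 Znrf3 cKO and 5 controls). Of the 116 genes of the SenMayo list 19 also belong to the macrophage lists, so macrophages were not excluded as a source of these rises. The cell cycle inhibitor genes did not pass. Cdkn1a, which encodes p21, was 9.48 ± 0.935 against 6.77 ± 2.07 (log2 fold change 0.47, adjusted p = 0.183 from limma). Cdkn2a had a log2 fold change of 0.09 (0.702). At 6 weeks 4 of 85 genes rose and 4 fell, and at 4 weeks 2 of 83 rose and 11 fell. Those that moved at 6 weeks included the stress response gene Jun (log2 fold change 0.53, adjusted p = 0.00757, and 0.0704 with all groups in one fit) and Cd55, a complement regulator (-1.99, adjusted p = 7.09e-05). Of 8 senescence lists, of which those of Coppe and Buhl hold the same 42 genes here, 5 were higher in males at 12 weeks in fgsea, 0 were higher and 1 lower at 6 weeks, and 4 were lower at 4 weeks. The scores at 12 weeks were 2.41 for SenMayo, 2.12 for the Coppe list, 1.93 for the Fridman list and 1.47 for the Acosta list (adjusted p = 0.00037 for the first 3 and 0.014 for the last). With an estimated correlation between genes their adjusted p were 0.19, 0.22, 0.21 and 0.54. The lists that were lower in males did not pass with it either (adjusted p = 0.24 to 0.32 at 4 weeks and 0.47 at 6 weeks). With camera at a preset correlation of 0.01, the 12-week calls of SenMayo, Coppe and Fridman held (adjusted p = 5.6e-08, 9.9e-05 and 0.0021). That of the Acosta list did not (0.19). In females 0 of the 8 lists were higher at 4, 6, 12 or 52 weeks, and 2, 4, 1 and 1 were lower (adjusted p with an estimated correlation 0.82, 0.41 to 0.77, 0.75 and 0.74). The Acosta list scored -2.22 in females at 12 weeks (adjusted p = 0.0048, and 0.75 with an estimated correlation), and its falling members included Gal, a neuropeptide of chromaffin cells (3.60 ± 1.01 against 18.9 ± 6.62), and Ptprn, a protein of secretory granules (2.32 ± 0.645 against 9.75 ± 2.58; n = 4 each). The knockout effect differed between the sexes for 6 of the lists at 12 weeks and for 4 at 6 weeks, each with the higher score in males (adjusted p with an estimated correlation between 0.078 and 0.18). At 6 weeks the effect also differed, more positive in males, on the scores of adipocytes (by 2.56), mast cells (1.59) and endothelium (0.68; adjusted p = 0.047, 0.047 and 0.025 from the exact permutation test), so a different make-up of the samples was not excluded there. Nor was it at 12 weeks. There the scores of lipid-associated macrophages (2.16), monocytes (0.90), T cells (0.60) and endothelium (0.57) differed in the same direction (adjusted p = 0.016 each from that test). Of the Coppe and Acosta lists 7 of 42 and 17 of 155 genes also belong to the macrophage lists. Without PRVL32, 7 SenMayo genes rose in males at 12 weeks, and without PRVL24 or PRVL31 11 did. The fall was in 6 genes at 4 weeks without PRVL14, 7 without PRVL16, and in 9 at 6 weeks without PRVL8. The call of Tnfrsf1b was lost without PRVL23, PRVL24, PRVL25, PRVL31 or PRVL32 (adjusted p = 0.052 to 0.0918) and with no filter (0.0681).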

Whereas most of these signatures were significantly enriched in *Znrf3 cKO* males at 6 and 12 weeks, there was no or negative enrichment in females (Fig. 6A). This suggested that ablation of *Znrf3* resulted in male-specific induction of senescence. To further evaluate this hypothesis, we first analyzed expression of the cell cycle inhibitor p21. In these experiments, steroidogenic cells were labeled by green fluorescent protein (GFP), which was expressed by the mTmG locus following *SF-1:Cre*–mediated recombination. Consistent with induction of senescence, there was a significant increase in p21 labeling index within GFP^+^ steroidogenic cells in *Znrf3 cKO* males at 4 weeks (Fig. 6B and fig. S6, A and B). Levels of p21^+^ cell accumulation returned to normal at 6 weeks in *Znrf3 cKO* males and were significantly reduced at 12 weeks, consistent with phagocytosis of senescent cells (Fig. 6B). Unexpectedly, a significant increase in p21 labeling was also observed in *Znrf3 cKO* females at 4 weeks and maintained up to 12 weeks (Fig. 6B and fig. S6B), suggesting that cell cycle was arrested in both males and females, following *Znrf3* ablation. To further assess induction of senescence, we analyzed activity of the prototypic senescence-associated acidic β-galactosidase (SA-βGal). This showed that a few cells were found in the subcapsular area and at the cortical-medullary junction in control males and females, which was further increased in control females at 12 weeks. This suggested that spontaneous senescence was taking place in these regions (Fig. 6C). Notably, SA-βGal staining was increased within the inner cortex of male *Znrf3 cKO* mice at 6 weeks and to a lesser extent at 12 weeks, consistent with phagocytic clearance of senescent cells in male adrenals (Fig. 6C). In contrast, there was no increase in SA-βGal staining in *Znrf3 cKO* females, which displayed a similar pattern to controls (Fig. 6C). This suggested that although proliferation was arrested in both males and females, senescence was only induced in male *Znrf3 cKO* adrenals. To further confirm this, we evaluated expression of a senescence-associated secretory phenotype (SASP) in our RNA sequencing data. This analysis showed that the 26 SASP-coding genes that were significantly deregulated in 12-week-old *Znrf3 cKO* male adrenals were not deregulated in females (Fig. 6D), suggesting that establishment of a SASP was male specific. This was further confirmed by male-specific enrichment of gene sets for nuclear factor κB (NFκB) signaling, which plays a key role in SASP induction (fig. S6C) (*49*, *50*). 

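Of the 26 genes shown in Fig. 6D, 24 were measured in 12-week males, and 9 of them rose at an adjusted p of 0.05 and 13 at 0.1, while 0 fell (19 rose and 1 fell adjusted over the list alone at 0.05). The list was chosen on these libraries and is not independent evidence of its direction. Plau, the urokinase gene, was 13.7 ± 3.43 RPKM in Znrf3 cKO and 5.65 ± 1.4 in controls (adjusted p = 0.0128 from limma). Icam1, an adhesion molecule for leukocytes, was 5.99 ± 1.35 and 3.14 ± 0.680 (0.75 in log2, adjusted p = 0.0268) (mean ± SD, n = 4 and 5). Cxcl1 and Cxcl2, chemokines for neutrophils, had log2 fold changes of 0.56 (adjusted p = 0.0613) and 0.35 (0.219), Ccl2, a chemokine for monocytes, of 0.66 (0.258), and Csf1, the growth factor of macrophages, of 0.26 (0.181). In females at 12 weeks 2 of 21 measured genes rose and 0 fell (1 adjusted over the list alone, and 4 at a threshold of 0.1), with Ccl2 at -0.19, Csf1 at 0.02, Plaur at -0.08 and Plau at 0.11. The knockout effect differed between the sexes for 7 of 24 genes, each with the more positive effect in males (9 adjusted over the list alone). The call of Plau was lost without PRVL32 (adjusted p = 0.0555) and that of Icam1 without PRVL23, PRVL24, PRVL30, PRVL31 or PRVL32 (0.0541 to 0.0989). Cxcl1 passed without PRVL28 or PRVL33 (0.0483 and 0.0268) and Ccl2 without PRVL33 (0.00563). At the threshold of 0.1, 7 genes rose in males without PRVL32 and 16 without PRVL33, and 2 in females without PRVL71. From this difference between males and females, the paper proposes that a SASP was set up in males alone.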

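Targets of NFκB rose in 12-week male Znrf3 cKO adrenals, 32 of the 170 measured genes of the Hallmark list of TNF signalling through NFκB, while 4 fell (47 and 6 adjusted over the list alone). Among the former were the stress-induced transcription factor gene Atf3 (24.0 ± 12.1 RPKM against 1.45 ± 0.189), Gadd45a, a gene of growth arrest (18.4 ± 2.43 against 5.75 ± 1.04), and Tnfaip3, which encodes the NFκB inhibitor A20 (2.66 ± 0.624 against 1.13 ± 0.230; mean ± SD, n = 4 Znrf3 cKO and 5 controls). Of 5 NFκB lists 4 were higher in fgsea, with scores of 2.45 for Hallmark, 1.95 for Tian, 1.93 for Schoen and 1.76 for Biocarta (adjusted p = 0.00037, 0.0013, 0.0013 and 0.0087), and the fifth, of Wang, scored 1.23. The 4 calls were lost with an estimated correlation between genes (adjusted p = 0.19 to 0.21). They held with camera at a preset correlation of 0.01 (adjusted p of at most 0.0021). In females at 12 weeks 16 of 156 Hallmark genes rose and 24 fell, beside 2964 and 2060 of 19035 tested genes. In those females 0 of the 5 lists passed. The knockout effect differed between the sexes for the 5 lists, each with the higher score in males (adjusted p = 0.078 to 0.19 with an estimated correlation). Of the 185 genes of the Hallmark list 28 also belong to the macrophage lists, and without PRVL32 16 of its genes rose in males (20 without PRVL30 or PRVL31, 21 without PRVL23). Immediate early genes, which handling of tissue can raise, scored 1.15 above controls in males at 12 weeks (exact permutation p = 0.024, adjusted p = 0.038), and 1 of 9 rose, Atf3 (4 adjusted over the list alone). Against females the difference was 1.46 (adjusted p = 0.043), so a part of such a response in these rises was not excluded. At 4 weeks in males that score was 1.13 below controls (exact permutation p = 0.029, adjusted p = 0.118) and the Hallmark list scored -1.80 (adjusted p = 0.0019, and 0.24 with an estimated correlation).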

RT-qPCR analyses confirmed significant up-regulation of *Mmp12* and *Il1a* at 6 weeks and of *Cxcl2*, *Mmp12*, *Il1a*, and *Tnfrsf1b* at 12 weeks in male but not female adrenals (Fig. 6E and fig. S6D). Among SASP factors, the three monocyte/macrophage chemoattractants *Ccl2*, *Csf1*, and *Cx3cl1* were up-regulated in male adrenals and not deregulated (*Csf1*), undetectable (*Ccl2*), or even down-regulated in females (*Cx3cl1*) (Fig. 6E and fig. S6D). *Znrf3 cKO* female mice that received testosterone (Fig. 5) also showed induction of SA-βGal after 1 week of treatment (from 4 to 5 weeks; Fig. 6F). This was associated with up-regulation of *Mmp12*, *Il1a*, and the chemoattractant *Cx3cl1*, but not *Ccl2* (undetectable) or *Csf1* (Fig. 6G). This suggested that testosterone played a key role in senescence induction, which, in turn, allowed recruitment of macrophages through SASP factors, including CX3CL1. Consistent with this hypothesis, F4/80-positive macrophages were found in very close proximity to SA-βGal– and GFP-positive steroidogenic cells in the adrenal cortex of male *Znrf3 cKO* mice at 6 weeks (Fig. 6H). In situ RNA hybridization analyses further showed increased accumulation of *Cx3cl1* transcripts in cells surrounding fused macrophages in male *Znrf3 cKO* and androgen-treated but not placebo-treated female *Znrf3 cKO* adrenals at 12 weeks (fig. S6E). Together, these data strongly suggest that male-specific androgen-driven induction of senescence and SASP results in recruitment, activation, and fusion of highly efficient phagocytes that prevent tumor progression in male *Znrf3 cKO* mice.

**Fig. 6.**
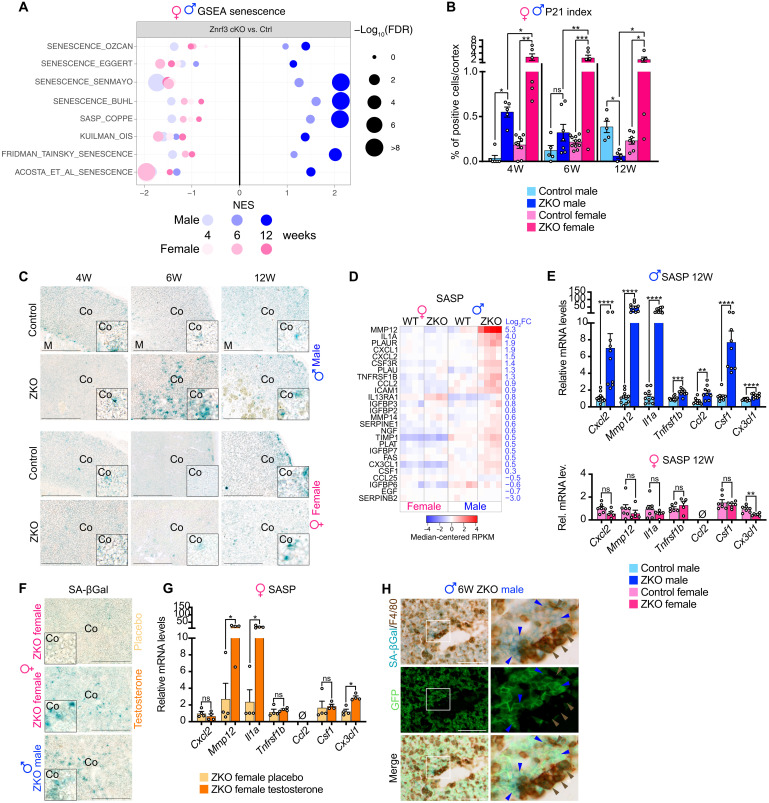
Recruitment of phagocytic macrophages in male *Znrf3 cKO* mice is associated with sexually dimorphic induction of senescence. (**A**) GSEA of senescence-associated gene sets in *Znrf3 cKO* male and female adrenals compared with their respective controls. (**B**) Quantification of the p21^+^ index as the ratio of p21-positive cells over total nuclei in the cortex of male and female control and *Znrf3 cKO* mice from 4 to 12 weeks. (**C**) Detection of the SA-βGal activity on frozen tissue sections from male and female control and ZKO at 4, 6, and 12 weeks. (**D**) Expression of SASP genes in 12-week-old male and female control and *Znrf3 cKO* adrenals. Genes were selected on the basis of significant deregulation in 12-week-old male *Znrf3 cKO* adrenals (FDR < 0.1) and sorted by log_2_ fold change (log_2_FC). (**E**) RT-qPCR analysis of SASP gene expression in control and *Znrf3 cKO* males (top) and females (bottom). (**F**) Detection of SA-βGal activity in the adrenals of *Znrf3 cKO* females that received placebo or testosterone treatment from 4 to 5 weeks. An untreated 6-week-old *Znrf3 cKO* male was included as a reference. (**G**) RT-qPCR analysis of SASP gene expression in placebo- and testosterone-treated *Znrf3 cKO* females from Fig. 5. (**H**) IHC for GFP (marking *SF-1:Cre*–mediated recombination of mTmG in steroidogenic cells), F4/80, and SA-βGal activity. Right panels show a high-magnification crop of the area delineated in white in left panels. Blue arrowheads show senescent GFP^+^ cells; brown arrowheads show F4/80^+^ macrophages. Scale bars, 200 μm (C to F) and 100 μm (H). Graphs represent means ± SEM. Statistical analyses were conducted by two-way ANOVA in (B) and by Mann-Whitney tests in (E). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Aggressive tumorigenesis is associated with infiltration of nonphagocytic macrophages in female adrenals

To further gain insight into the role of macrophages at late stages of tumorigenesis, we evaluated infiltration of macrophages in 78-week-old adrenal lesions in both male and female mice. At this stage, male *Znrf3 cKO* adrenals were still infiltrated by IBA-1+ macrophages that were scattered throughout the cortex (Fig. 7A). However, quantification of the IBA-1 index showed that in contrast with earlier stages, infiltration was equivalent to control males (Fig. 7B). In female *Znrf3 cKO*, IBA-1+ infiltration was somewhat heterogeneous within the tissue, with areas of high infiltration and zones that were almost devoid of macrophages (Fig. 7A). There was also interindividual heterogeneity. Some tumors were still infiltrated at levels comparable to controls, whereas others showed much less IBA-1^+^ cells or virtually no macrophages (Fig. 7, A and B). There was no overall difference between indolent and aggressive (metastatic) tumors with respect to IBA-1^+^ index (Fig. 7B). However, macrophage exclusion was observed in a subset of 2 of 10 aggressive tumors (Fig. 7, A and B). Consistent with IHC analyses, accumulation of mRNA encoding macrophage markers was unaltered (*Cd68* and *Adgre1*) or decreased (*Cd11b*) in female *Znrf3 cKO* compared to controls (Fig. 7C). Although accumulation of *Adgre1* and *Cd11b* mRNA was unaltered, *Cd68* was still strongly accumulated in male *Znrf3 cKO* adrenals (Fig. 7C). Because we showed high expression of CD68 in fused macrophages at earlier stages (Fig. 2G), this suggested that active phagocytes may still be accumulating in male KO adrenals at 78 weeks. Consistent with this idea, there were still large numbers of MERTK^high^ fused macrophages in 78-week-old *Znrf3 cKO* male adrenals (Fig. 7, A and B), which was correlated with overexpression of *Mfge8*, *Trem2*, and *Tyrobp* in RT-qPCR (Fig. 7D). In contrast, female *Znrf3 cKO* adrenals showed scarce infiltration of MERTK^high^ fused macrophages, although a few of them could still be observed in indolent tumors (Fig. 7, A and B). Consistent, with these observations, there was no deregulation of phagocytosis/fusion markers in *Znrf3 cKO* female adrenals at this stage (Fig. 7D). 

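In male adrenals at 78 weeks the means of Cd68 and Lgals3 lay above those of controls, but limma called 0 of 20675 genes. Of the tested genes 1118 had an unadjusted p under 0.05. The adrenal macrophage list scored 3.1 in fgsea (adjusted p = 0.00035, and 0.29 with an estimated correlation between genes). Cd68 was 61.6 ± 72.0 RPKM in Znrf3 cKO and 10.3 ± 3.69 in controls (log2 fold change 1.93, adjusted p = 0.866) and Lgals3 97.6 ± 107 and 10.3 ± 3.51 (2.67, adjusted p = 0.816; mean ± SD, n = 4 each). Mki67, a marker of cycling cells, was 2.02 ± 0.445 against 0.916 ± 0.0259 (0.64, adjusted p = 0.734). Znrf3 cKO library PRVL78 stood apart, with Lgals3 at 257 RPKM against 37.0 to 55.3 in the other 3, Cd68 at 169 against 19.1 to 35.3, and the steroidogenic enzyme gene Cyp11b1 at 20.3 against 502 to 1248. Of 12 phagocytosis lists 8 were higher at 78 weeks in fgsea. They include phagocytosis signalling (2.23, adjusted p = 0.00035) and the don't-eat-me signals, which hold engulfment back (1.84, adjusted p = 0.0022). With an estimated correlation between genes the adjusted p of the 8 lists were 0.29 to 0.30. Both DNA replication lists of Table S5 were higher, the KEGG list at 1.61 (adjusted p = 0.02) and the gene ontology list at 1.62 (0.011), and with an estimated correlation their adjusted p were 0.42 and 0.29. The KEGG call was lost without PRVL75, PRVL77 or PRVL81 (adjusted p = 0.062, 0.081 and 0.68) and that of the gene ontology list without PRVL77 or PRVL81 (0.056 and 0.52). Precision weights on the recovered reads, chosen after seeing the data, also called 0 genes. A fit of all groups together called 965 higher and 748 lower, Lgals3 and Cd68 among the former (adjusted p = 0.000563 and 0.00166). That fit shares the spread of a gene over all groups. The median SD of a gene was 0.247 in Znrf3 cKO and 0.272 in controls at 78 weeks, and at most 0.199 in the other groups. Its calls at 78 weeks may thus rest on too small a spread.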

GSEA showed strong enrichment of phagocytosis-associated signatures but no enrichment of DNA proliferation/cell cycle pathways in male *Znrf3 cKO* RNA sequencing data at 78 weeks (Fig. 7E). In contrast, female KOs showed high enrichment of proliferation signatures but no enrichment of phagocytosis (Fig. 7E). Together, these data strongly suggest that although macrophages are still present within tumor tissues at 78 weeks in both males and females, the lack of phagocytic activity is associated with aggressive tumor progression in females.

**Fig. 7.**
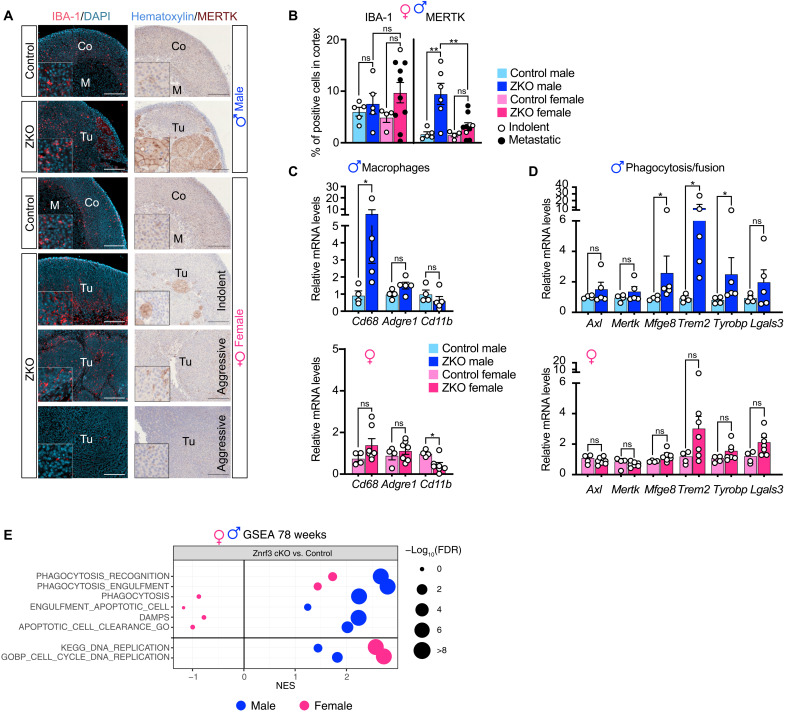
Aggressive tumorigenesis is associated with infiltration of nonphagocytic macrophages in female adrenals. (**A**) IHC for IBA-1 and MERTK in control and *Znrf3 cKO* males/females at 78 weeks. For *Znrf3 cKO* females, the panels represent indolent tumors (no metastases) and aggressive tumors with or without macrophage infiltration. (**B**) Quantification of the IBA-1^+^ and MERTK^+^ index as the ratio of IBA-1–positive (left) or MERTK-positive (right) cells over total nuclei in the cortex of male and female control and *Znrf3 cKO* mice at 78 weeks. Values for primary tumors associated with metastases are shown as black dots. (**C**) RT-qPCR analysis of the expression of macrophage-related genes in control and *Znrf3 cKO* males (top) and control and *Znrf3 cKO* females (bottom) at 78 weeks. (**D**) RT-qPCR analysis of the expression of phagocytosis- and macrophage fusion–associated genes in control and *Znrf3 cKO* males (top) and control and *Znrf3 cKO* females (bottom) at 78 weeks. (**E**) GSEA of gene expression data (RNA sequencing) from 78-week-old control and *Znrf3 cKO* male and female adrenals. The plot represents enrichment of phagocytosis-associated gene sets and DNA replication–associated gene sets in *Znrf3 cKO* compared with controls (sex-matched). Scale bars, 200 μm. Graphs represent means ± SEM. Statistical analyses were conducted by two-way ANOVA in (B) and Mann-Whitney tests in (E). *P < 0.05; **P < 0.01.

### Phagocytic macrophage signatures are prominent in male ACC patients and associated with better prognosis

To further evaluate the role of macrophages in ACC progression, we evaluated their infiltration within human ACC. For this, we used RNA sequencing data from the TCGA consortium (79 sequenced ACCs) and evaluated expression of a 10-gene signature [based on single-cell RNA sequencing (scRNA-seq) data from mouse adrenals (*51*)] as a proxy to general macrophage infiltration. Tumors of the good prognosis group, defined as C1B (*27*), had significantly higher expression of the macrophage signature than tumors of the bad prognosis C1A group (Fig. 8A). Consistent with our data showing similar infiltration of IBA-1^+^ macrophages in male and female *Znrf3 cKO* adrenals at 78 weeks (Fig. 7B), there was no difference in the general macrophage signature expression between ACC in men (*n* = 31) and women (*n* = 48) (Fig. 8B). However, a three-gene phagocytic macrophage signature (*CD68*, *TREM2*, and *TYROBP*) was significantly expressed at higher levels in men (Fig. 8C) and in the C1B group of ACC with favorable prognosis (Fig. 8D). In contrast with the global macrophage signature (fig. S7A), high expression of the phagocytic signature (above median) was associated with better survival, compared with low expression (below median) in Kaplan-Meier analysis (Fig. 8E). Of note, the two signatures were not associated with hormonal status of patients (fig. S7B). Together, this suggested that infiltration with phagocytic macrophages was more frequent in men than in women and was associated with better prognosis.

**Fig. 8.**
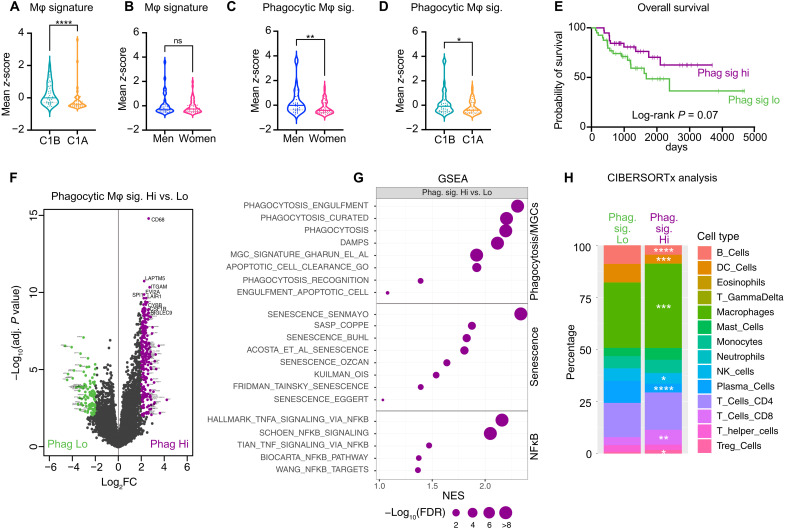
Phagocytic macrophage signatures are prominent in male ACC patients and associated with better prognosis. (**A**) Expression of a global macrophage gene signature in ACC patients from the TCGA program, dichotomized as patients with good (C1B) and poor (C1A) prognosis. (**B**) Expression of a global macrophage gene signature in ACC patients from the TCGA program, dichotomized as men and women. (**C**) Expression of a phagocytic macrophage gene signature in ACC patients from the TCGA program, dichotomized as men and women. (**D**) Expression of a phagocytic macrophage gene signature in ACC patients from the TCGA program, dichotomized as patients with good (C1B) and poor (C1A) prognosis. (**E**) Survival analysis of patients of the TCGA program, dichotomized as patients with high (purple) or low (green) expression of the phagocytic signature. (**F**) Volcano plot displaying differential gene expression between patients with high and low expression of the phagocytic signature. Purple dots represent genes with log_2_ fold change > 2 and FDR < 0.01. Green dots represent genes with log_2_ fold change ≤ 2 and FDR < 0.01. (**G**) GSEA of phagocytosis, senescence, and NFκB-associated gene sets in patients with high expression of the phagocytic signature compared with patients with low expression of the signature. (**H**) Stacked bar plots representing immune cell populations deconvoluted using CIBERSORTx and the LM22 expression matrix from gene expression data in ACC patients with low and high phagocytic signatures. Statistical analyses in (A) to (D) were conducted by Mann-Whitney tests. *P < 0.05; **P < 0.01; ****P < 0.0001.

Detailed analysis of RNA sequencing data identified 365 genes that were significantly deregulated [FDR < 0.01, abs(Log2FC > 2)] between the groups of high and low expression of the phagocytic signature (Fig. 8F). As expected, macrophage-associated genes such as *CD68*, *CSF1R*, *ITGAM*, *LAPTM5*, *CYBB*, and *SIGLEC9* were up-regulated in phagocytic-high patients (Fig. 8F). GSEA confirmed enrichment of macrophages (fig. S7C) and phagocytosis signatures (Fig. 8G). Consistent with data in our mouse models, phagocytic signatures were also associated with enrichment of senescence and NFκB signaling gene sets (Fig. 8G), suggesting that these pathways may also play a role in phagocytic macrophage recruitment in ACC patients. GO analysis using the C5 GO database (MSigDB) showed that the top 35 positively enriched gene sets were all related with immune response and inflammation in patients with high expression of the phagocytic signature, suggesting that this subgroup was mounting a more profound immune response than patients with low expression of the signature (fig. S7D). Deconvolution of RNA sequencing data using CIBERSORTx showed that macrophages were the most prominent immune cell population in the two groups of patients, consistent with mouse adrenals (Fig. 8H). It also showed that enrichment of macrophage signatures in the phagocytic-high subgroup of patients was associated with increased cytotoxic CD8^+^ T lymphocyte signatures (Fig. 8H). However, this was also correlated with lower B cells, plasma cells, and natural killer (NK) cells and higher T regulatory cell infiltration (Fig. 8H), suggesting that the phagocytic-high subgroup of patients had a broad alteration of the immune tumor microenvironment. Together, these observations suggest that phagocytic macrophages, which are more prominent in male than in female ACC patients, are associated with senescence, global innate and adaptive immune response, and better prognosis.

## DISCUSSION

Apart from reproductive tissues, cancers are generally more frequent and aggressive in men than in women, even after adjusting for known risk factors (*1*, *2*). Although ACC is one of the rare exceptions to this rule, the mechanisms underlying the higher incidence and aggressiveness in women remain elusive. Here, we show that conditional deletion of *Znrf3* within steroidogenic cells of the adrenal cortex results in sexually dimorphic development of full-fledged metastatic ACC in female mice over an 18-month time course, whereas the initial hyperplasia gradually regresses in males (Fig. 9). By a combination of RNA sequencing, flow cytometry, and IHC analyses, we show that *Znrf3 cKO* males efficiently recruit macrophages from early stages of preneoplastic transformation, following induction of senescence. We further show that these macrophages, which differentiate as potent phagocytes, are required for clearance of preneoplastic cells. Although females also mount an innate immune response to preneoplastic transformation, it is delayed compared to males and never achieves efficient clearance of preneoplastic cells. This phenomenon is maintained up to 78 weeks, when indolent lesions in male *Znrf3 cKO* adrenals are still infiltrated with large amounts of phagocytic macrophages, as opposed to aggressive female tumors (Fig. 9). Consistent with our findings in mice, we show that a phagocytic macrophage signature is more prominent in male than in female ACC patients, where it is associated with better prognosis (Fig. 9). This strongly suggests that the sexual dimorphism of ACC may result from differential recruitment and activation of phagocytic TAMs, which prevent both tumor initiation and progression in the adrenal cortex.

**Fig. 9.**
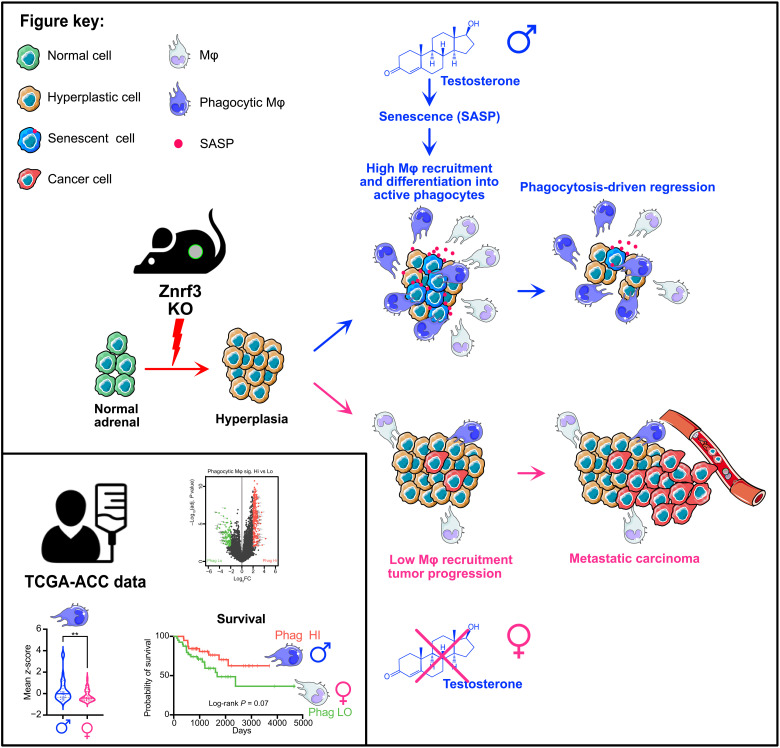
Graphical abstract. Inactivation of *Znrf3* in steroidogenic cells of the mouse adrenal cortex is associated with sexually dimorphic tumor progression. Although female KOs develop metastatic carcinomas at 18 months, adrenal hyperplasia regresses in male KOs. This male-specific phenotype is associated with androgen-dependent induction of senescence, recruitment, and differentiation of highly phagocytic macrophages that clear out senescent cells. In contrast, in females, macrophage recruitment is delayed and dampened, which allows for aggressive tumor progression. Analysis of TCGA-ACC data shows that phagocytic macrophages are more prominent in men and associated with better prognosis. Together, these data show that phagocytic macrophages are key players in the sexual dimorphism of ACC and establish them as previously unidentified allies in the fight against this cancer.

This is in contrast with most data of the literature showing that TAMs are generally associated with tumor progression and poor prognosis in many cancers, although they may initially prevent tumor initiation (*36*, *37*, *52*–*54*). Plasticity and diversity of TAMs explain their divergent functions. The standard dual classification of macrophages postulates that M1 macrophages that differentiate in response to proinflammatory cytokines (e.g., interferons and tumor necrosis factors) are involved in antitumor activities, whereas M2 macrophages that differentiate in response to immunomodulatory signals [e.g., IL-4, IL-10, and transforming growth factor–β (TGF-β)] are associated with tumor promotion (*55*). However, recent scRNA sequencing analyses of tumor-infiltrating myeloid cells showed that M1 and M2 gene signatures were coexpressed in macrophage subsets from almost all cancer types (*53*). Consistent with this idea, our RNA sequencing and flow cytometry analyses suggested that macrophages that accumulate in the adrenals of *Znrf3 cKO* males had mixed characteristics of the M1 and M2 phenotypes. Furthermore, we did not find evidence of overexpression of canonical tumoricidal macrophage markers such as the proinflammatory cytokines IL-1β, IL-2, IL-6, IL-12, and IL-23 (Fig. 2B) or inducible nitric oxide synthase (iNOS), which metabolizes arginine into the killer molecule nitric oxide. This suggests that the tumoricidal function of adrenal macrophages relies on alternative activities. 

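Il1b was 1.92 ± 0.310 RPKM in 12-week male Znrf3 cKO adrenals and 2.62 ± 0.970 in controls (log2 fold change -0.27, adjusted p = 0.42 from limma), and Il2 3.17 ± 0.505 and 2.50 ± 0.485 (0.25, adjusted p = 0.255; mean ± SD, n = 4 and 5). Il6, Il12a, Il12b and Il23a stayed below the mean of 0.5 RPKM needed for the test, with Il6 at 0.206 ± 0.218 against 0.00870 ± 0.0141. Nos2, which encodes inducible nitric oxide synthase, was 0.685 ± 0.212 against 0.582 ± 0.0900 (0.08, adjusted p = 0.69). Of the tumoricidal markers named in the discussion, the 3 that were measured thus gave 0 rises and 0 falls. From finding no evidence that these markers are overexpressed, the paper proposes that the tumoricidal function relies on other activities.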

Consistent with this idea, we show a very strong increase in the phagocytic activity of macrophages in *Znrf3 cKO* male adrenals compared with their wild-type littermates and *Znrf3 cKO* females. This activity is associated with cytoplasmic accumulation of CD68 and high membrane expression of MERTK, TYROBP, and TREM2, which play a central role in the phagocytic process (*40*, *43*, *45*–*47*). Although *MERTK* expression did not correlate with the presence of macrophages in ACC patients, we show that increased expression of the phagocytic *CD68/TREM2/TYROBP* signature is correlated with better prognosis, within the TCGA cohort. This strongly suggests that phagocytosis plays a central role in the tumoricidal activity of macrophages in ACC. scRNA-seq in human and mouse colorectal cancer identified a population of C1QC^+^ TAMs, characterized by high levels of *C1QA/B/C*, *TREM2*, and *MERTK* expression, which were associated with potential recruitment and activation of T cells, phagocytosis, and better prognosis (*53*, *56*). Although we did not analyze macrophages by scRNA-seq in *Znrf3 cKO* adrenals, our bulk RNA sequencing data show strong up-regulation of all these markers (Fig. 3B), which are mostly expressed by macrophages in scRNA-seq datasets from wild-type mouse adrenals (fig. S8A). This strongly suggests that tumoricidal TAMs found in ACC may be related with the phagocytic C1QC^+^ TAMs identified in other cancers (*53*, *56*).

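The test of the difference between male and female knockout effects at 12 weeks bears on these markers. C1qb differed by 1.26 in log2 (adjusted p = 0.00705 from limma) and C1qc by 0.94 (0.0416), each more positive in males, while C1qa differed by 0.76 and did not pass (0.0634). Trem2, Lgals3 and Mertk, given above with Apoe, rose in males at 12 weeks as did the C1q genes. In male controls at 12 weeks C1qa already stood above female controls (log2 difference 0.91, adjusted p = 0.000542). At 78 weeks, where 1 male Znrf3 cKO library held far more of each transcript than the other 3, C1qa was 83.5 ± 70.7 RPKM against 47.0 ± 9.33 in controls, C1qb 94.9 ± 85.9 against 48.9 ± 14.8 and C1qc 41.8 ± 37.2 against 21.6 ± 4.77 (n = 4 each), and no call passed. In females at 6 weeks C1qa, C1qb and C1qc rose (log2 fold changes 0.71, 0.64 and 0.68, adjusted p = 0.0424, 0.0309 and 0.0258). The call of C1qc between the sexes was lost in 12 of 17 fits with 1 library left out (adjusted p = 0.0565 to 0.0908) and with no filter (0.0857). That of C1qa in females was lost at 6 weeks in 7 of 8 (0.0574 to 0.126). C1qb and C1qc in females were lost without PRVL58, PRVL60, PRVL61 or PRVL62 (0.0514 to 0.0957) and after rescaling (0.0718 and 0.0609). C1qa passed between the sexes without PRVL25, PRVL33 or PRVL71 (0.0402, 0.0443 and 0.0182) and after rescaling to a common sum (0.045). From the rise of these markers the paper proposes that the tumoricidal macrophages are related to phagocytic C1QC+ macrophages of other cancers.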

A very notable feature of the phenotype is the strong sexual dimorphism in immune response to neoplasia, due to early recruitment of tumoricidal phagocytic macrophages, specifically in male mice. We further show that testosterone treatment of females from 4 to 12 weeks is sufficient to trigger a response, which is comparable to males and results in regression of hyperplasia (Fig. 5). This strongly suggests a role of male hormones in this phenomenon and raises the question of the underlying mechanisms. One possibility is an intrinsic sexual dimorphism of macrophages within the adrenal, which would result in differential responses to oncogenic transformation of steroidogenic cells. Recruitment, replenishment, and activation mechanisms of macrophages and other immune cell types have been shown to diverge between males and females, resulting in sexually dimorphic responses to infection and proinflammatory stimuli. However, in most instances, female macrophages are more responsive to stimuli, mount a more robust response, and have higher phagocytic capacities than male macrophages (*57*–*63*). This suggests that the stronger inflammatory response observed in male *Znrf3 cKO* adrenals may result from indirect effects of sex hormones. Consistent with this, single-cell sequencing data suggest that the androgen receptor *Ar* is only expressed in a small subset of adrenal macrophages, characterized by lower expression of *Trem2* and *Mertk,* which is unlikely to represent the major population of macrophages in *Znrf3 cKO* adrenals (fig. S8A). Our data showing a strong association between induction of SASP and recruitment of macrophages suggest that androgens may stimulate the tumoricidal response by inducing release of senescence-associated cytokines by *Znrf3 cKO* cells (Fig. 6). In line with this hypothesis, androgen receptor (AR) activation was shown to induce p53-independent senescence in prostate cancer cells (*64*, *65*), and a short-term testosterone treatment was sufficient to induce SA-βGal activity in female *Znrf3 cKO* adrenals (Fig. 6). This raises the question of the links between *Znrf3* inactivation, AR signaling, and senescence induction. One may speculate that the recently documented sexual dimorphism in cortical cell proliferation, renewal, and progenitor populations (*8*, *9*) may result in sexually dimorphic response to *Znrf3* inactivation. In this context, the hyperproliferation observed in both male and female *Znrf3 cKO* adrenals may result in faster exhaustion of progenitor pools in males and subsequent induction of senescence. However, the rapid induction of SA-βGal in testosterone-treated *Znrf3 cKO* females suggests that this is an unlikely scenario. Alternatively, these findings may reflect a previously unknown function of ZNRF3 in the control of cellular homeostasis. 

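Axin2, a feedback inhibitor of the WNT pathway and one of its direct targets, was 16.2 ± 2.37 RPKM in male Znrf3 cKO adrenals and 10.9 ± 0.428 in controls at 6 weeks (log2 fold change 0.52, adjusted p = 0.0111 from limma; mean ± SD, n = 4 each). At 4 and 12 weeks in males its log2 fold changes were 0.29 (adjusted p = 0.499) and 0.26 (0.292), and in females 0.07, -0.09, -0.12 and 0.07 at 4, 6, 12 and 52 weeks (0.571, 0.66, 0.317 and 0.573). Other targets fell. Notum, a secreted WNT deacylase, was 1.20 ± 0.253 against 2.50 ± 0.398 in males at 6 weeks (adjusted p = 0.0069). Apcdd1, another WNT inhibitor, fell by 0.89 in log2 at that age (0.0194), by 1.10 in males at 4 weeks (0.0028) and by 1.02, 1.26 and 0.77 in females at 4, 6 and 12 weeks (0.00222, 0.0109 and 0.0055). Nkd1 fell by 0.52 in males at 6 weeks (0.0205) and by 0.57 in females at 12 weeks (0.0369). Of 10 WNT target genes fixed as a list, 1 rose and 6 fell in males at 6 weeks, 1 rose and 5 fell in females at 4 weeks, and 0 rose and 5 of 9 fell in females at 6 and at 12 weeks. Of the targets of fig. S8B 0 of 6 passed in males at 12 weeks and 3 of 6 fell in females. In males at 6 weeks 2 WNT target genes fell without PRVL4 or PRVL6, and 3 without PRVL1 or PRVL9, and in females at 6 weeks 3 fell without PRVL58 or PRVL64. Nkd1 at 12 weeks in females was lost without PRVL66, PRVL68, PRVL69, PRVL70, PRVL71 or PRVL73 (adjusted p = 0.0567 to 0.0926). There Nkd1 and Notum were lost with all groups in one fit (0.0807 and 0.0996). In males at 6 weeks Apcdd1 was lost without PRVL1, PRVL4, PRVL5 or PRVL6 (0.0509 to 0.062) and Nkd1 without PRVL4, PRVL6 or PRVL9 (0.0515 to 0.0663) and with all groups in one fit (0.109). At 4 weeks Axin2 passed without PRVL17 (0.0188). From its comparison with a model of constitutive β-catenin activation (fig. S8B), the paper proposes that the effect on senescence may involve mechanisms independent of WNT.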

Although we were able to show a mild induction of *Axin2* accumulation in *Znrf3 cKO* adrenals by RNA in situ hybridization (*30*), analysis of our RNA sequencing data did not show evidence of canonical WNT signaling induction in either male or female KOs (fig. S8B), when compared with a previously published model of constitutive β-catenin activation (*66*). This suggests that the impact of *Znrf3* inactivation on senescence induction may involve WNT-independent mechanisms.

We could find large numbers of IBA-1^+^ macrophages (up to 15% of total cells in the tumor) in aggressive tumors in 78-week-old *Znrf3 cKO* female mice (Fig. 7B), although they were not differentiated as MERTK^high^ active phagocytes. The presence of macrophages was further confirmed in ACC patients, where CIBERSORTx deconvolution suggested that they represented 31% of all immune cells, even in the tumors expressing low levels of the phagocytic signature (40% in phagocytic-high tumors; Fig. 8H). These data suggest that even in aggressive phagocytic-low lesions, macrophages may be reprogrammed to stimulate their tumoricidal potential. Although most current macrophage-related therapies aim to deplete this cell type in tumors, more recent strategies that stimulate tumoricidal activity and particularly phagocytosis of tumor cells by macrophages are currently being investigated (*55*). These include approaches that aim at inhibiting the CD47 “don’t-eat-me” signal produced by cancer cells and/or the SIRPα receptor for CD47 on macrophages, as well as stimulation of Toll-like receptor (TLR) signaling with TLR agonists (*55*). One important factor that these therapeutic approaches will have to consider in the context of ACC is the presence of high levels of glucocorticoids produced by adrenal steroidogenic cells, in particular within hormonally active tumors. Although glucocorticoids do not have the same detrimental impact on macrophages that they have on lymphocytes, they are generally associated with M2-like tolerogenic differentiation (*67*). Therefore, therapeutics targeting macrophages in ACC should probably consider combining macrophage activation with inhibition of glucocorticoid production or signaling, which would also favor recruitment of adaptive immune cells to the lesion. Availability of our clinically relevant mouse model will allow evaluation of these innovative options.

A recently posted BioRxiv preprint reports similar findings in a mouse model of *Znrf3* inactivation (*68*). Although differences in genetic backgrounds resulted in a more pronounced immune response in females in their model than in ours, Warde and colleagues also showed that male *Znrf3* KO adrenals mounted a profound macrophage-dependent antitumor response, further strengthening the findings reported here.

In conclusion, we describe a previously unidentified interaction between tumor suppressor inactivation, senescence induction, and recruitment of tumoricidal macrophages, which results in sexually dimorphic adrenal cancer development. This provides unanticipated insight into the strong gender bias of this particularly aggressive cancer and may help develop innovative macrophage-centric therapeutic approaches.

## MATERIALS AND METHODS

### Mice

All experiments with mice were in accordance with protocols approved by the Auvergne Ethics Committee [Autorisation de Projet utilisant des Animaux à des Fins Scientifiques (APAFIS) #27623-2021021611362535 v1]. They were conducted in agreement with international standards for animal welfare to minimize animal suffering. ZKO were generated by mating *Znrf3^fl/fl^* mice (*28*) with *SF1-Cre^high^* mice (*69*). In experiments that did not involve flow cytometry, the mTmG reporter gene was also included in the breeding scheme (*70*). Mice were bred and maintained on a C57Bl/6 genetic background. Mice were euthanized by decapitation at the end of experiments, and blood was collected in vacuum blood collection tubes (VFD053STK, Terumo). Adrenals were extracted, cleaned of excess fat, weighed, and immediately fixed in 4% paraformaldehyde or stored at −80°C. Littermate control animals were used in all experiments.

### Immunohistology

Adrenals were fixed in 4% paraformaldehyde overnight at 4°C and then washed two times in phosphate-buffered saline (PBS). For the paraffin embedding, adrenals were dehydrated through an ethanol gradient. Then, they were incubated for 2 hours in Histoclear (HS200, National Diagnostics, Fisher Scientific, Illkirch, France) and embedded in paraffin. For frozen sections, adrenals were successively placed in 10 and 15% PBS-sucrose solutions for 20 min, then in 20% PBS-sucrose solution for 1 hour, and in 50:50 optimal cutting temperature (OCT)–sucrose 20% solution overnight. Last, they were embedded in pure OCT solution and stored at −80°C. Paraffin and OCT samples were cut into 5- and 10-μm sections, respectively. H&E staining was performed with a Microm HMS70 automated processor (Microm Microtech, Francheville, France), according to standard procedures. Antibody information, dilutions, and unmasking conditions are listed in table S1. Notably, the TREM2 antibody (*71*) was supplied from the Haass laboratory at Ludwig Maximilians University Munich. After deparaffinization with Histoclear and rehydration in decreasing ethanol gradients, unmasking was performed by boiling slides for 20 min in the appropriate unmasking solution. Next, endogenous peroxidases were inactivated by incubating slides with 0.3% hydrogen peroxide for 30 min at room temperature. After blocking for 1 hour, slides were incubated overnight at room temperature with primary antibodies at the indicated concentrations (table S1). Primary antibodies were detected with appropriate species polymers (ImmPress Polymer Detection Kit, Vector Laboratories). Polymer-coupled horseradish peroxidase (HRP) activity was then detected with either NovaRED (SK-4800, Vector Laboratories) for bright-field images or tyramide signal amplification (TSA)-Alexa–coupled fluorochromes for fluorescence (Thermo Fisher Scientific, Alexa_488 B40953, Alexa_555 B40955, and Alexa_647 B40958). For double-IHC experiments, HRP was inactivated by incubation with 0.02% HCl for 20 min after detection of the first antibody to avoid cross-reaction. Nuclei were counterstained with hematoxylin for bright-field images or Hoechst for fluorescence (Thermo Fisher Scientific, 33342). Slides were mounted using a 50:50 PBS-glycerol solution. Images were acquired with a Zeiss AxioImager with Apotome2 or Zeiss Axioscan Z1 slide scanner. Images were minimally processed for global levels and white balance using Affinity Photo and Affinity Designer. Image settings and processing were identical across genotypes.

Quantifications were performed on scanned whole adrenals (Zeiss Axioscan scanner, 20× images) using the QuPath software version 0.3.1 (*72*). Briefly, annotations were made of whole adrenals or just the adrenal cortex, and the positive cell detection feature was used to identify positive cells. The threshold for identifying positive cells was set to avoid quantification of background on each image.

For quantification of phagocytosis, confocal images were acquired on a Zeiss LSM 800 Airyscan confocal microscope with ×40 magnification. Phagocytic events were identified and counted as the presence of steroidogenic cell markers (3βHSD or SF-1) within the boundaries of macrophages, defined by IBA-1 or MERTK staining. This was evaluated by a single operator, by manually scanning through z-stacks of 10 ×40 images per adrenal. The operator was blinded to the genotype.

### SA-βGal staining

SA-βGal staining was conducted following the protocol of (*4*, *73*) on frozen adrenal 10-μm sections. After drying for 15 min under a vacuum, the sections were rehydrated with PBS and then incubated overnight at 37°C in a humid atmosphere in a pH 6.0 staining solution composed of 7.4 mM citric acid, 25.3 mM dibasic sodium phosphate, 5 mM K_4_[Fe(CN)_6_], 5 mM K_3_[Fe(CN)_6_], 150 mM sodium chloride, 2 mM MgCl_2_, and X-Gal (1 mg/ml). Slides were mounted using a 50:50 PBS-glycerol solution and imaged on a Zeiss ApoTome microscope with an AxioCam MRm camera and/or a Zeiss Axioscan scanner.

### RNAScope RNA in situ hybridization

RNA in situ hybridizations were conducted on 5-μm paraffin sections using an RNAScope probe detecting *Mus musculus Cx3cl1* (#426211) with the RNAScope 2.5 HD Detection Kit (Brown), according to the manufacturer’s instructions (ACD Bio-Techne).

### Testosterone supplementation experiment

Testosterone or placebo implants were placed under gas anesthesia in the interscapular region of 4-week-old *Znrf3 cKO* female mice for 60 days. These testosterone implants (T-M/60, Belma) are designed to release daily doses of testosterone (from 51.9 to 154.5 μg/24 hours for plasma concentrations of 0.9 to 3.7 ng/ml) to produce physiological plasma concentrations in mice.

### Pexidartinib experiment

Chow was purchased from SAFE Nutrition Services (Augy, France). Male control and ZKO mice were fed either control chow (E8220A01R 00000 v0025 A04 Pur) or pexidartinib chow [E8220A01R 00000 v0398 A04 + pexidartinib (0.29 g/kg)] from 3 to 12 weeks of age. Pexidartinib (HY16749) was purchased from MedChemExpress and incorporated in the chow by SAFE Nutrition Services. Chow was replaced every 3 to 4 days, renewed weekly, and stored at 4°C when not in use.

### Fluorescence-activated cell sorting

Adrenals were harvested, and excess fat was removed under a dissecting microscope. Adrenals were immediately placed into 900 μl of digestion medium (table S2) and placed on ice until the end of the harvest. Adrenals were digested by incubating with a thermomixer set at 37°C, 900 rpm, for 37 min, stopping to pipette up and down at 10, 20, 30, 35, and 37 min. Digested samples were filtered through a 100-μm nylon mesh and centrifuged at 400*g* for 5 min at 4°C. Cells were resuspended in wash buffer [2.5 mM PBS-EDTA, deoxyribonuclease (100 μg/ml), and 0.5% bovine serum albumin] and stained appropriately. Cells were stained with Fixable Near-IR LIVE/DEAD stain (L34975, Invitrogen) for 30 min at room temperature, blocked with CD16/CD32 and TrueStain (426102, BioLegend) for 15 min at room temperature, and stained with the appropriate antibody panel for 20 min at room temperature (table S3). All staining/blocking steps were preceded and followed by wash steps, which included centrifugation at 200*g* for 4 min, followed by resuspension of the pellet with either wash buffer or the appropriate solution. Cells were immediately analyzed on the Attune NxT Flow Cytometer (reference no. A24858). Detailed analyses of the results were done using FlowJo software.

### Reverse transcription quantitative PCR

Adrenals were flash-frozen and stored at −80°C after harvest. RNAs were extracted using the Macherey-Nagel Nucleospin RNA Kit (reference no. 740955.250). After reverse transcription of 500 ng of total RNAs, complementary DNAs (cDNAs) were diluted 1:10 and PCRs were conducted using SYBR qPCR Premix Ex Taq II Tli RNase H+ (TAKRR820W, Takara). Primers can be found in table S4. Relative expression was calculated using the 2^−ΔΔ*C*T^ method.

### RNA sequencing for gene expression analysis

### Library preparation and sequencing

RNA sequencing was performed by the GenomEast platform, a member of the “France Genomique” consortium (ANR-10-INBS-0009). Library preparation was performed using TruSeq Stranded mRNA (reference guide, PN 1000000040498). RNA sequencing libraries were generated from 300 ng of total RNA using the TruSeq Stranded mRNA Library Prep Kit and IDT for Illumina TruSeq RNA UD Indexes (96 indexes, 96 samples) (Illumina, San Diego, USA), according to the manufacturer’s instructions. Briefly, following purification with poly-T oligo-attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 min. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing 3′-deoxythymidine 5′-triphosphate (dTTP) with deoxyuridine triphosphate nick end labeling (dUTP) during second-strand cDNA synthesis using DNA polymerase I and ribonuclease (RNase) H. Following addition of a single “A” base and subsequent ligation of the adapter on double-stranded cDNA fragments, the products were purified and enriched with PCR (30 s at 98°C; [10 s at 98°C, 30 s at 60°C, 30 s at 72°C] × 12 cycles; 5 min at 72°C) to create the cDNA library. Surplus PCR primers were further removed by purification using SPRI select beads (Beckman Coulter, Villepinte, France), and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Libraries were sequenced on an Illumina HiSeq 4000 sequencer as single-read 50 base reads. Image analysis and base calling were performed using RTA version 2.7.7 and bcl2fastq version 2.20.0.422.

#### Genome mapping and differential gene expression analyses

Reads were filtered and trimmed to remove adapter-derived or low-quality bases using cutadapt v3.2 and checked again with FASTQC v0.11.7. Illumina reads were aligned to mouse reference genome (mm10) with Hisat2 v2.2.1. Read counts were generated for each annotated gene using R function “SummarizeOverlaps(),” and reads per kilobase of transcript per million reads mapped (RPKM) were calculated for each gene. Differential expression analysis with multiple testing correction was conducted using the R Bioconductor DESeq2 package v1.34.0. Raw (fastq) and processed data were deposited on Gene Expression Omnibus under accession no. GSE202940.

#### Generation of heatmaps

Heatmaps to represent differential gene expression were generated with the Biobase and gplots packages in R. They represent median-centered RPKM levels. Genes are sorted either by log_2_ fold change or by unsupervised clustering.

### Reanalysis of single-cell sequencing of adult mouse adrenals

The Seurat R package (*72*) was used to perform clustering analysis of single-cell data from Lopez *et al.* (*51*), available in the Gene Expression Omnibus GSE161751 (control adrenals from 10-week-old male mice). Raw sequencing data and annotated gene–barcode matrices were used for the input. Cells with more than 20 genes and genes expressed in more than three cells were selected for further analysis. After studying the distribution of count depth, number of genes, and mitochondrial read fraction, low-quality cells with less than 1000 counts, less than 400 genes detected, and percentage of mitochondrial gene counts higher than 25% were removed. Gene expression in each cell was then normalized by the total number of counts in the cell, multiplied by 10,000 to get counts per 10,000 (TP10K), and log-transformed to report gene expression as *E* = log(TP10K + 1).

The top 2000 highly variable genes with a *z*-score cutoff of 0.5 were then centered and scaled to have a mean of zero and SD of 1 and used as inputs for initial principal components analysis. The number of principal components was chosen according to the PCElbowPlot function and JackStrawPlot function. Next, the Louvain algorithm implemented in Seurat was used to iteratively group cells together, with the goal of optimizing the standard modularity function. The resolution parameter for clustering was set at *r* = 1. The default Wilcoxon rank sum test was used by running FindAllMarkers function in Seurat to find differentially expressed markers in each cluster. Last, each cell type was annotated after extensive literature reading and searching for specific gene expression patterns. Violin plot representations were used for visualizing expression of the different markers.

### TCGA-ACC data

TCGA gene expression and clinical ACC data were extracted from the TCGA database. Distribution in the good (C1B) and poor prognosis (C1A) groups was previously defined on the basis of unsupervised clustering (*27*). Expression data were standardized by the relative standard error of the mean (RSEM) algorithm and transformed into log_2_ to refocus and symmetrize values’ distribution. The macrophage signature was defined as the mean expression (*z* score) of *CD74*, *CXCL2*, *CCL4*, *APOE*, *CCL3*, *CTSS*, *C1QA*, *C1QB*, *C1QC*, and *AIF1*. These were found as highly up-regulated genes in macrophages in scRNA-seq analyses of adult mouse adrenals (see above) (*51*). For GSEA, TCGA-ACC patients were dichotomized on the basis of the expression of a phagocytic signature (*z* score of *TYROBP*, *TREM2*, and *CD68*) with patients classified as high (expression above median) or low (expression below median). Differential gene expression between patients from the phagocytic-high and phagocytic-low groups was computed using the limma R package. The volcano plot representing differential expression between these two groups was generated in R with the calibrate library. Kaplan-Meier analysis was conducted in GraphPad Prism after dichotomization of patients according to expression of the phagocytic signature.

### Gene set enrichment analyses

GSEAs were conducted on gene expression data from mouse models and TCGA-ACC patients, using GSEA 4.1.0 with gene sets from the MSigDB and MGI GO databases and with custom-curated gene sets (table S5). Permutations were set to 1000 and performed on gene sets. Phagocytosis gene sets were curated from an extensive search of the literature, including papers by Park and Kim (*73*), Lecoultre *et al.* (*74*), and Janda *et al.* (*75*), and extracted from the MGI GO database. Senescence gene sets were extracted from papers by Eggert *et al.* (*37*), Kuilman *et al.* (*76*), Özcan *et al.* (*77*), Acosta *et al.* (*78*), Fridman and Tainsky (*79*), Coppé *et al.* (*80*, *81*), Buhl *et al.* (*82*), and Saul *et al.* (*83*). LM22 and ImmuCC gene sets were derived from gene expression signatures published by Newman *et al.* (*84*) and Chen *et al.* (*32*). To reduce the gene expression matrix into simple gene identifier lists for GSEA, genes in each of the lists were attributed to their cognate immune cell type based on their maximum of expression across all cell types. This resulted in gene signatures for each immune cell type that were then used in GSEA (table S5). M0, M1, and M2 macrophage gene sets were further concatenated to result in global LM22 and ImmuCC macrophage gene sets. The mouse adrenal macrophage gene set was defined as the 100 most significantly up-regulated genes within the two macrophage clusters (compared to all other clusters) in our reanalysis of the single-cell sequencing study of adult mouse adrenals by Lopez *et al.* (*51*). The cytokine gene set was curated from an extensive search of the literature. NFκB and DNA replication gene sets were extracted from MSigDB C2, Hallmarks, and C5 datasets.

GSEA output was either displayed as dot plots or enrichment curves. Dot plots represent the normalized enrichment score and FDR [size of dots defined as −log_10_(FDR)] and were drawn using the ggplot2 library in R. Enrichment curves were drawn by feeding GSEA output to the GSEA_replot R function, developed by T. Kuilman (https://github.com/PeeperLab/Rtoolbox/blob/master/R/ReplotGSEA.R). Dot plots and enrichment curves were further processed in Affinity Designer for color matching and superimposition.

### CIBERSORTx and mMCP analyses

CIBERSORTx (*31*) analyses were run on the CIBERSORTx server (https://cibersortx.stanford.edu) using the LM22 matrix and a mixture file representing gene expression data in control and *Znrf3 cKO* adrenals at 4, 6, and 12 weeks or TCGA-ACC patients’ data, dichotomized on the basis of high or low expression of the phagocytic signature (see TCGA-ACC data). Output of CIBERSORTx was then processed in R to concatenate subpopulations of macrophages, B cells, CD4 T cells, NK cells, dendritic cells, and mast cells. Ggplot2 was then used to generate stacked bar plots representing the percentage of each immune cell population. Statistical analyses between genotypes or patients’ groups were computed using the Mann-Whitney test.

mMCP analyses were run in R using the mMCP counter package (https://github.com/cit-bioinfo/mMCP-counter), following instructions by Petitprez *et al.* (*33*). Stacked bar plots were generated by ggplot2, and statistical analyses were conducted as above.

### Statistical analyses

Minimal sample size was set at *n* = 3 allowing for detection of 40% increases/decreases with α = 0.05, δ = 0.4, and SD = 1.0. Statistical analyses were conducted with R and GraphPad Prism 9. Normality of data was assessed using D’Agostino and Pearson normality test. Statistical analyses were performed by two-tailed Student’s *t* test (two groups with normal distribution) or two-tailed Mann-Whitney test (two groups without normal distribution). Multiple comparisons were analyzed by two-way analysis of variance (ANOVA), followed by Sidak’s multiple comparisons test. All bars represent means ± SEM.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Sexually dimorphic activation of innate antitumor immunity prevents adrenocortical carcinoma development
**Source:** Sci Adv. 2022 Oct 14;8(41):eadd0422. doi: 10.1126/sciadv.add0422
**Supplement:** Supplementary file 1 — Figs. S1 to S8

Supplementary Materials for
**Sexually dimorphic activation of innate antitumor immunity prevents
adrenocortical carcinoma development**

James J. Wilmouth Jr. *et al.*

Sci. Adv. **8**, eadd0422 (2022)
DOI: 10.1126/sciadv.add0422

The PDF file includes:

Figs. S1 to S8
Legends for tables S1 to S5

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S5

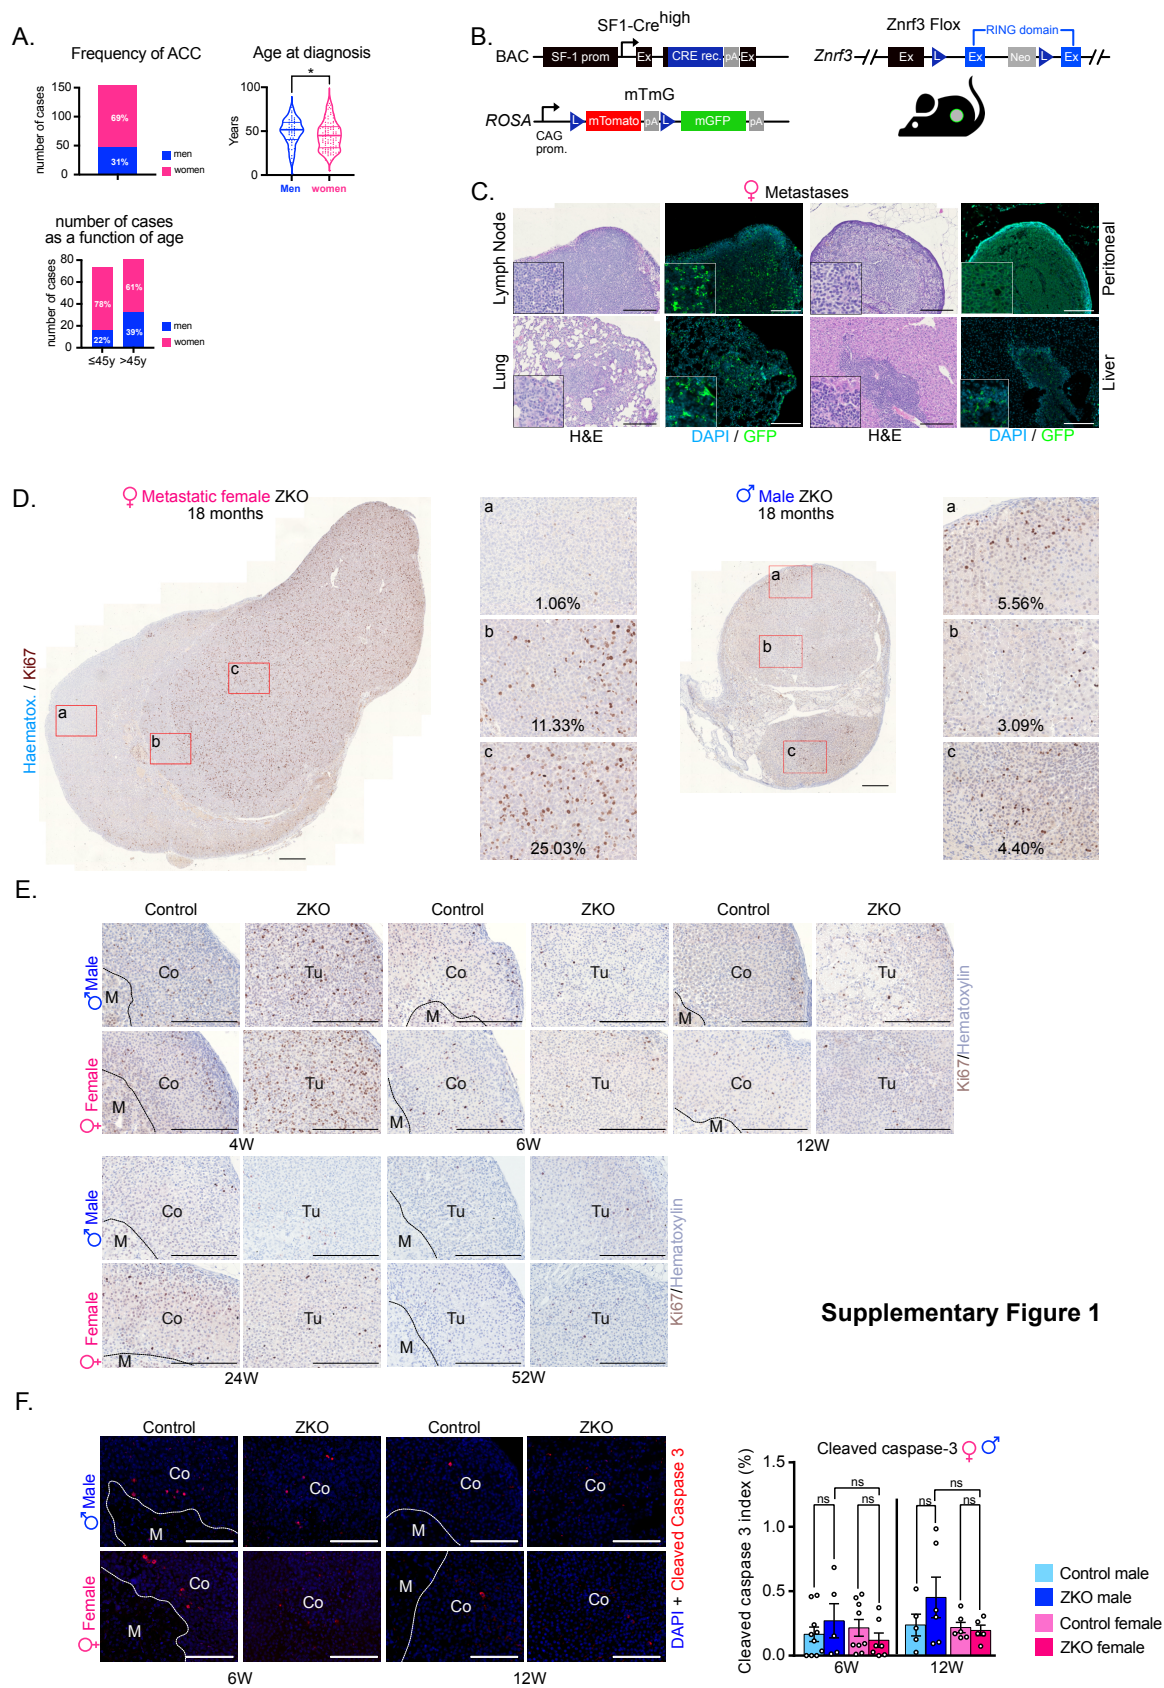

Supplementary Figure 1

Fig. S1. Sexual dimorphism in ACC patients and kinetic characterisation of *Znrf3* cKO mice.

A- Demographics of the TCGA cohort of ACC showing overall frequency of ACC in men and women, age at diagnosis as a function of sex and number of cases as a function of age and sex. **B-** *Znrf3* cKO mice were obtained by mating mice with LoxP sites flanking the two exons that encode the RING domain of the protein (28) with Sf1-Cre^{high} mice, in which expression of the Cre recombinase is under the control of the regulatory regions of the *Sf1* gene (68). For experiments that did not involve flow cytometry, the mTmG reporter was also included. It allows lineage tracing of recombined cells by expression of a membrane GFP, following Cre-mediated excision of the membrane Tomato cassette, which is normally expressed in non-recombined cells (69). **C-** Histological (H&E) and immunohistochemical (GFP) analysis of metastases from primary adrenal tumours to lymph nodes, lungs, peritoneal cavity and liver. GFP staining allows identification of tumour cells through SF-1:Cre-mediated recombination of the mTmG locus within the primary tumour. **D-** Immunohistochemical analysis of Ki67 expression in the primary adrenal tumour of 18-month-old *Znrf3* cKO metastatic female (left) and non-metastatic male (right). The two tumours are represented at the same scale. Insets show heterogeneous proliferation in female tumour and more homogeneous proliferation in male tumour. **E-** Kinetic immunohistochemical analysis of Ki67 expression in control males/females and *Znrf3* cKO males/females from 4 to 52 weeks. **F-** Immunohistochemical analysis (left panels) and quantification of cleaved-caspase 3 expression (graph) in control males/females and *Znrf3* cKO males/females at 4 and 12 weeks. Co: cortex; Tu: tumour. Scale bar = 200 μ m (B-F). Graphs represent mean $\pm$ SEM. Statistical analyses were conducted by Mann-Whitney tests in A and by 2-way ANOVA in E ns: not significant; * $p < 0.05$.

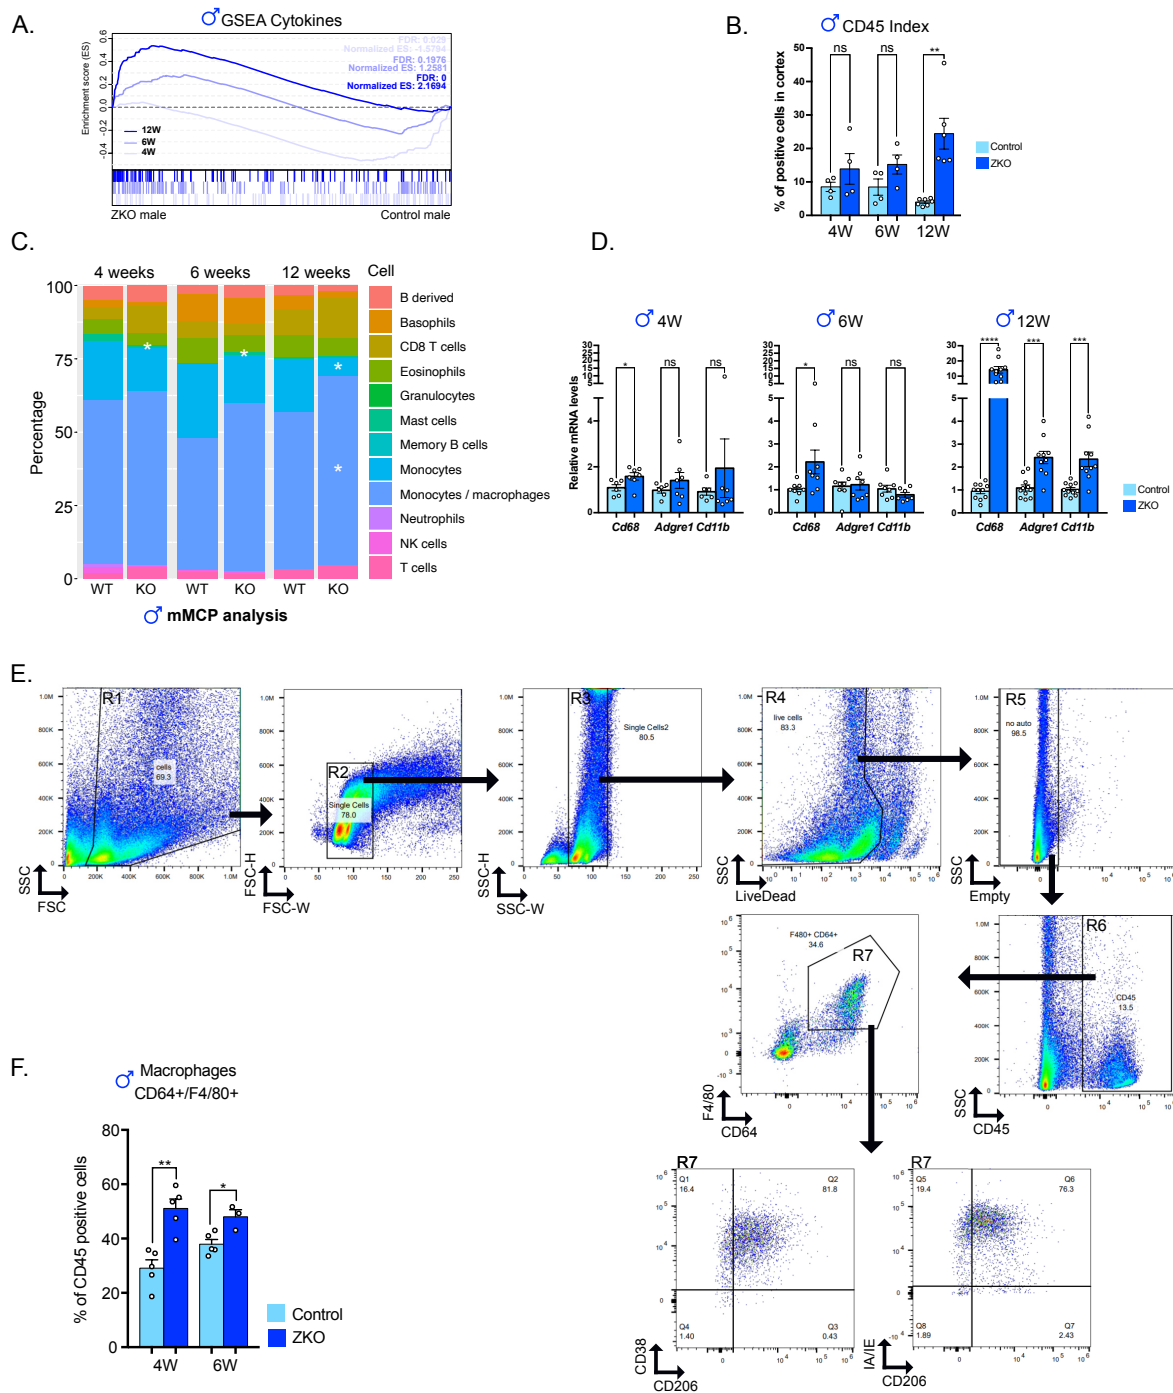

Supplementary Figure 2

Fig. S2. Characterization of immune infiltration in *Znrf3* cKO male mice. **A-** GSEA of gene expression from 4, 6 and 12 control and *Znrf3* cKO males. The plot represents enrichment of cytokines gene set in *Znrf3* cKO compared with controls adrenals. **B-** Quantification of the CD45⁺ index as the ratio of CD45-positive cells over total nuclei in the cortex of male control and *Znrf3* cKO mice at 4, 6 and 12 weeks. **C-** Stacked bar plots representing immune cell populations deconvoluted using the mMCP algorithm from gene expression data in control and *Znrf3* cKO adrenals at 4, 6 and 12 weeks. **D-** RTqPCR analysis of the expression of macrophages-related genes in control and *Znrf3* cKO males at 4, 6 and 12 weeks. **E-** Flow cytometry gating strategy to identify macrophages in adrenals from control and *Znrf3* cKO mice. The first gate (R1) was drawn to identify cells of interest and exclude debris. Cells were then gated to exclude doublets (R2 & R3) and live cells were identified using a Live/Dead stain (R4). Live cells were plotted against an empty channel to gate-off auto-fluorescent cells (R5). F4/80⁺ CD64⁺ macrophages (R7) were then identified from CD45⁺ cells (R6). From the macrophage population, M1 macrophage markers CD38 & MHC II (IA/IE) were used against the M2 marker CD206 to identify potential M1 vs M2 polarization. The provided example is from a control male at 4 weeks of age. **F-** Quantification of macrophages CD64⁺/F4/80⁺ as a percentage of CD45⁺ live cells in control and *Znrf3* cKO male adrenals at 4 and 6 weeks. Right panel, quantification of absolute numbers of macrophages by flow cytometry. Graphs represent mean $\pm$ SEM. Statistical analyses in B, C, D and F were conducted by Mann-Whitney tests. ns: not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

A.

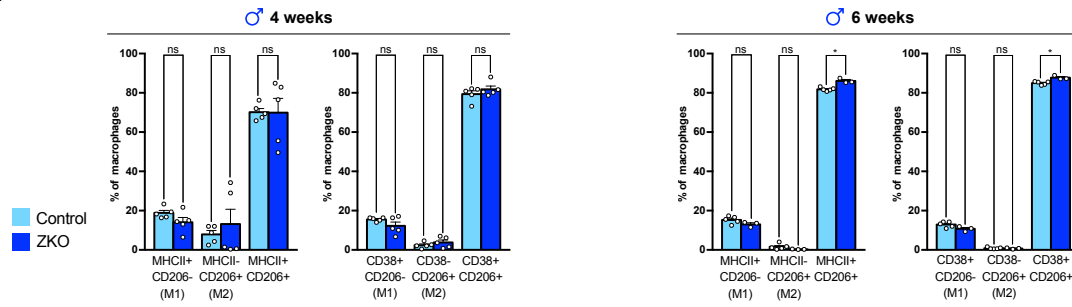

B.

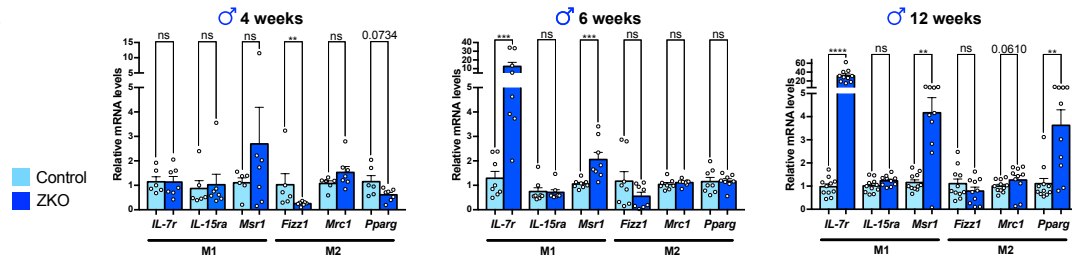

C.

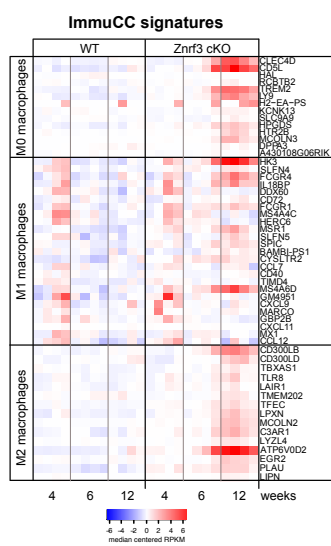

D.

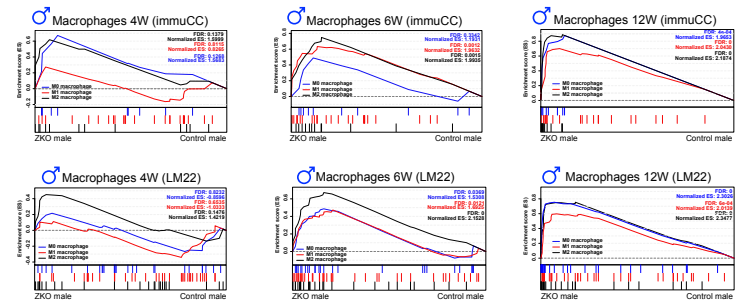

Supplementary Figure 3

Fig. S3. Characterization of macrophages in *Znrf3 cKO* male mice. **A-** Quantification of macrophages sub-populations by flow cytometry analysis of control and *Znrf3 cKO* male adrenals at 4 (left panels) and 6 weeks (right panels). **B-** RTqPCR analysis of the expression of M1 and M2 macrophages-related genes in control and *Znrf3 cKO* males at 4, 6 and 12 weeks. **C-** Heatmap showing expression of M0, M1 and M2 gene signatures (extracted from the ImmuCC dataset) in RNA sequencing data from control and *Znrf3 cKO* males at 4, 6 and 12 weeks. All genes in the datasets are represented **D-** GSEA of M0, M1 and M2 macrophages gene sets from the ImmuCC and LM22 datasets in male *Znrf3 cKO* adrenals compared with control adrenals at 4, 6 and 12 weeks. Graphs represent mean $\pm$ SEM. Statistical analyses in A and B were conducted by Mann-Whitney tests. ns: not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

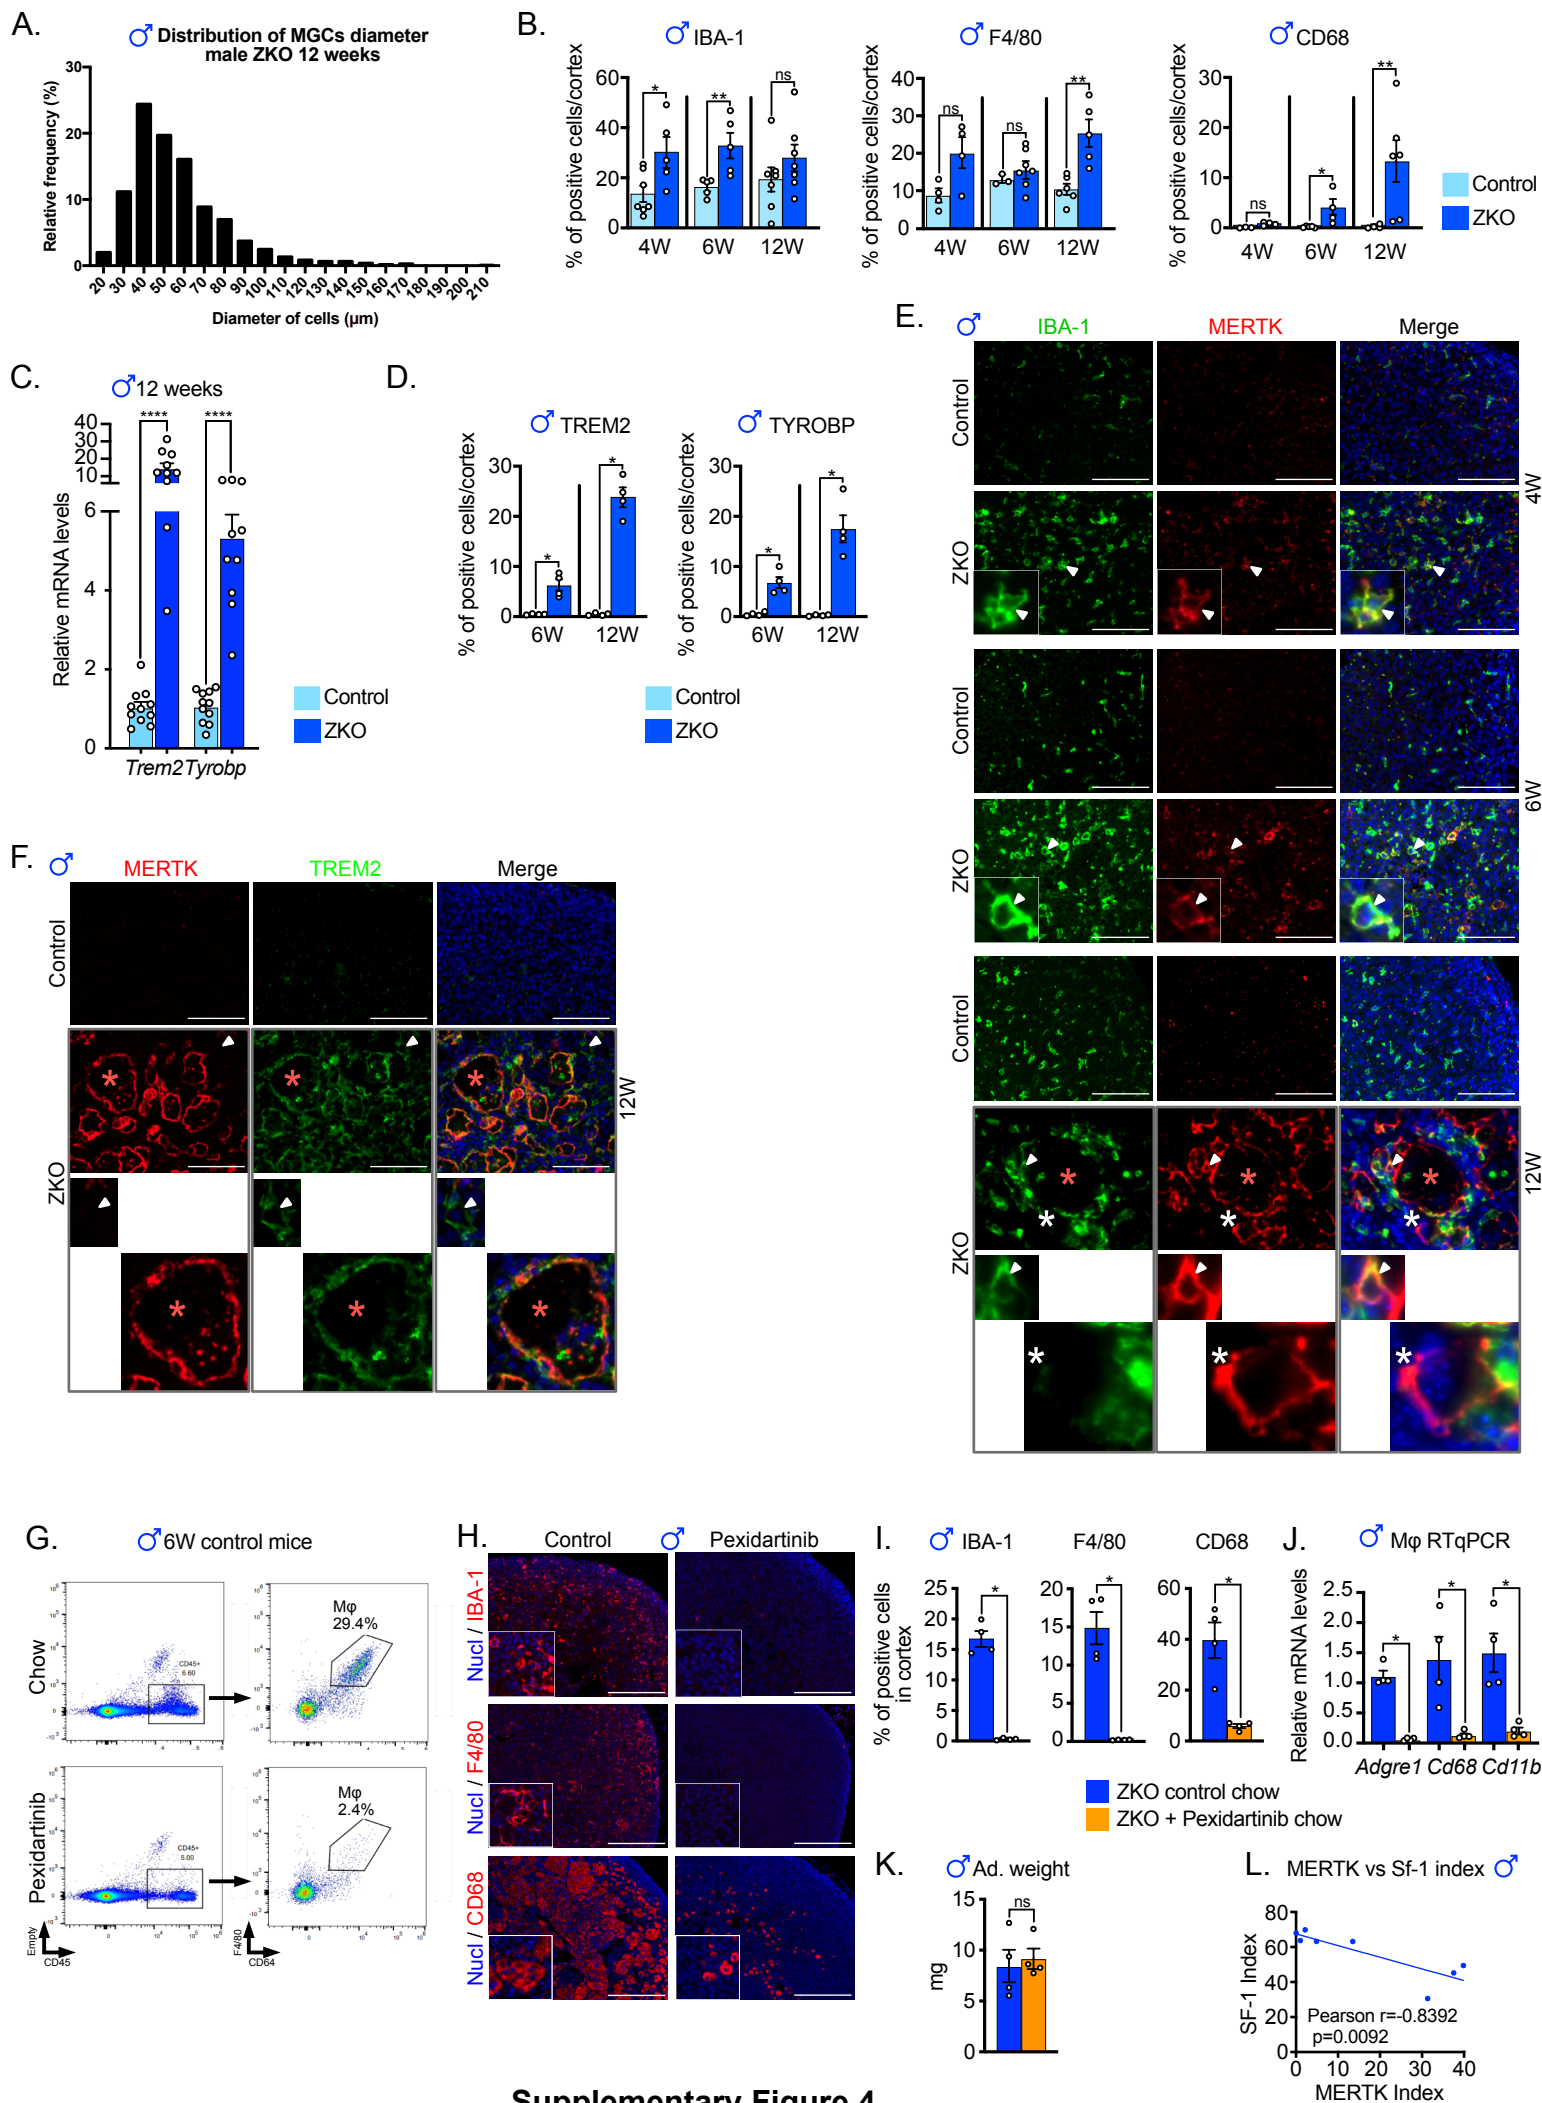

Supplementary Figure 4

Fig. S4. Characterization of multinucleated giant cells and impact of Pexidartinib treatment on macrophages. **A-** Diameter distribution of multinucleated giant cells in 12-week-old male *Znrf3 cKO* adrenals (n=5). **B-** Quantification of the IBA-1, F4/80 and CD68+ index as the ratio of positive cells over total nuclei in the cortex of male control and *Znrf3 cKO* mice at 4, 6 and 12 weeks. **C-** RTqPCR analysis of *Trem2* and *Tyrobp* expression in 12-week-old control and *Znrf3 cKO* male adrenals. **D-** Quantification of the TREM2 and TYROBP+ index as the ratio of positive cells over total nuclei in the cortex of male control and *Znrf3 cKO* mice at 6 and 12 weeks. **E-** Immunohistochemical analysis of IBA-1 and MERTK expression in control and *Znrf3 cKO* adrenals at 4, 6 and 12 weeks. Arrowheads show double-positive macrophages. White stars show MERTK-positive, IBA-1-negative mononucleated macrophages. Red stars show MERTK-positive, IBA-1-negative multinucleated macrophages. **F-** Immunohistochemical analysis of MERTK and TREM2 expression in control and *Znrf3 cKO* adrenals at 12 weeks. Arrowheads show double-positive mononucleated macrophages. Red stars show MERTK-positive, TREM2-positive multinucleated macrophages. **G-** Flow cytometry analysis of CD45+/CD64+/F4/80+ macrophages in the adrenals of 6-week-old control male mice fed for one week with a standard chow (top panels) or a chow enriched with 290 mg/kg of Pexidartinib. **H-** Immunohistochemical analysis of IBA-1, F4/80 and CD68 expression in male *Znrf3 cKO* mice treated with either control chow or pexidartinib-enriched chow (290 mg/kg) from 3 to 12 weeks. **I-** Quantification of the IBA-1, F4/80 and CD68+ index as the ratio of positive cells over total nuclei in the cortex of male *Znrf3 cKO* mice treated with control or pexidartinib-enriched chow. **J-** RTqPCR analysis of *Adgre1*, *Cd68* and *Cd11b* expression in the adrenals of *Znrf3 cKO* mice treated with control or pexidartinib-enriched chow. **K-** Adrenal weight in male *Znrf3 cKO* mice treated with either control chow or pexidartinib-enriched chow (290 mg/kg) from 3 to 12 weeks. **L-** Analysis of the correlation between MERTK and SF1-positive cell- indexes in *Znrf3 cKO* mice treated with either control chow or pexidartinib-enriched chow (290 mg/kg) from 3 to 12 weeks. Scale bar = 100 μ m (C-D); 200 μ m (F). Graphs in B, C, D, I, J and K represent mean $\pm$ SEM. Statistical analyses were conducted by Mann-Whitney tests. ns: not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

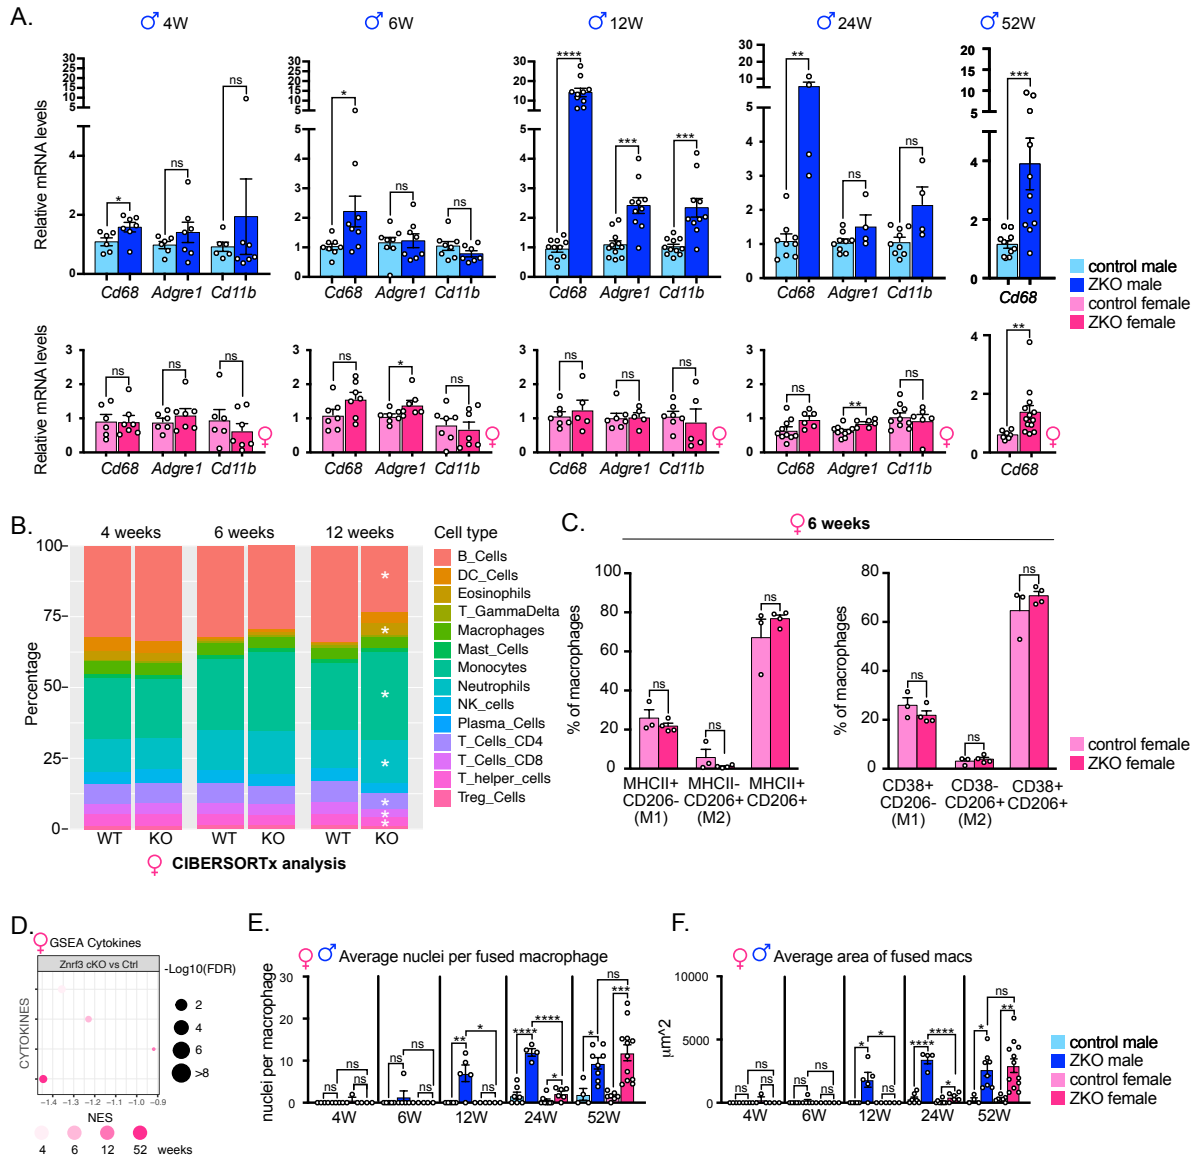

Supplementary Figure 5

Fig. S5. Characterization of immune infiltration in *Znrf3* cKO female mice, compared with males. **A-** RTqPCR analysis of the expression of macrophages-associated genes in control and *Znrf3* cKO males (top panels) and control and *Znrf3* cKO females (bottom panels) from 4 to 52 weeks. **B-** Stacked bar plots representing immune cell populations deconvoluted using CIBERSORTx and the LM22 expression matrix, from gene expression data in control and *Znrf3* cKO female adrenals at 4, 6 and 12 weeks. **C-** Quantification of macrophages sub-populations by flow cytometry analysis of control and *Znrf3* cKO female adrenals at 6 weeks. **D-** GSEA of gene expression from 4, 6, 12 and 52-week-old control and *Znrf3* cKO females. The plot represents enrichment of cytokines gene set in *Znrf3* cKO compared with control adrenals. **E-** Analysis of the number of nuclei per fused macrophages, determined on H&E sections of control and *Znrf3* cKO male and female adrenals from 4 to 52 weeks. **F-** Average area of fused macrophages (μm^2) determined on H&E sections of control and *Znrf3* cKO male and female adrenals from 4 to 52 weeks. Graphs in A, C, E and F represent mean $\pm$ SEM. Statistical analyses were conducted by Mann-Whitney tests in A, B and C and by two-way ANOVA in E and F. ns: not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$.

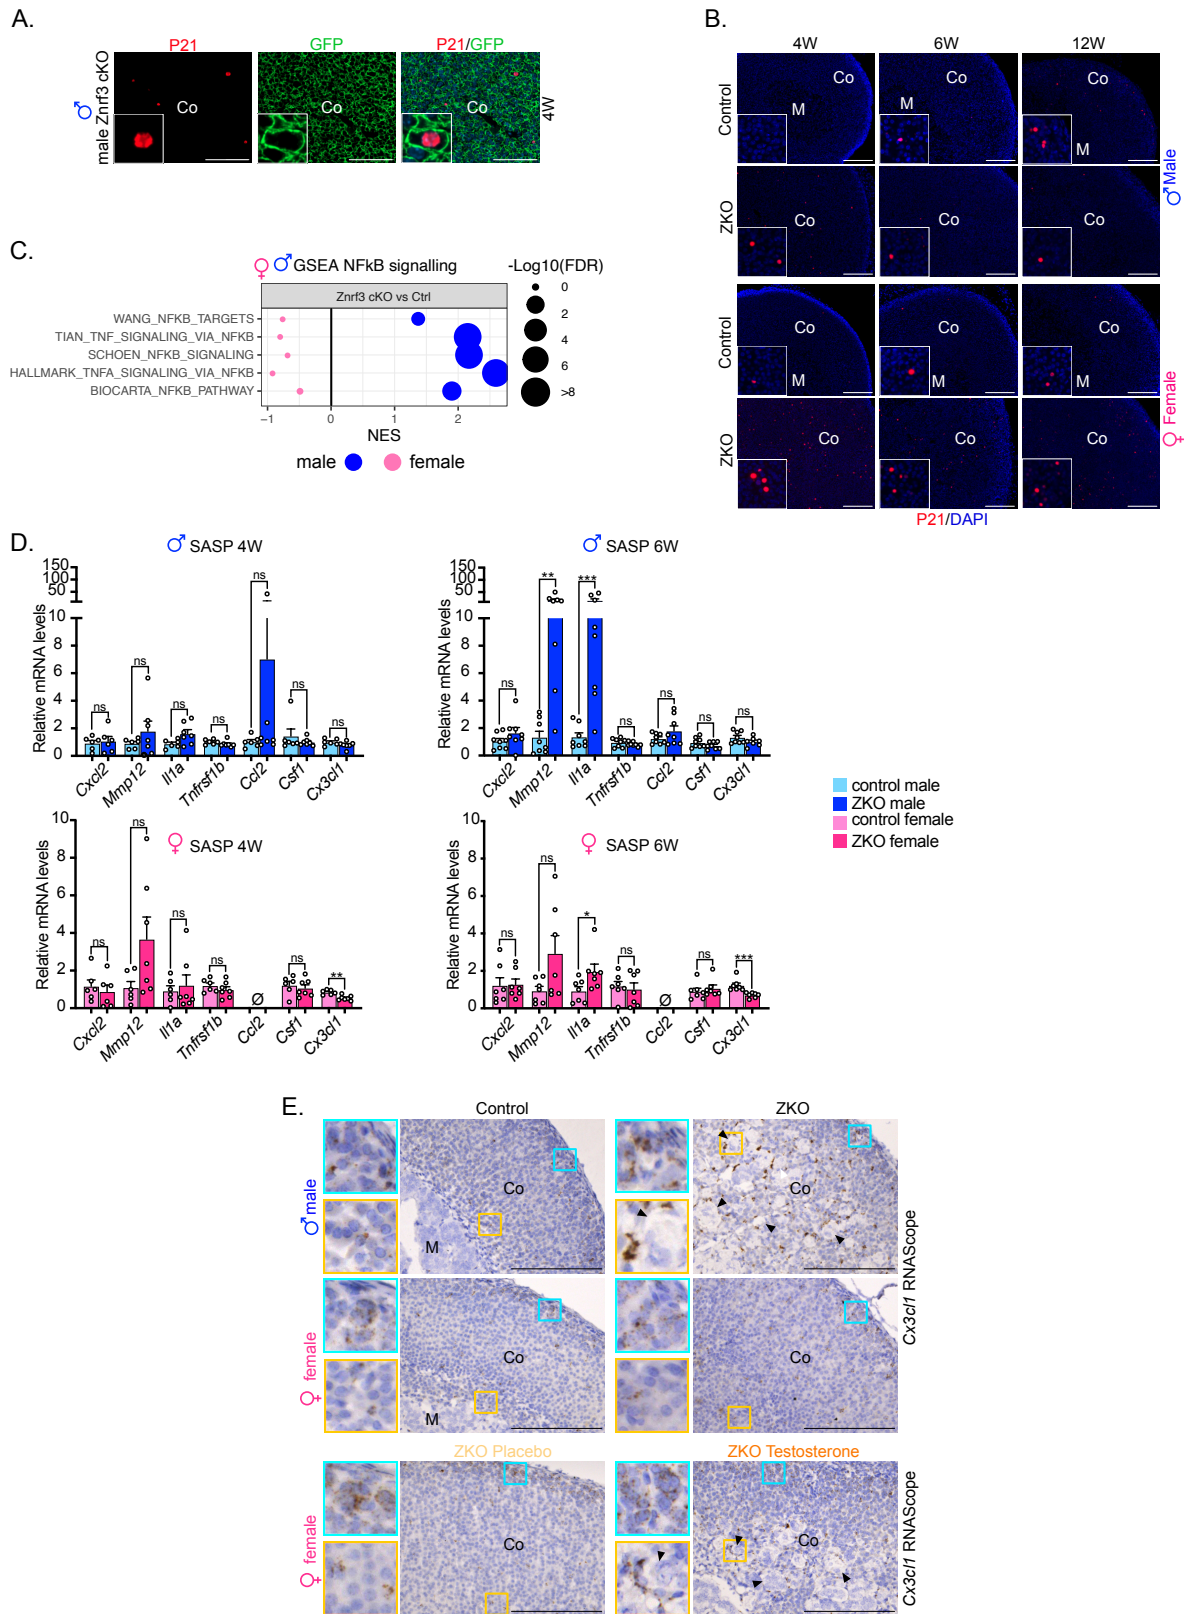

Supplementary Figure 6

Fig. S6. Characterization of senescence and SASP in *Znrf3* cKO mice. **A-** Immunohistochemical analysis of P21 and GFP (marking SF-1:Cre-mediated recombination of mTmG in steroidogenic cells) in 6-week-old male *Znrf3* cKO adrenals. **B-** Immunohistochemical analysis of P21 expression in control and *Znrf3* cKO male and female adrenals at 4, 6 and 12 weeks. **C-** GSEA of gene expression from 12-week-old control and *Znrf3* cKO males and females. The plot represents enrichment of NFkB-related gene sets in *Znrf3* cKO compared with control adrenals (sex matched). **D-** RTqPCR analysis of the expression of SASP-associated genes in control and *Znrf3* cKO males (top panels) and control and *Znrf3* cKO females (bottom panels) at 4 and 6 weeks. **E-** Expression of *Cx3cl1* mRNA analysed by RNAScope™ on sections of 12-week-old control and *Znrf3* cKO males and females (top panels) and 12-week-old placebo and testosterone-treated *Znrf3* cKO females (bottom panels). One external area of the cortex (blue box) and one area of the internal cortex, where fused macrophages reside, (yellow box) are shown enlarged on the left size of the corresponding images. Black arrowheads show fused macrophages. Co: cortex; M: medulla. Scale bar = 100 µm (A); 200 µm (B, E). Co: cortex; M: medulla. Graphs in D represent mean +/- SEM. Statistical analyses were conducted by Mann-Whitney tests. ns: not significant; * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

Fig. S7. Analysis of macrophage signatures in TCGA-ACC patients. **A-** Survival analysis of patients of the TCGA program dichotomised as patients with high (red) or low (blue) expression of the macrophage signature. **B-** Expression of a global (top panels) and phagocytic (bottom panels) macrophage gene signature in ACC patients from the TCGA program with respect to hormone secretion (NS: non-secreting tumour). **C-** GSEA of macrophages gene sets in TCGA ACC patients with high expression of the phagocytic signature, compared with patients with low phagocytic signature. **D-** GSEA of gene expression from TCGA ACC patients. The plot represents the top 35 enriched gene sets from the C5 Gene Ontology database (MSigDB), in patients with high expression of the phagocytic signature, compared with patients with low phagocytic signature. Statistical analyses in B were conducted by Mann-Whitney tests. ns: not significant.

A.

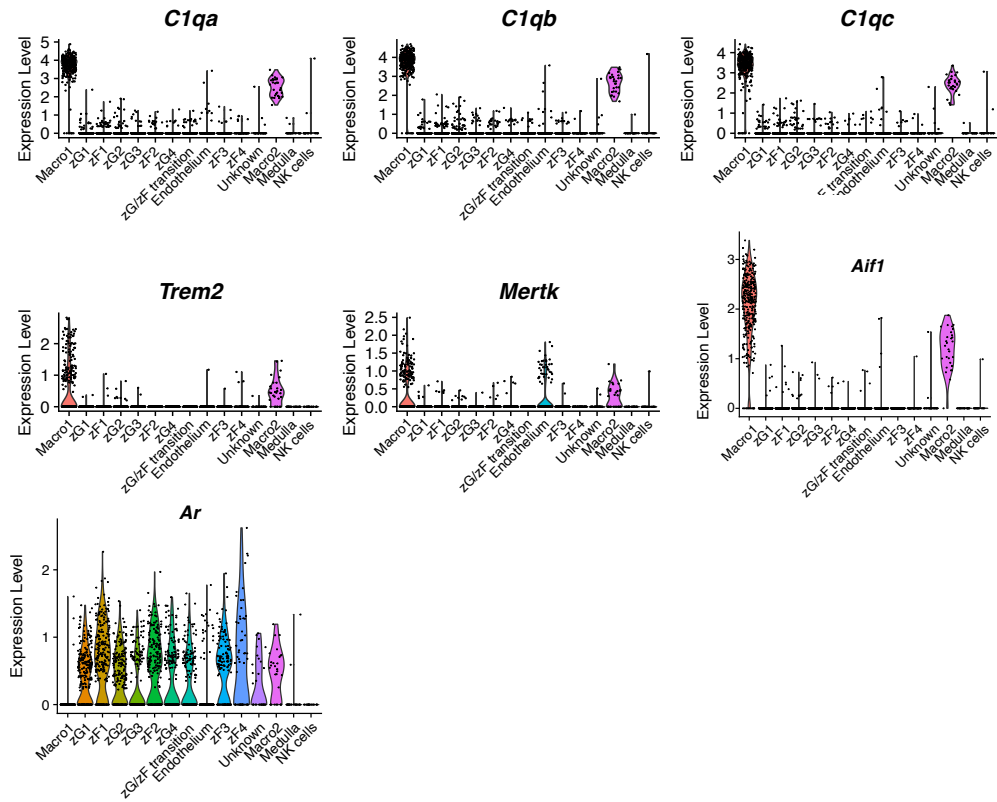

B.

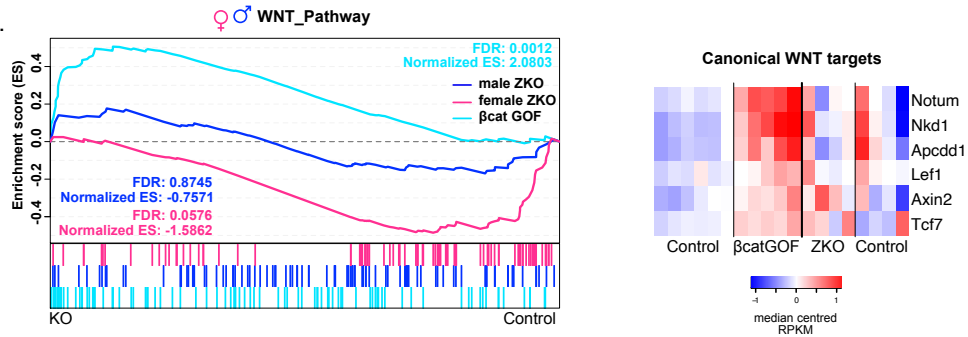

Supplementary Figure 8

Fig. S8. Gene expression in adrenal macrophages and canonical WNT pathway activation in mouse models. **A-** Expression of macrophages markers and Androgen Receptor (*Ar*) in single-cell RNA sequencing data from 10-week-old adult male mouse adrenals **B-** Left panel, GSEA of canonical WNT pathway genes in β -catenin gain of function mice (β catGOF) (64) and 12-week-old male and female *Znrf3* *cKO* mice compared with controls. Right panel, heatmap showing expression of canonical WNT pathway target genes in control, β catGOF and 12-week-old *Znrf3* *cKO* male mice.

Table S1. Conditions for immunohistochemistry.

Table S2. Protocol for adrenal tissue digestion before flow cytometry.

Table S3. Antibodies used in flow cytometry.

Table S4. Primers used for qPCR.

Table S5. Gene signatures used in GSEA analyses.

How the deposited data were processed for this re-analysis (not part of the article)

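RNA sequencing of mouse adrenals was analysed for 69 of 73 listed libraries, in 17 groups of sex, genotype and age (33 male and 36 female libraries, 4 per group and 5 in male controls at 12 weeks). No source used here states whether each library came from a separate mouse. The authors demultiplexed reads with bcl2fastq (version 2.20.0.422 in the paper and 2.17.1.14 in the labels of the samples), trimmed them with cutadapt 3.2, checked them with FastQC 0.11.7, aligned them with HISAT2 2.2.1 to mm10, counted reads per annotated gene with SummarizeOverlaps and made RPKM values, which they deposited as one table of 54838 genes. The authors tested differential expression with DESeq2 1.34.0.

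The unit and scaling were checked on the values. Lengths of transcripts from the annotation, known for 54723 genes, and the spacing of low values gave back whole reads for 54103 genes in every library, and from these the reads per library, given above. The scaling of the RPKM matches median-of-ratios factors computed within each sex and age, except for females at 78 weeks, where 4 columns are copies (below). Of the genes, 9688 were at 0 in every library, mitochondrial genes among them, 1233 had no symbol and 203 shared a symbol with another. The 4 columns of female Znrf3 cKO at 78 weeks repeat those of male Znrf3 cKO of that age, so they entered no comparison, and the comparisons planned for them were not run. The tool planned for files of counts was replaced by the one planned for files of RPKM only, limma with a trend.

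All computing used R 4.3.3 with limma 3.58.1, fgsea 1.28.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For 19 comparisons, genes with a mean of at least 0.5 RPKM in at least 1 of the compared groups were fitted on log2(RPKM + 1) with limma (moderated t statistics with a trend), and p-values were adjusted over the tested genes by the method of Benjamini and Hochberg with a threshold of 0.05 (0.1 for the genes of Fig. 6D, the level of the paper). They compared Znrf3 cKO with controls at each age in each sex, males with females at 12 weeks within each genotype, and the effect of the knockout between sexes or ages through interaction terms. Means and SD are of the RPKM values, and log2 fold changes are of log2(RPKM + 1).

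The lists of Table S5 were tested with fgsea (gene permutation, 10000 permutations, weight 1, at least 5 members). Genes were ranked by the signal-to-noise ratio of the RPKM values, with each SD at least 0.2 times its mean, and p-values were adjusted over the lists tested in a comparison. Such permutations take genes as independent, so each list was also tested with camera in limma, with a preset correlation between genes of 0.01 and with one estimated from the libraries. A score per library was the mean of log2(RPKM + 1) over a list's measured genes, compared by an exact permutation test whose smallest p is 0.029 for 4 against 4 libraries and 0.0079 for 5 against 4. Other lists held markers of cell types and pathways of the adrenal, chosen from general knowledge. In the text copy of Table S5 the end of the Hallmark list stands one column to the left, and those entries were read as part of the Hallmark list.

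Genes were named by a rule. It takes Znrf3 and genes that check the sex, every gene the paper names for its RNA sequencing or RT-qPCR, and in each comparison up to 10 rises and 10 falls with the largest log2 fold changes among genes past the threshold with a mean of at least 5 RPKM in the higher group and libraries fully separated (without predicted genes and pseudogenes). It also takes up to 4 members past the threshold with the smallest p of each list, and Akr1c18, Pik3c2g, Glb1, Cdkn1a, Cdkn2a and Mki67. The text gives a part of these genes, and some that the rule takes are not reported here. The values of genes that the paper's figures and tables show had been seen.

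Alternatives were a pseudocount of 0.1, no filter on low values, an absolute log2 fold change of at least 1, one fit over all groups, adjustment over a list alone, a threshold of 0.05 for the genes of Fig. 6D, ranking by the moderated statistic, camera, lists without genes of the macrophage lists or without immunoglobulin and T cell receptor genes, medians in place of means, and each library left out in turn. Added later were values rescaled to a common sum, precision weights on recovered reads, one scaling over both sexes, and 78-week males without PRVL74 and PRVL78. A count was taken as moved at 1.5 times. Up to 100 other splits of the libraries of each comparison were fitted in the same way. Libraries far from their group were found with Dixon's test in groups of 4 to 10, which by chance marks about 1 in 20 groups. The fits were tested on simulated data with 200 changed genes.

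Adrenal weights, histology, flow cytometry, RT-qPCR, the CIBERSORTx estimates, the ontology sets of Fig. 2A and the human tumors were not analysed here.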

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

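The tests of the fall of chromaffin cell genes, of the rise of mast cell genes and of the 78-week males given in this part were chosen only after the results were seen. The other tests were planned.

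Some libraries lay far from the rest of their group by Dixon's test. Chance alone marks about 1 in 20 groups, and of 366 groups of values of the named genes 29 (7.9%) were marked. Recovered reads were low in PRVL23 of male controls at 12 weeks (18398824) and in PRVL68 of female controls at 12 weeks (44378021). The sum of RPKM was high in PRVL28 of male controls at 12 weeks (602574) and PRVL74 of male controls at 78 weeks (889905), and the percent of that sum in genes under 300 bases in PRVL74 (13.8) and in PRVL70 of female Znrf3 cKO at 12 weeks (32.1). The adrenal macrophage score was high in PRVL55 of female Znrf3 cKO at 4 weeks (3.97) and PRVL69 of female controls at 12 weeks (3.31). The chromaffin cell score was low in PRVL1 of male Znrf3 cKO at 6 weeks (2.93) and high in PRVL47 of female Znrf3 cKO at 52 weeks (3.44). The steroidogenesis score was high in PRVL17 of male Znrf3 cKO at 4 weeks (8.54), and the score of lipid-associated macrophages in PRVL52 of female controls at 4 weeks (5.32).

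Among the genes named in the text, PRVL78 of male Znrf3 cKO at 78 weeks was the highest by far for 6 of 9 (C1qa, C1qb, C1qc, Cd68, Lgals3 and Trem2) and PRVL75 of the controls for 1 (Cd68). In males at 12 weeks, out of 56 genes, PRVL30 (Sbsn), PRVL23 (P2ry2), PRVL25 (Cd4) and PRVL28 (Fcgr3) were each the highest for 1, and PRVL33 (Plau) and PRVL28 (Slamf7) each the lowest for 1. In males at 6 weeks, out of 26, PRVL1 was the highest for 2 (Lgals3 and Trem2), and PRVL6 (Pparg) and PRVL9 (Cd55) for 1 each. In males at 4 weeks, out of 23, PRVL17 was the lowest for 2 (Apcdd1 and Nr6a1), and PRVL11 (Chga) and PRVL12 (Adgre1) were the highest for 1 each. In females at 4 weeks, out of 10, PRVL55 (Cd68) and PRVL57 (Pik3c2g) were the highest and PRVL50 (Znrf3) the lowest for 1 each. In females PRVL59 was the highest for 2 of 14 at 6 weeks (Apoe and Mgat4c), PRVL73 the lowest for 1 of 27 at 12 weeks (Nkd1), and PRVL47 (Pnmt) and PRVL42 (Trem2) the highest for 1 each of 18 at 52 weeks.

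The effect of the knockout differed between groups by limma's interaction test. Between the sexes it differed at 544 genes at 4 weeks, 426 at 6 weeks and 1113 at 12 weeks, and between ages at 39 (males, 6 against 4 weeks), 428 (12 against 6), 972 (12 against 4), 1 (78 against 12), 259 (females, 12 against 4) and 5472 (females, 52 against 12). By an exact permutation test of list scores, 7 of 62 lists differed between the sexes at 6 weeks and 32 of 62 at 12 weeks. At 4 weeks the lowest adjusted p of the 65 lists was 0.79. The counts of genes were set against those of other splits of the same libraries, which shuffle genotype within each sex or age. Such splits break up the knockout effect that both strata share, so they cannot decide whether a difference between effects is chance. For 972 and 5472 genes 1 of 100 splits each was as large (highest other 840 and 2819). For 544, 426, 1113, 39 and 428 genes 3, 2, 2, 4 and 3 of 100 splits were as large, below the 5% set beforehand. There the highest other splits called 1351, 1624, 1406, 1538 and 1446 genes. For 1 and 259 genes 5 of 100 splits each were as large (highest other 528 and 1599). Splits that call several times the real count point to a structure of the samples. The effect of genotype that both strata share is a candidate, since a split that exchanges genotypes within 1 stratum turns it into a difference. Which splits gave the high counts was not examined.

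The splits of each knockout comparison itself were counted too. In males at 4 weeks (1480 genes, highest other split 4) and 6 weeks (1917 and 1), no other split called as many genes. The same held in females at 4, 6, 12 and 52 weeks (4687 and 40, 1581 and 0, 5024 and 0, 3462 and 0). Each gave 1 of 35 splits, the smallest share that 4 against 4 libraries allow, so chance is unlikely but not excluded. Such splits do not address a litter or batch that goes with genotype. In males at 12 weeks 2 of 100 splits were as large, with 1018 genes in the real and 1472 in the highest other split, a split that points to a structure among these libraries. In males at 78 weeks the comparison says nothing about chance, since each of the 35 splits reaches a real count of 0 by construction (highest other 10). Between the sexes at 12 weeks no other split called as many genes, for Znrf3 cKO (10287 genes, highest other 1, 1 of 35) and for controls (8130, highest other 3810, 1 of 100). A batch that goes with sex is not addressed by these splits.

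Signals outside the paper's questions were the rise of 7 of 8 mast cell genes in female Znrf3 cKO at 52 weeks, the fall of 6 of 7 at 4 weeks, the fall of 13 of 13 chromaffin cell genes in females at 52 weeks and of 12 of 13 in males at 6 weeks, Akr1c18 in females at 4 weeks (log2 fold change -7.09) and Ren1 in females at 52 weeks (-5.19).

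The fall of chromaffin cell genes was seen in each sex. A larger cortex could dilute every other cell type alike. The chromaffin score minus the endothelium score was lower in every Znrf3 cKO than in every control library in 6 of 7 comparisons. These ran from 4 to 52 weeks, and the exception was males at 12 weeks. The chromaffin score minus that of capsule and fibroblasts gave the same. These values argue against an equal dilution of all other cell types. They cannot decide whether a larger cortex diluted the medulla, since endothelium and capsule may grow with the cortex. The score of capsule and fibroblasts was itself below controls in all 7, by 0.151 to 0.994, so dilution stays open. That 74 chromaffin genes, summed over the 7 comparisons, were lower after rescaling to a common sum argues against the authors' scaling as the whole cause. A change in the medulla, in its share of the gland or in dissection stays open, and was not tested.

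The rise of mast cell genes in females at 52 weeks could come from fat or capsule carried along with the gland. The adipocyte and capsule scores did not rise with them (the higher of the differences from controls was -0.075, against 2.51 for the mast cell score), and with any 1 library left out at least 6 of the 8 genes rose, which argues against such tissue and against a single library as the cause. An influx of mast cells is a hypothesis that remains, found and tested on the same libraries.

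No gene passed in limma in males at 78 weeks, where 1118 had an unadjusted p under 0.05, precision weights also gave 0 and one fit over all groups 1713. The 2 libraries that stand apart, PRVL74 and PRVL78, are hard to take for the whole reason, since without both 0 genes passed, while 3 against 3 libraries at 6 weeks gave 891 to 2118. A wider spread at this age may be one, since the lower median SD of the 2 groups was 1.24 times the highest of the other male groups. Whether tumors or regressed glands of old males vary in biology was not tested.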

How the results depend on the processing

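The data are RPKM, so alternatives planned for files of counts (another count normalization, count-based tests, among them DESeq2, and RPKM beside counts) were not run, also not on the recovered reads. The comparisons planned for female Znrf3 cKO at 78 weeks were not run either. The paper states that controls were littermates, but the labels give no litters and the library names share no replicate numbers, so no paired analysis was possible. Values rescaled to a common sum, precision weights on recovered reads, one scaling over both sexes and the 78-week comparison without PRVL74 and PRVL78 were chosen after seeing the data. No call given in the text became a call in the opposite direction, but the larger side of the changed genes turned in some. Rescaled to a common sum, higher and lower genes went from 2809 and 1878 to 1727 and 2445 in females at 4 weeks, from 2964 and 2060 to 153 and 1298 at 12 weeks and from 1678 and 1784 to 3704 and 1200 at 52 weeks, and from 2480 and 2992 to 4186 and 308 for females 52 against 12 weeks. With one scaling over both sexes, male against female Znrf3 cKO went from 6389 and 3898 to 5038 and 5345 and controls from 5100 and 3030 to 3482 and 4252. Such turns were also seen with a log2 fold change of at least 1 in females at 4 (78 and 356) and 12 weeks (58 and 149), and among smaller counts in other settings and fits with 1 library left out. Data were simulated with the spread of the controls. In males at 12 weeks limma recovered 66% of genes changed by a log2 of 1 and 92% of those changed by 2. It recovered 39 and 71% in males at 78 weeks and 83 and 98% in females at 12 weeks, and called 7 to 10 unchanged genes. The set test called 20 of 20 raised lists and 0 of 100 unchanged ones. The simulated genes were drawn independently and the lists filled at random, so this cannot show how the set test behaves with correlated genes. The adrenal macrophage list in males at 12 weeks had an estimated correlation of 0.348. At the lowest depth 1 read in 1 kb is 0.093 RPKM, so changes of genes below the filter of 0.5 RPKM were left untested. Where a value below moved or lost its call, the cause was not tested, except that a size threshold admits fewer genes by construction.

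With an absolute log2 fold change of at least 1, changed genes in males went from 1480 to 348 (4 weeks), 1917 to 471 (6 weeks) and 1018 to 323 (12 weeks), and in females from 4687 to 434 (4 weeks), 1581 to 325 (6 weeks), 5024 to 207 (12 weeks) and 3462 to 400 (52 weeks). With all groups in one fit they went from 1018 to 2017 and 0 to 1713 in males at 12 and 78 weeks and from 5024 to 1353 in females at 12 weeks. Rescaled to a common sum, females at 12 weeks gave 1451, the differences of the knockout effect between the sexes 144 against 544 (4 weeks) and 720 against 1113 (12 weeks), and those between ages 7 against 39 (males 6 against 4 weeks), 236 against 428 (12 against 6), 0 against 1 (78 against 12) and 45 against 259 (females 12 against 4). Precision weights gave 57 and 177 genes for the sex difference at 4 and 6 weeks (544 and 426) and 1 for males 6 against 4 weeks (39). With no filter on low values, males at 12 weeks gave 584 genes (1018), the sex difference 53 and 263 at 4 and 6 weeks (544 and 426), and the age differences 15 (39), 132 (428), 2 (1) and 140 (259). For the genes of Fig. 6D at 0.1, adjustment over the list alone gave 22 higher and 2 lower, 24 in all, in males (13) and 2 in females (4), and a threshold of 0.05 gave 2 in females.

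With camera and an estimated correlation, 1 list still passed (of 7 phagocytosis lists in males at 6 weeks), and those called fell to 0, among others, for macrophages (2, 5, 6 and 6 higher in males at 4, 6, 12 and 78 weeks, 4 and 1 in females at 6 and 52 weeks, and 6 in male against female Znrf3 cKO), for phagocytosis in males at 12 and 78 weeks (11 and 8) and females at 6 weeks (1), for senescence (4 and 1 lower in males at 4 and 6 weeks, 5 and 4 higher at 12 and 78 weeks, and 2, 4, 1 and 1 lower in females at 4, 6, 12 and 52 weeks), for NFκB (4, males at 12 weeks) and for DNA replication (2 in males at 78 weeks and 2 in females at 52 weeks). The cytokine list moved from an adjusted p of 0.045 to 0.24 (males, 4 weeks), 0.00037 to 0.21 (males, 12 weeks) and 0.019 to 0.74 (females, 52 weeks). With the preset correlation 0 of 2 macrophage lists in males at 4 weeks and 2 of 4 in females at 6 weeks, 0 of 1 phagocytosis lists in females at 6 weeks, 0 of 2 NFκB lists in males at 6 weeks, and 0 of 1 and 2 of 4 senescence lists lower in males and females at 6 weeks were called, and 1 phagocytosis list in females at 52 weeks against 0. Ranking by the moderated statistic gave 1 macrophage list in males at 4 weeks (2). With no filter there was 1 such list, 2 phagocytosis lists in males at 4 weeks (0) and 3 in females at 6 weeks (1), 2 senescence lists higher in males at 6 weeks (0) and 2 lower in females at 12 weeks (1). Without genes of the macrophage lists, 3 of 7 phagocytosis lists were called in males at 6 weeks and 0 of 1 in females at 6 weeks.

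With 1 library left out, changed genes ran in males from 702 (without PRVL14) to 1419 (PRVL17) at 4 weeks, 1259 (PRVL6) to 2444 (PRVL8) at 6 weeks and 374 (PRVL32) to 2359 (PRVL28) at 12 weeks, and in females from 2770 (PRVL53) to 6141 (PRVL50), 694 (PRVL58) to 1708 (PRVL65) and 1536 (PRVL42) to 6839 (PRVL47) at 4, 6 and 52 weeks. Sex differences ran from 0 (PRVL15) to 2156 (PRVL50), 207 (PRVL64) to 466 (PRVL65) and 662 (PRVL32) to 1392 (PRVL29) at 4, 6 and 12 weeks. Age differences ran from 0 (PRVL12) to 65 (PRVL4) for males 6 against 4 weeks, 143 (PRVL32) to 653 (PRVL33) for 12 against 6, 590 (PRVL32) to 1745 (PRVL28) for 12 against 4, 0 (PRVL24) to 36 (PRVL78) for 78 against 12, and 86 (PRVL53) to 1685 (PRVL50) for females 12 against 4. The genes of Fig. 6D ran from 7 (PRVL32) to 16 (PRVL33) in males and 2 (PRVL71) to 4 in females. The adjusted p of the cytokine list ran from 0.024 (PRVL11) to 0.22 (PRVL12) in males at 4 weeks and 0.0039 (PRVL47) to 0.082 (PRVL46) in females at 52 weeks. Macrophage lists ran from 0 (PRVL10) to 2 in males at 4 weeks and 0 to 1 (PRVL69) in females at 12 weeks, phagocytosis lists from 0 to 1 (PRVL17) in males at 4 weeks and 1 to 3 (PRVL60), 0 to 2 (PRVL73) and 0 to 4 (PRVL43) in females at 6, 12 and 52 weeks, and DNA replication lists from 0 (PRVL77) to 2 in males at 78 weeks. Senescence lists ran from 0 to 3 (PRVL2) higher in males at 6 weeks, and lower from 2 (PRVL15) to 4 in males at 4 weeks and from 1 (PRVL50) to 3 (PRVL51), 2 (PRVL58) to 4 and 1 to 2 (PRVL66) in females at 4, 6 and 12 weeks.

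Of the values for single genes, single lists and list members, 194 kept their call or count with all groups in one fit (22 lost it, 11 gained one and 22 counts moved), 277 with no filter (19, 1 and 16), 255 after rescaling (14, 2 and 12), 269 with precision weights (2, 3 and 0), 254 with a pseudocount of 0.1 (0, 2 and 1) and 2519 in the fits with 1 library left out (138, 17 and 114). With camera and an estimated correlation 5 single lists kept their call or lack of one and 25 lost it, with the preset correlation 29 and 1. One scaling over both sexes kept 18 and lost 1. Leaving out immunoglobulin and T cell receptor genes changed none of 8 counts of phagocytosis lists, and medians in place of means turned none of 8 list scores.

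Further calls of genes and counts of list members that changed include these. With all groups in one fit, Lgals3 (adjusted p = 0.0554), Trem2 (0.281), Tyrobp (0.285), C1qa (0.127), C1qb (0.198) and C1qc (0.146) in females at 6 weeks, Axl (0.547), Pros1 (0.0932), Tyro3 (0.121) and Spp1 (0.29) in females at 12 weeks, Lgals3 (0.162) in females at 52 weeks, Plau (0.118) in males at 4 weeks and Msr1 (0.13) and Nkd1 (0.109) in males at 6 weeks no longer passed, while Trem2 (0.022) and Cd68 (0.0402) in males at 6 weeks, Trem2 (0.00712), Znrf3 (0.017) and Cyp11b1 (0.023) in males at 78 weeks and Adgre1 in females at 52 weeks (0.0232) did. With no filter Icam1 (0.0731) in males at 12 weeks, Trem2 (0.0683), C1qa (0.0744) and C1qb (0.0533) in females at 6 weeks and Axl (0.0721) and Nkd1 (0.077) in females at 12 weeks no longer passed. After rescaling Msr1 (0.0558) in males at 6 weeks, C1qa (0.0521) in females at 6 weeks, Axl (0.107) in females at 12 weeks and Csf1r (0.0608) between controls no longer passed and Adgre1 in females at 52 weeks did (0.0422, and 0.0491 with a pseudocount of 0.1). Pparg in males at 6 weeks was lost with precision weights (0.0567). With no filter the members that rose in males at 12 weeks were 10 of the cytokine list, 10 of SenMayo, 8 of the lysosomal list and 0 of the find-me list, and 0 chromaffin genes fell (8 with all groups in one fit). At 6 weeks in males the adrenal macrophage list had 5 rises with all groups in one fit, the M1 list 1, the M2 list 3 and SenMayo 7 falls, and the RT-qPCR genes 1 with no filter. In females the adrenal macrophage list had 10 rises at 6 weeks with no filter, 2 with all groups in one fit and 7 after rescaling, and at 12 weeks 3, 1 and 0, with 2, 0 and 3 falls. Phagocytosis signalling had 2 rises at 6 weeks with no filter and 3 with all groups in one fit, 1 at 12 weeks after rescaling, and 3 and 1 at 52 weeks, and its falls at 12 weeks were 0 with all groups in one fit and 2 after rescaling. The cytokine list in females had 6 rises and 3 falls at 12 weeks with all groups in one fit, and at 52 weeks 3 rises with all groups in one fit or after rescaling and 5 falls with no filter. Of its members 10 differed between the sexes at 12 weeks with no filter, more positive in males.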

Differences from the paper's values

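Of the normalized enrichment scores that can be read from the paper's figures, 9 differ from those found here by more than the SD of the scores found with 1 library left out. That SD (0.04 for the ImmuCC and 0.05 for the adrenal list in males at 12 weeks) understates the uncertainty of a score, since such fits share most libraries. It also leaves out the error of reading by eye, so small gaps may not be real differences. In males at 12 weeks the paper's scores are about 2.8, about 3.3 and about 2.6 for the ImmuCC, adrenal and LM22 macrophage lists in Fig. 2E, read by eye, and 2.71, 3.13 and 2.44 here. For the cytokine list of fig. S2A the paper's scores, read by eye, are about 1.3 at 6 weeks and about 2.2 at 12 weeks, against -0.95 and 2.09 here. The score at 6 weeks did not pass in fgsea (adjusted p = 0.61). Its sign is unsettled, since camera gave the higher direction (adjusted p = 0.54 with an estimated correlation). For male against female Znrf3 cKO the paper's scores are about 1.8, about 2.2 and about 1.6 for the same 3 macrophage lists in Fig. 4C, read by eye, against 2.14, 2.70 and 2.16 here. In females at 12 weeks the paper's score of the cytokine list is about -0.92 in Fig. 4D, read by eye, against -1.39. Of the alternatives set before the data were examined, ranking by the moderated statistic and no filter on low values were run for these 9 scores, and with either each of the 9 still differs, though not always on the same side. With no filter the scores in males at 12 weeks were 3.01, 3.58 and 2.75 for the ImmuCC, adrenal and LM22 lists and 2.36 for the cytokine list, above the paper's, which lie between the 2 settings. The score of the cytokine list in females at 12 weeks turned from -1.39 to 0.87 with ranking by the moderated statistic (adjusted p = 0.25 and 0.99).

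Some statements of the paper differ from results here. In the paper most senescence lists are enriched in males at 6 and at 12 weeks, while here 0 of 8 were higher at 6 weeks (2 with no filter on low values, 3 without PRVL2) and 5 of 8 at 12 weeks. The paper describes many cytokine genes as rising at 6 weeks, where here 3 of 83 members of the list rose and 8 fell. The paper reports no enriched phagocytosis list in females at any age, while 1 of 12 was higher here at 6 weeks. That list was not higher with camera at the preset or an estimated correlation, nor without genes of the macrophage lists. The paper reports no enrichment of cell cycle pathways in males at 78 weeks, while both DNA replication lists were higher here, and neither was with an estimated correlation between genes.

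Single genes differ too. The paper's calls in its sequencing data come from DESeq2. Those here come from limma on log2(RPKM + 1), which understates the changes of genes with low values. The paper counts the genes of Fig. 6D as deregulated in males at 12 weeks at an adjusted p of 0.1, while 13 of 24 measured passed here at that threshold. Adjusted over the list alone 24 of 24 passed. The list was chosen for such calls in these libraries, so that outcome was nearly fixed in advance and settles nothing. On the scale of ratios of means, the log2 folds of these genes do not differ from the figure by more than their spread. Among them Ccl2 and Csf1 did not pass at 0.05 or 0.1 (adjusted p = 0.258 and 0.181), while the paper also reports rises of both by RT-qPCR. Ccl2 passed without PRVL33 (0.00563), and Cxcl2 (0.219) with all groups in one fit (0.00796). Cxcl1 (0.0613) passed at 0.1 and reached 0.05 with a pseudocount of 0.1 (0.0481), without PRVL28 or PRVL33 (0.0483 and 0.0268), and with precision weights (0.0359). Mfge8 and P2ry2 rise in the paper at 12 weeks, Mfge8 by RT-qPCR as well, and did not pass here (0.0696 and 0.0779). They passed with all groups in one fit (0.000129 and 0.00234), without PRVL33 (0.0111 and 0.014), and with precision weights (0.0479 and 0.0442). Precision weights were chosen after seeing the values, and drop 0 of the genes given in the text that the paper calls at 12 weeks and that passed here. The fit of all groups loses 1 of these, Icam1 (0.0723). Gpr132 rises in the paper and did not pass here (0.0998). PHAGOLYSOSOME_ASSEMBLY, with a positive score at 12 weeks in Fig. 3A, had a score of 1.43 here (adjusted p = 0.085) and passed with no filter on low values (0.044, with the adjusted p of its other alternatives from 0.058 to 0.22). C1qa, C1qb, C1qc, Slamf7, Trem2, Tyrobp, Mertk, Lgals3, Cx3cl1 and P2ry6 rise at 12 weeks in males in the paper and here.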

Other observations

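Some genes of other cell types of the gland also moved. In female Znrf3 cKO adrenals at 4 weeks, Pik3c2g, a lipid kinase gene of the X-zone, was 0.322 ± 0.601 RPKM against 22.5 ± 12.5 in controls, beside the fall of Akr1c18, given above. No list of X-zone genes was tested. In those libraries 6 of 7 mast cell genes fell, such as the carboxypeptidase gene Cpa3 (1.31 ± 0.650 against 18.9 ± 9.23, adjusted p = 0.00146 from limma). In the same libraries 4 of 7 adipocyte genes fell, and the adipocyte and capsule scores were 1.46 and 0.88 below controls (exact permutation p = 0.029 each), so less fat or capsule in these samples was not excluded as the cause. At 52 weeks 7 of 8 rose, with Cpa3 at 32.2 ± 17.4 against 1.10 ± 0.260, and so did the tryptase gene Tpsab1, which is not in that list (21.1 ± 12.9 against 0.0298 ± 0.0271; adjusted p = 0.000336 and 0.000953). Also at 52 weeks 14 of 24 proliferation genes rose (9 without PRVL42), such as Mki67 (4.87 ± 1.50 against 1.88 ± 0.206) and Top2a (3.49 ± 1.12 against 1.19 ± 0.305), and Ren1, which encodes renin, was 0.543 ± 0.178 against 62.0 ± 33.3 (mean ± SD, n = 4 libraries each). At 12 weeks 5 of 16 steroidogenesis genes rose in females, 0 with all groups in one fit and 2 after rescaling to a common sum.

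In males at 12 weeks, 5 of 18 cholesterol synthesis genes fell and 0 rose (12 fell adjusted over the list alone). None fell without PRVL31 or PRVL32 or with no filter on low values, 1 without PRVL23 or PRVL30, 2 without PRVL24, 8 without PRVL28 or with all groups in one fit, and 11 after rescaling to a common sum. Of 9 T cell genes 3 rose (9 adjusted over the list alone, and 1 with all groups in one fit), with Cd4 at 3.06 ± 1.35 RPKM in 4 Znrf3 cKO libraries against 0.557 ± 0.313 in 5 controls (adjusted p = 0.00854 from limma). Of 10 genes of capsule and fibroblasts 7 fell at 4 weeks in males and 7 in females (4 in each with all groups in one fit).

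Scores per library are the mean log2(RPKM + 1) of a list, compared by an exact permutation test, two-sided, whose smallest p is 0.029 for 4 against 4 libraries. After adjustment over the 60 to 65 lists scored in a comparison, no p of such a comparison of 4 against 4 given here passed (0.062 to 0.383). The chromaffin cell score was 2.84 ± 0.457 in Znrf3 cKO and 5.10 ± 0.153 in controls in males at 4 weeks, a difference of -2.26 (exact p = 0.029). The difference in males was -2.59 at 6 weeks (exact p = 0.029), -0.997 at 12 weeks (0.063) and -0.66 at 78 weeks (0.257), and in females -2.08, -2.32, -1.91 and -2.59 at 4, 6, 12 and 52 weeks (0.029 each). The mast cell score differed in females by -1.94 at 4 weeks and 2.51 at 52 weeks, and the capsule score at 4 weeks by -0.99 in males and -0.88 in females (exact p = 0.029 each). The endothelium score differed by 0.40 in males at 6 weeks (exact p = 0.029), by 0.43 at 12 weeks (0.016, adjusted p = 0.027) and by -0.28 in females at 6 weeks (0.029). At 12 weeks the effect on the score of lipid-associated macrophages was 2.09 in males and -0.07 in females (difference 2.16, exact permutation p = 0.0025, adjusted p = 0.016), and on the adrenal macrophage score 1.06 and 0.10 (p = 0.014, adjusted p = 0.034).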
